# A CTP-dependent gating mechanism enables ParB spreading on DNA

**DOI:** 10.7554/eLife.69676

**Published:** 2021-08-16

**Authors:** Adam SB Jalal, Ngat T Tran, Clare EM Stevenson, Afroze Chimthanawala, Anjana Badrinarayanan, David M Lawson, Tung BK Le

**Keywords:** *Caulobacter crescentus*, chromosome segregation, spreading, molecular gates, ParA ParB parS, CTP, *Caulobacter crescentus*

## Abstract

Proper chromosome segregation is essential in all living organisms. The ParA-ParB-*parS* system is widely employed for chromosome segregation in bacteria. Previously, we showed that *Caulobacter crescentus* ParB requires cytidine triphosphate to escape the nucleation site *parS* and spread by sliding to the neighboring DNA (Jalal et al., 2020). Here, we provide the structural basis for this transition from nucleation to spreading by solving co-crystal structures of a C-terminal domain truncated *C. crescentus* ParB with *parS* and with a CTP analog. Nucleating ParB is an open clamp, in which *parS* is captured at the DNA-binding domain (the DNA-gate). Upon binding CTP, the N-terminal domain (NTD) self-dimerizes to close the NTD-gate of the clamp. The DNA-gate also closes, thus driving *parS* into a compartment between the DNA-gate and the C-terminal domain. CTP hydrolysis and/or the release of hydrolytic products are likely associated with reopening of the gates to release DNA and recycle ParB. Overall, we suggest a CTP-operated gating mechanism that regulates ParB nucleation, spreading, and recycling.

## Introduction

Proper chromosome segregation is essential in all domains of life. In most bacterial species, faithful chromosome segregation is mediated by the tripartite ParA-ParB-*parS* system (Donczew et al., 2016; Fogel and Waldor, 2006; Harms et al., 2013; Ireton et al., 1994; Jakimowicz et al., 2002; Jalal and Le, 2020a; Kawalek et al., 2018; Lin and Grossman, 1998; Livny et al., 2007; Mohl et al., 2001; Tran et al., 2018). ParB, a CTPase and DNA-binding protein, nucleates on *parS* before spreading to adjacent non-specific DNA to form a higher-order nucleoprotein complex (Breier and Grossman, 2007; Broedersz et al., 2014; Graham et al., 2014; Jalal and Le, 2020a; Murray et al., 2006; Rodionov et al., 1999; Sanchez et al., 2015; Taylor et al., 2015). The ParB-DNA nucleoprotein complex stimulates the ATPase activity of ParA, driving the movement of the *parS* locus (and subsequently, the whole chromosome) to the opposite pole of the cell (Hwang et al., 2013; Leonard et al., 2005; Lim et al., 2014; Taylor et al., 2021; Vecchiarelli et al., 2014; Vecchiarelli et al., 2012). ParB spreads by sliding along the DNA, in a manner that depends on the binding of a co-factor, cytidine triphosphate (CTP) (Balaguer F de et al., 2021; Jalal et al., 2020c; Osorio-Valeriano et al., 2019; Soh et al., 2019). A co-crystal structure of a C-terminal domain truncated *Bacillus subtilis* ParB (ParB∆CTD) together with CDP showed the nucleotide to be sandwiched between adjacent subunits, thus promoting their dimerization (Soh et al., 2019). A similar arrangement was seen in the co-crystal structure of an N-terminal domain (NTD) truncated version of the *Myxococcus xanthus* ParB homolog, PadC, bound to CTP (Osorio-Valeriano et al., 2019). Self-dimerization at the NTD of *B. subtilis* ParB creates a clamp-like molecule that enables DNA entrapment (Soh et al., 2019). Biochemical studies with *M. xanthus* and *C. crescentus* ParBs showed that CTP facilitates the dissociation of ParB from *parS*, thereby switching ParB from a nucleating mode to a sliding mode (Jalal et al., 2020c; Osorio-Valeriano et al., 2019). ParB can hydrolyze CTP to CDP and inorganic phosphate (Jalal et al., 2020c; Osorio-Valeriano et al., 2019; Soh et al., 2019); however, hydrolysis is not required for spreading since ParB in complex with a non-hydrolyzable CTP analog (CTPɣS) can still self-load and slide on DNA (Jalal et al., 2020c; Soh et al., 2019). Furthermore, *M. xanthus* PadC does not possess noticeable CTPase activity (Osorio-Valeriano et al., 2019). As such, the role of CTP hydrolysis in bacterial chromosome segregation is not yet clear.

Here, we solve co-crystal structures of a C-terminal domain truncated *C. crescentus* ParB in complex with either *parS* or CTPɣS to better understand the roles of CTP binding and hydrolysis. Consistent with the previous report (Soh et al., 2019), the NTDs of *C. crescentus* ParB also self-dimerize upon binding to nucleotides, thus closing a molecular gate at this domain (the NTD-gate). Furthermore, the two opposite DNA-binding domains (DBD) move closer together to close a second molecular gate (the DNA-gate). We provide evidence that the CTP-induced closure of the DNA-gate drives *parS* DNA from the DBD into a 20-amino-acid long compartment between the DNA-gate and the C-terminal domain, thus explaining how CTP binding enables ParB to escape the high-affinity *parS* site to spread while still entrapping DNA. Lastly, we identify and characterize a ParB ‘clamp-locked’ mutant that is defective in CTP hydrolysis but otherwise competent in gate closing, suggesting a possible role for CTP hydrolysis/release of hydrolytic products in the reopening ParB gates and in recycling ParB. Collectively, we suggest a CTP-operated gating mechanism that might regulate ParB nucleation, spreading, and recycling.

## Results

### Co-crystal structure of a *C. crescentus* ParB∆CTD-*parS* complex reveals an open conformation at the NTD

We sought to solve a co-crystal structure of *C. crescentus* ParB nucleating at *parS*. After screening several constructs with different lengths of ParB and *parS*, we obtained crystals of a 50 amino acid C-terminally truncated ParB in complex with a 22 bp *parS* DNA (Figure 1). This protein variant lacks the C-terminal domain (CTD) responsible for ParB dimerization (Figure 1A; Figge et al., 2003). Diffraction data for the ParB∆CTD-*parS* co-crystal were collected to 2.9 Å resolution, and the structure was solved by molecular replacement (see Materials and methods). The asymmetric unit contains four copies of ParB∆CTD and two copies of the *parS* DNA (Figure 1—figure supplement 1A,B).

**Figure 1.**
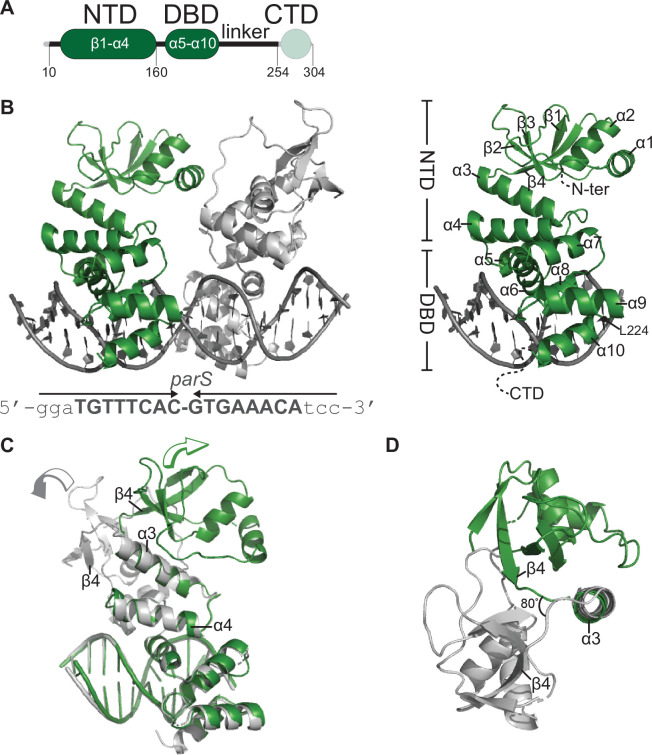
Co-crystal structure of a *C.* *crescentus* ParB∆CTD-*parS* complex reveals an open conformation at the N-terminal domain (NTD). (**A**) The domain architecture of *C. crescentus* ParB: the NTD (dark green), the central DNA-binding domain (DBD, dark green), the C-terminal domain (CTD, faded green), and a linker that connects the DBD and the CTD together. The ParB∆CTD variant that was used for crystallization lacks the CTD (faded green). (**B**, left panel) Co-crystal structure of two *C. crescentus* ParB∆CTD monomers (dark green and gray) bound to a 22 bp *parS* DNA. The nucleotide sequence of the 22 bp *parS* is shown below the co-crystal structure, the core *parS* sequence is highlighted in bold, and each *parS* half-site is denoted by an arrow. The position of residue L224 is also indicated. (Right panel) The structure of a ParB∆CTD subunit bound to a *parS* half site with key features highlighted. (**C**) Superimposition of *C. crescentus* ParB∆CTD subunits shows two different orientations of the NTD. The arrow above each subunit shows the direction each NTD is projecting towards. (**D**) A top-down view of the superimposition of ParB∆CTD subunits shows their NTDs orienting ~80° apart from each other.

**Figure 1—figure supplement 1.**
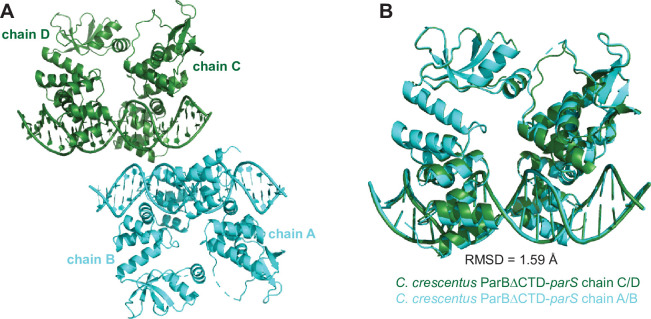
The composition of the asymmetric unit (ASU) of the *C.* *crescentus* ParB∆CTD-*parS* co-crystal. (**A**) The ASU contains four copies of the *C. crescentus* ParB∆CTD monomers (chains A, B, C, and D) and two copies of the full-size *parS* DNA. (**B**) Superimposition of the chain C-D-*parS* complex (dark green) to the chain A-B-*parS* complex (cyan) shows that the two complexes in the ASU are structurally similar (root-mean-square deviation [RMSD] = 1.59 Å).

**Figure 1—figure supplement 2.**
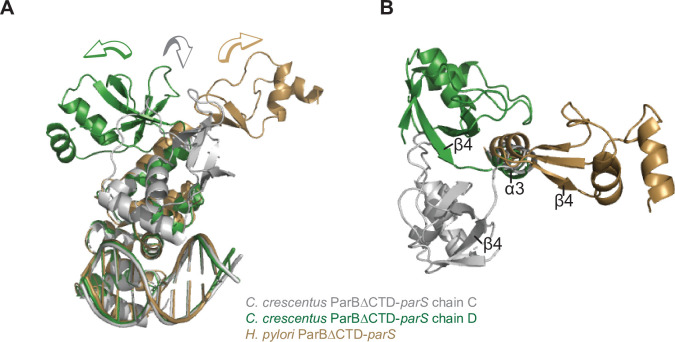
Structural comparisons of the *C.* *crescentus* ParB∆CTD-*parS* complex to the *H. pylori* ParB∆CTD-*parS* complex. (**A**) A side view of the superimposition between *C. crescentus* ParB∆CTD chain C (gray), chain D (dark green), and *H. pylori* ParB∆CTD (golden) shows the three distinct orientations of the N-terminal domain (NTD). (**B**) A top view of the superimposition between *C. crescentus* ParB∆CTD chain C, chain D, and *H. pylori* ParB∆CTD. The *parS* DNA, DNA-binding domain (DBD), and helix α4 are omitted for clarity.

Each ParB∆CTD subunit consists of an NTD (helices α1–α4 and sheets β1–β4) and a DBD (helices α5–α10) (Figure 1B). Each ParB∆CTD binds to a half *parS* site, but there is no protein-protein contact between the two adjacent subunits (Figure 1B). We previously reported a 2.4 Å co-crystal structure of the DBD of *C. crescentus* ParB bound to *parS* (Jalal et al., 2020b) and elucidated the molecular basis for specific *parS* recognition, hence we focus on the conformation of the NTD here instead. We observed that helices α3 and α4 are packed towards the DBD and are connected to the rest of the NTD via an α3–β4 loop (Figure 1B,C). While the DBD and helices α3–α4 are near identical between the two ParB∆CTD subunits (root-mean-square deviation [RMSD] = 0.19 Å, Figure 1C), the rest of the NTD, from α1 to β4, adopts notably different conformations in the two subunits (Figure 1C,D). Specifically, NTDs (α1–β4) from the two ParB∆CTD subunits are related by a rotation of approximately 80^o^ due to changes in a flexible loop in between α3 and β4 (Figure 1D). Furthermore, by superimposing the *C. crescentus* ParB∆CTD-*parS* structure onto that of *Helicobacter pylori* (Chen et al., 2015), we observed that the NTDs of ParB from both species can adopt multiple alternative orientations (Figure 1—figure supplement 2). Taken together, these observations suggest that the ability of the NTD to adopt multiple open conformations is likely a general feature of nucleating ParB.

### Co-crystal structure of a *C. crescentus* ParB∆CTD-CTPɣS complex reveals a closed conformation at the NTD

Next, to gain insight into the spreading state of ParB, we solved a 2.7 Å resolution structure of *C. crescentus* ParB∆CTD in complex with CTPɣS (see Materials and methods). At this resolution, it was not possible to assign the position of the ligand's sulfur atom. Indeed, the placement of the sulfur atom relative to the terminal phosphorus atom may vary from one ligand to the next in the crystal, leading to an averaging of the electron density. Hence, we modeled CTP, instead of CTPɣS, into the electron density (Figure 2 and Figure 2—figure supplement 1). The asymmetric unit contains two copies of ParB∆CTD, each with a CTPɣS molecule and a coordinated Mg^2+^ ion bound at the NTD (Figure 2A). In contrast to the open conformation of the ParB∆CTD-*parS* structure, nucleotide-bound NTDs from opposite subunits self-dimerize (with an interface area of 2111 Å^2^, as determined by PISA; Krissinel, 2015), thus adopting a closed conformation (Figure 2A). Multiple CTPɣS-contacting residues also directly contribute to the NTD self-dimerization interface (summarized in Figure 2—figure supplement 2), indicating a coupling between nucleotide binding and self-dimerization. Furthermore, the *C. crescentus* ParB∆CTD-CTPɣS structure is similar to that of the CDP-bound *B. subtilis* ParB∆CTD (RMSD = 1.48 Å) and the CTP-bound *M. xanthus* PadC∆NTD (RMSD = 2.23 Å) (Figure 2—figure supplement 3A), suggesting that the closed conformation at the NTD is structurally conserved in nucleotide-bound ParB/ParB-like proteins.

**Figure 2.**
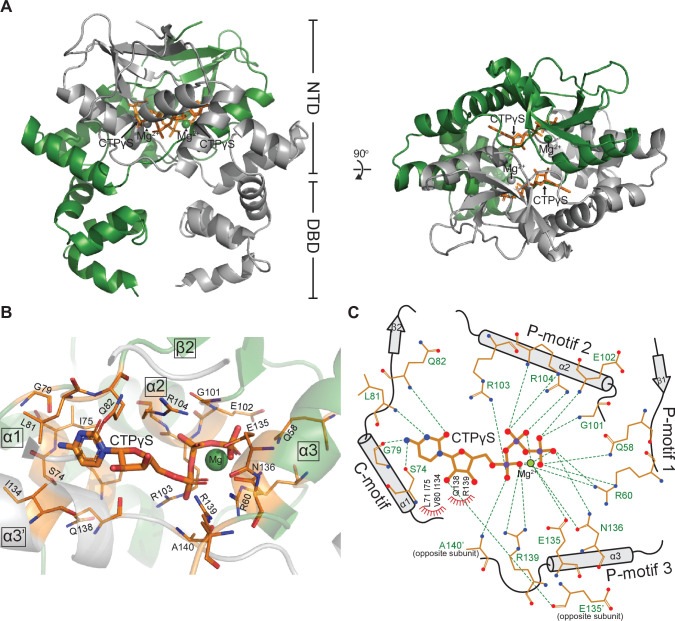
Co-crystal structure of a *C.* *crescentus* ParB∆CTD-CTPɣS complex reveals a closed conformation at the N-terminal domain (NTD). (**A**, left panel) The front view of the co-crystal structure of *C. crescentus* ParB∆CTD (dark green and gray) bound to a non-hydrolyzable analog CTPɣS (orange) and Mg^2+^ ions (dark green and gray spheres). (Right panel) The top view of the *C. crescentus* ParB∆CTD-CTPɣS co-crystal structure. Note that helix α10 is not resolved in this structure due to a poor electron density in this region. (**B**) The nucleotide-binding pocket of *C. crescentus* ParB showing amino acid residues that contact the CTPɣS molecule and the coordinated Mg^2+^ ion. (**C**) Protein-ligand interaction map of CTPɣS bound to *C. crescentus* ParB∆CTD. Hydrogen bonds are shown as dashed green lines and hydrophobic interactions as red semi-circles. Nitrogen, oxygen, phosphate, and magnesium atoms are shown as blue, red, purple, and green filled circles, respectively.

**Figure 2—figure supplement 1.**
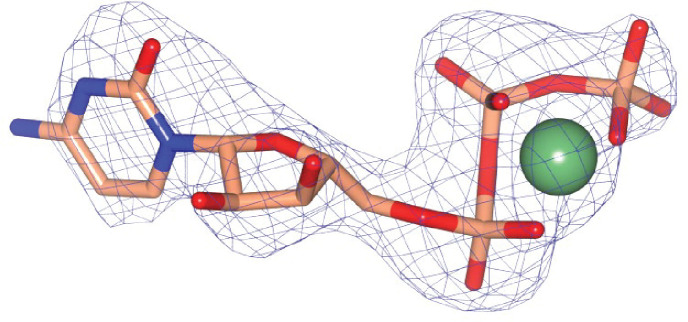
Omit mF_obs_-DF_calc_ difference electron density calculated at 2.73 Å resolution for Mg-CTP. The omit map was calculated using phases from the final model, with the displayed atoms omitted, after the application of small random shifts to the atomic coordinates, re-setting temperature factors, and re-refining to convergence (rendered in blue mesh at a contour level of ~3.5σ).

**Figure 2—figure supplement 2.**
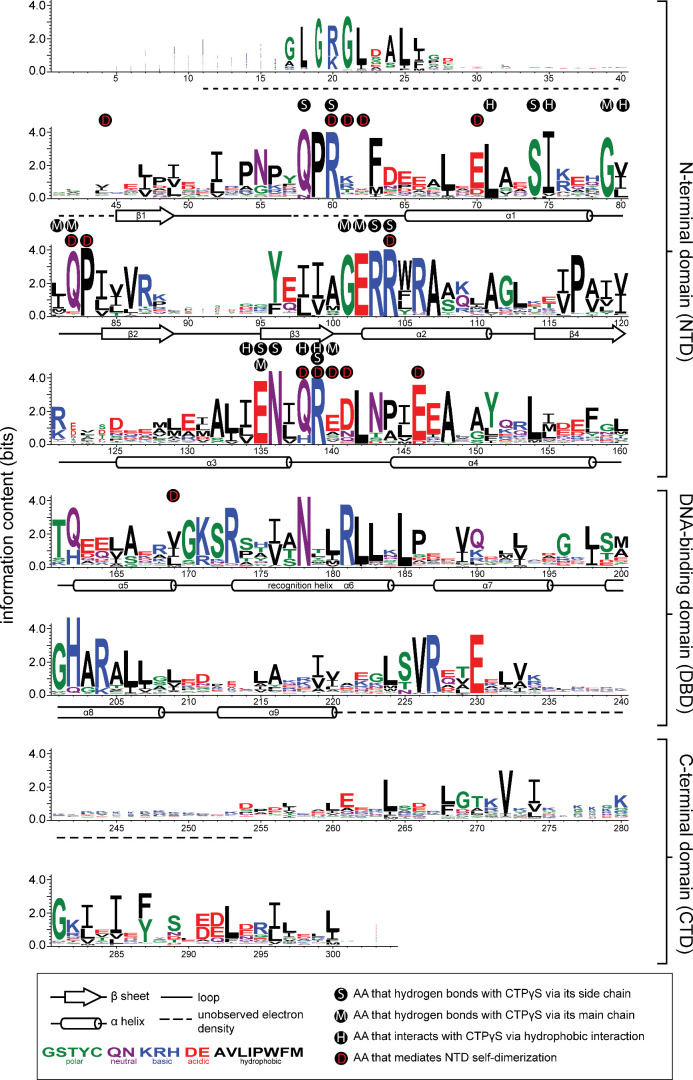
Sequence alignment of the chromosomal ParB protein family. An alignment of ~1800 chromosomal ParB proteins was constructed and presented as a sequence logo. The height of the stack indicates the sequence conservation, while the height of symbols within the stack indicates the relative frequency of each amino acid residue at that position. Amino acids are colored based on their chemical properties. Secondary structure elements for *C. crescentus* ParB∆CTD are shown below the alignment. Dashed lines indicate unmodeled residues due to poor electron density in the *C. crescentus* ParB∆CTD-CTPɣS co-crystal structure. Residues that contact CTPɣS-Mg^2+^ and/or mediate the N-terminal domain (NTD) self-dimerization are also labeled.

**Figure 2—figure supplement 3.**
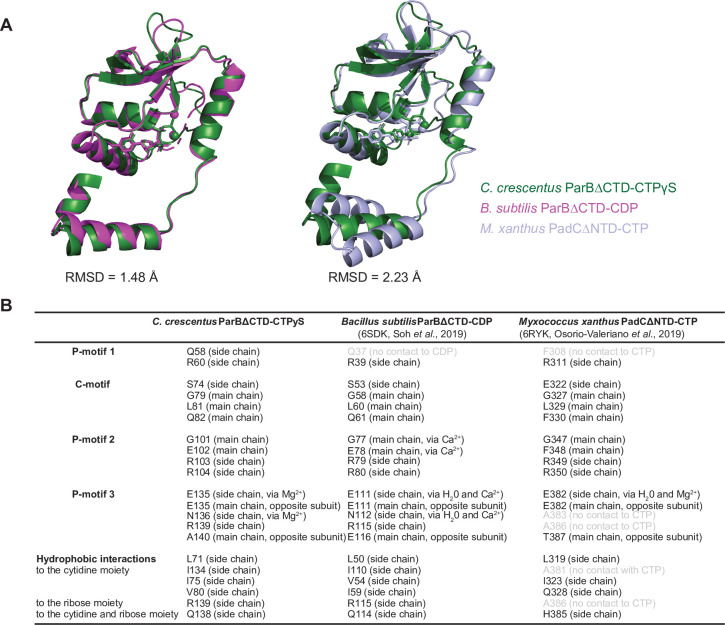
Structural comparisons of the *C.* *crescentus* ParB∆CTD-CTPɣS complex to the *B. subtilis* ParB∆CTD-CDP complex and the *M. xanthus* PadC∆NTD-CTP complex. (**A**) Superimposition of nucleotide-bound structures of *C. crescentus* ParB∆CTD (dark green), *B. subtilis* ParB∆CTD (magenta), and *M. xanthus* PadC∆NTD (light blue) with their corresponding pairwise root-mean-square deviation values (RMSD). (**B**) Summary of nucleotide-contacting residues from *C. crescentus* ParB∆CTD-CTPɣS structure, *B. subtilis* ParB∆CTD-CDP structure (PDB accession code: 6SDK), and *M. xanthus* PadC∆NTD structure (PDB accession code: 6RYK). Positional equivalent residues that do not contact nucleotides are shown in light gray.

Each CTPɣS molecule is sandwiched between helices α1, α2, α3 from one subunit and helix α3′ from the opposite subunit (Figure 2B). Ten amino acids form hydrogen-bonding contacts with three phosphate groups of CTPɣS, either directly or via the coordinated Mg^2+^ ion (Figure 2C). These phosphate-contacting residues are referred to as P-motifs 1–3, respectively (P for phosphate motif, Figure 2C). Four amino acids at helix α1 and the α1–β2 intervening loop provide hydrogen-bonding interactions to the cytosine ring, hence are termed the C-motif (C for cytosine motif, Figure 2C). Lastly, six additional residues contact the ribose moiety and/or the pyrimidine moiety via hydrophobic interactions (Figure 2C). Nucleotide-contacting residues in *C. crescentus* ParB and their corresponding amino acids in ParB/ParB-like homologs are summarized in Figure 2—figure supplement 2 and Figure 2—figure supplement 3B. The C-motif forms a snug fit to the pyrimidine moiety, thus is incompatible with larger purine moieties such as those from ATP or GTP. Hydrogen-bonding contacts from the G79 main chain and the S74 side chain to the amino group at position 4 of the cytosine moiety further distinguish CTP from UTP (Figure 2C). Taken all together, our structural data are consistent with the known specificity of *C. crescentus* ParB for CTP (Jalal et al., 2020c).

### Conformational changes between the nucleating and the spreading state of *C. crescentus* ParB

A direct comparison of the *C. crescentus* ParB∆CTD-*parS* structure to the ParB∆CTD-CTPɣS structure further revealed the conformational changes upon nucleotide binding. In the nucleating state, as represented by the ParB∆CTD-*parS* structure, helices α3 and α4 from each subunit bundle together (32^o^ angle between α3 and α4, Figure 3). However, in the spreading state, as represented by the ParB∆CTD-CTPɣS structure, α3 swings outwards by 101^o^ to pack itself with α4′ from the opposing subunit (Figure 3). Nucleotide binding most likely facilitates this ‘swinging-out’ conformation since both α3 and the α3–α4 loop, that is, P-motif 3 make numerous contacts with the bound CTPɣS and the coordinated Mg^2+^ ion (Figure 2C). The reciprocal exchange of helices ensures that the packing in the α3–α4 protein core remains intact, while likely driving the conformational changes for the rest of the NTD as well as the DBD (Figure 4A). Indeed, residues 44–121 at the NTD rotate wholesale by 94^o^ to dimerize with their counterpart from the opposing subunit (Figure 4A and Figure 4—figure supplement 1A). Also, residues 161–221 at the DBD rotate upward by 26^o^ in a near rigid-body movement (Figure 4A and Figure 4—figure supplement 1A). As a result, the opposite DBDs are closer together in the spreading state (inter-domain distance = ~ 27 Å) than in the nucleating state (inter-domain distance = ~ 36 Å) (Figure 4—figure supplement 1B). By overlaying the CTPɣS-bound structure onto the *parS* DNA complex, it is clear that the DBDs in the spreading state clash severely with DNA, hence are no longer compatible with *parS* DNA binding (Figure 4B). Our structural data are therefore consistent with the previous finding that CTP decreases *C. crescentus* ParB nucleation on *parS* or liberates pre-bound ParB from *parS* site (Jalal et al., 2020c). Overall, we suggest that CTP binding stabilizes a conformation that is incompatible with DNA-binding and that this change might facilitate ParB escape from the high-affinity nucleation *parS* site.

**Figure 3.**
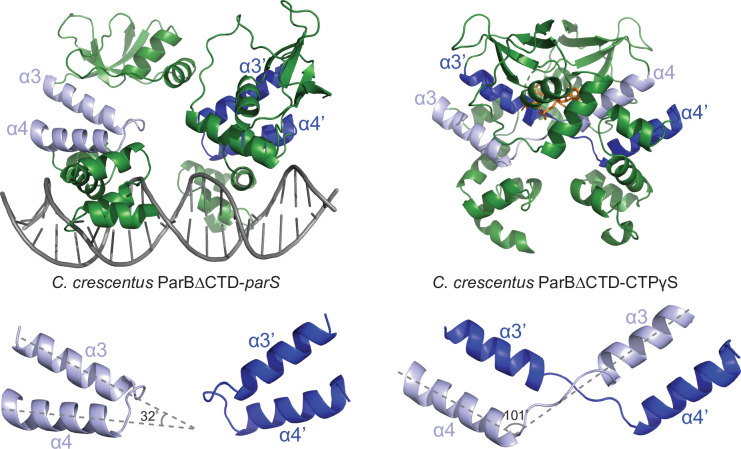
Conformational changes between the nucleating and the spreading states of *C. crescentus* ParB. Structures of *C. crescentus* ParB∆CTD in complex with *parS* (left panel) and with CTPɣS (right panel), with the pairs of helices (α3–α4, and α3′–α4′ for the opposite subunit) shown in light blue and dark blue, respectively. Below each structure, only the α3–α4, α3′–α4′ pairs, and the angles between these helices are shown.

**Figure 4.**
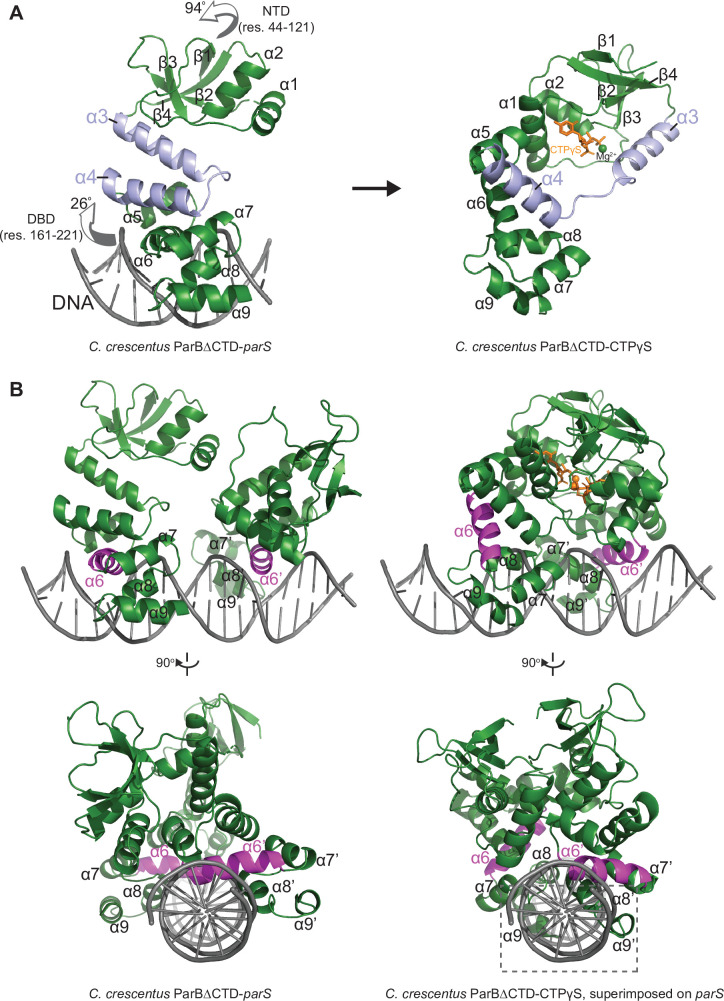
The structure of a nucleotide-bound *C.* *crescentus* ParB∆CTD is incompatible with specific *parS* binding at the DNA-binding domain (DBD). (**A**) Structural changes between *C. crescentus* ParB∆CTD-*parS* and ParB∆CTD-CTPɣS structures. Helices α3 and α4 are shown in light blue. The arrows next to the N-terminal domain (NTD) (residues 44–121) and the DBD (residues 161–221) show the direction that these domains rotate towards in the nucleotide-bound state. (**B**) Superimposing the *C. crescentus* ParB∆CTD-CTPɣS structure onto *parS* DNA shows DNA-recognition helices (α6 and α6′, magenta) positioning away from the two consecutive major grooves of *parS*, and helices α8–α9 and α8′–α9′ at the DBD (dashed box) clashing with *parS* DNA.

**Figure 4—figure supplement 1.**
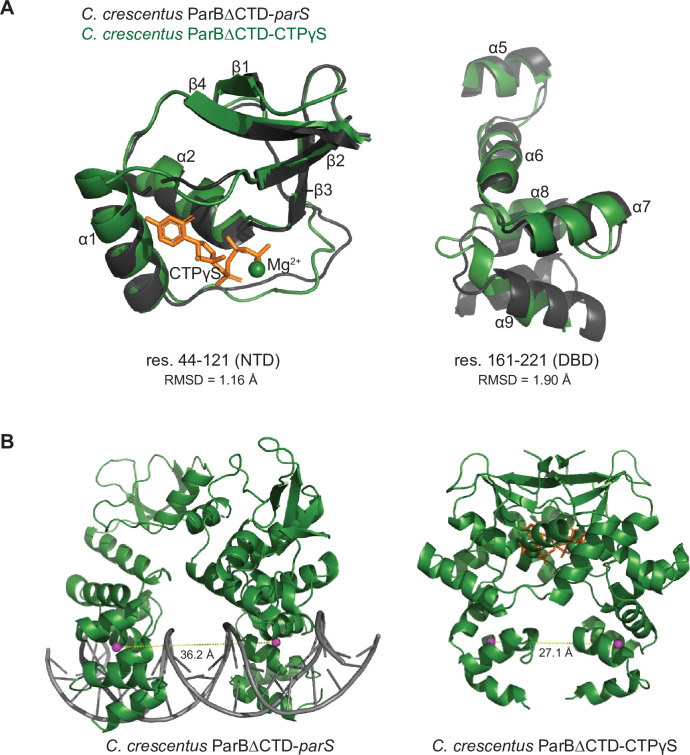
The structure of nucleotide-bound *C.* *crescentus* ParB∆CTD is incompatible with specific *parS* binding at the DNA-binding domain (DBD). (**A**) Residues 44–121 of the N-terminal domain (NTD) and residues 161–221 of the DBD move in a near rigid-body motion between the ParB∆CTD-*parS* and the ParB∆CTD-CTPɣS structures. (Left panel) Structural comparison between the NTDs (residues 44–121) from the ParB∆CTD-*parS* structure (black) and the ParB∆CTD-CTPɣS structure (dark green). (Right panel) Structural comparison between the DBDs (residues 161–221) from the ParB∆CTD-*parS* structure (black) and the ParB∆CTD-CTPɣS structure (dark green). The corresponding root-mean-square deviation value (RMSD) is shown below each structural alignment. (**B**) The inter-domain distances between opposite DBDs in the ParB∆CTD-*parS* and the ParB∆CTD-CTPɣS structures. Distances (yellow dashed lines) were measured between the centroid (magenta sphere) of each DBD.

### *C. crescentus* ParB entraps *parS* DNA in a compartment between the DBD and the CTD in a CTP-dependent manner

To verify the CTP-dependent closed conformation of ParB, we performed site-specific crosslinking of purified proteins using a sulfhydryl-to-sulfhydryl crosslinker bismaleimidoethane (BMOE) (Soh et al., 2019). Residues Q35, L224, and I304 at the NTD, DBD, and CTD, respectively (Figure 5A), were substituted individually to cysteine on an otherwise cysteine-less ParB (C297S) background (Jalal et al., 2020c), to create ParB variants where symmetry-related cysteines become covalently linked if they are within 8 Å of each other (Figure 5B). We observed that the crosslinking of both ParB (Q35C) and ParB (L224C) was enhanced ~2.5–3-fold in the presence of *parS* DNA and CTP (Figure 5B), consistent with CTP favoring a conformation when the NTD and the DBD are close together. In contrast, ParB (I304C) crosslinked independently of CTP or *parS* (Figure 5B), supporting the known role of the CTD as a primary dimerization domain (Figge et al., 2003; Fisher et al., 2017).

**Figure 5.**
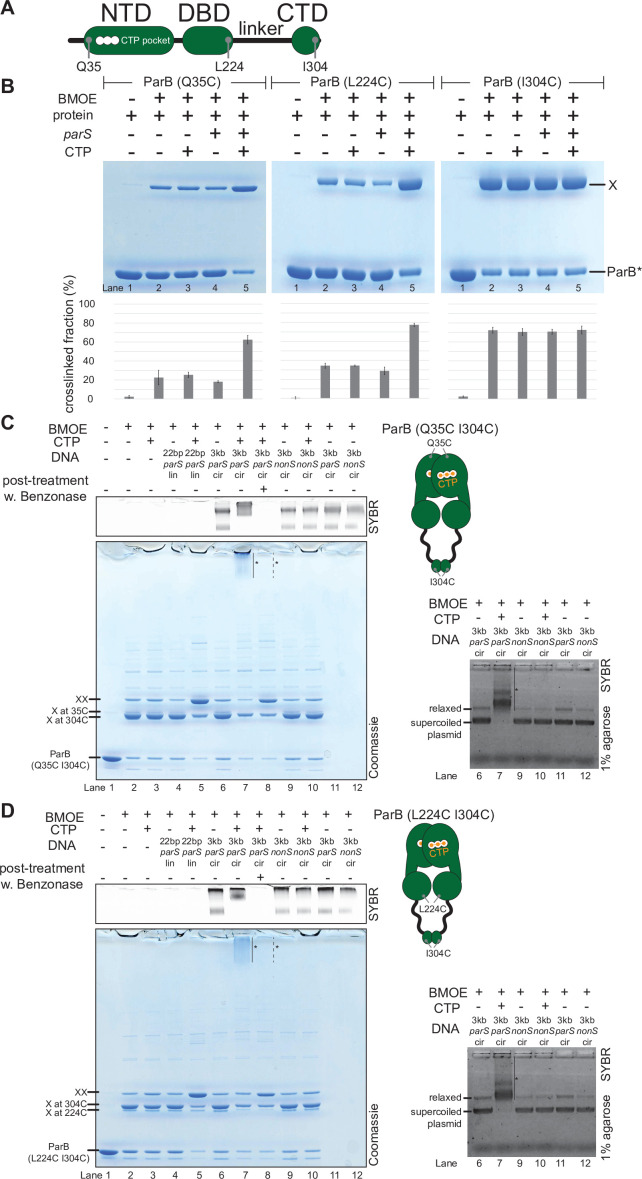
*C.* *crescentus* ParB entraps *parS* DNA in a compartment between the DNA-binding domain (DBD) and the C-terminal domain (CTD) in a cytidine triphosphate (CTP)-dependent manner. (**A**) A schematic diagram of *C. crescentus* ParB showing the position of Q35 (at the N-terminal domain [NTD]), L224 (at the DBD), and I304 (at the CTD) that were substituted either individually or in combinations for cysteine. (**B**) Denaturing polyacrylamide gel analysis of bismaleimidoethane (BMOE) crosslinking products of 8 µM single-cysteine ParB (Q35C/L224C/I304C) variant ±0.5 µM 22 bp *parS* DNA ±1 mM CTP. X indicates a crosslinked form of ParB. Quantification of the crosslinked (X) fraction is shown below each representative gel image. Error bars represent SD from three replicates. (**C**, left panel) Denaturing polyacrylamide gel analysis of BMOE crosslinking products of 8 µM dual-cysteine ParB (Q35C I304C) variant ±0.5 µM DNA ±1 mM CTP. Different DNA were employed in crosslinking reactions: a linear 22 bp *parS* DNA (22 bp *parS* lin), a circular 3 kb *parS* plasmid (3 kb *parS* cir), and a circular 3 kb scrambled *parS* plasmid (3 kb *nonS* cir). The high molecular weight (HMW) smear near the top of the polyacrylamide gel is marked with a solid line and an asterisk (lane 7). When the crosslinking reaction was post-treated with a non-specific DNA nuclease, Benzonase, the HMW smear was no longer observed (dashed line and asterisk, lane 8). The polyacrylamide gel was also stained with a DNA dye, Sybr Green (SYBR), and only the top section of the gel is shown. Small 22 bp *parS* DNA duplex migrated out of the gel, thus was not observed near the top of the Sybr-stained gel. A schematic diagram of a dual-cysteine *C. crescentus* ParB dimer is also shown. (Right panel) Agarose gel analysis of BMOE crosslinking products. A subset of crosslinking reactions (lanes 6, 7, and 9–12) were loaded and resolved on 1% agarose gel. The gel was subsequently stained with Sybr Green for DNA. Shifted gel bands are marked with a solid line and an asterisk. (**D**) Same as panel (**C**) but another dual-cysteine variant, ParB (L224C I304C) was employed instead. Figure 5—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 5.

**Figure 5—figure supplement 1.**
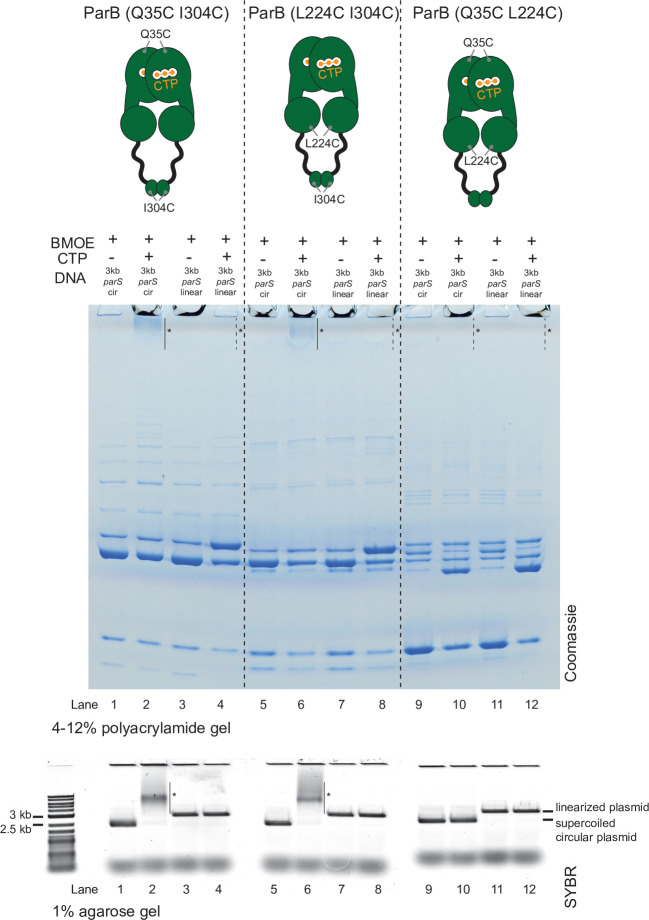
Crosslinking ParB (Q35C I304C) and ParB (L224C I304C) did not produce a high molecular weight (HMW) smear in the presence of cytidine triphosphate (CTP) and a linearized *parS* plasmid. Denaturing polyacrylamide gel analysis of bismaleimidoethane (BMOE) crosslinking products of 8 µM dual-cysteine ParB variants + 0.5 µM (circular/linearized) *parS*-containing plasmid DNA ±1 mM CTP. Purified ParB (Q35C I304C), ParB (L224C I304C), and ParB (Q35C L224C) were used for reactions in lanes 1–4, 5–8, and 9–12, respectively. Different DNA were employed in crosslinking reactions: a circular 3 kb *parS* plasmid (3 kb *parS* cir) and a 3 kb *parS* plasmid that had been linearized at an unique HindIII site by HindIII restriction enzyme (3 kb *parS* linear). The HMW smear near the top of the polyacrylamide gel was observed when ParB (Q35C I304C) or ParB (L224C I304C) was incubated with CTP and a circular *parS* plasmid (lanes 2 and 6, solid lines and asterisks), but not when a linearized *parS* plasmid was used (lanes 4 and 8, dashed lines and asterisks) or when CTP was omitted (lanes 1 and 5). ParB (Q35C L224C) did not produce a HMW smear even in the presence of CTP and a circular *parS* plasmid (see also Figure 5—figure supplement 2). Crosslinking reactions were also loaded and resolved on a 1% agarose gel. The gel was subsequently stained with Sybr Green for DNA. Shifted gel bands are marked with a solid line and an asterisk. Figure 5—figure supplement 1—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 5—figure supplement 1.

**Figure 5—figure supplement 2.**
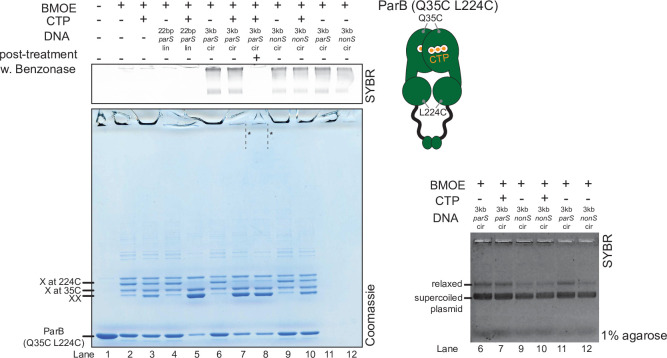
Crosslinking ParB (Q35C L224C) did not produce a high molecular weight (HMW) smear despite the presence of cytidine triphosphate (CTP) and a circular *parS* plasmid. (Left panel) Denaturing polyacrylamide gel analysis of bismaleimidoethane (BMOE) crosslinking products of 8 µM dual-cysteine ParB (Q35C L224C) variant ±0.5 µM DNA ±1 mM CTP. Different DNA were employed in crosslinking reactions: a linear 22 bp *parS* DNA (22 bp *parS* lin), a circular 3 kb *parS* plasmid (3 kb *parS* cir), and a circular 3 kb scrambled *parS* plasmid (3 kb *nonS* cir). The HMW smear near the top of the polyacrylamide gel was not observed, with or without a Benzonase post-treatment (dashed lines and asterisks, lanes 7 and 8). The polyacrylamide gel was also stained with a DNA-dye, Sybr Green (SYBR), and only the top section of the gel is shown. Small 22 bp *parS* DNA duplex migrated out of the gel, thus was not observed near the top of the Sybr-stained gel. A schematic diagram of a dual-cysteine *C. crescentus* ParB dimer is also shown. (Right panel) Agarose gel analysis of BMOE crosslinking products. A subset of crosslinking reactions (lanes 6, 7, and 9–12) were loaded and resolved on 1% agarose gel. The gel was subsequently stained with Sybr Green for DNA. Shifted gel bands are marked with a solid line and an asterisk. Figure 5—figure supplement 2—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 5—figure supplement 2.

**Figure 5—figure supplement 3.**
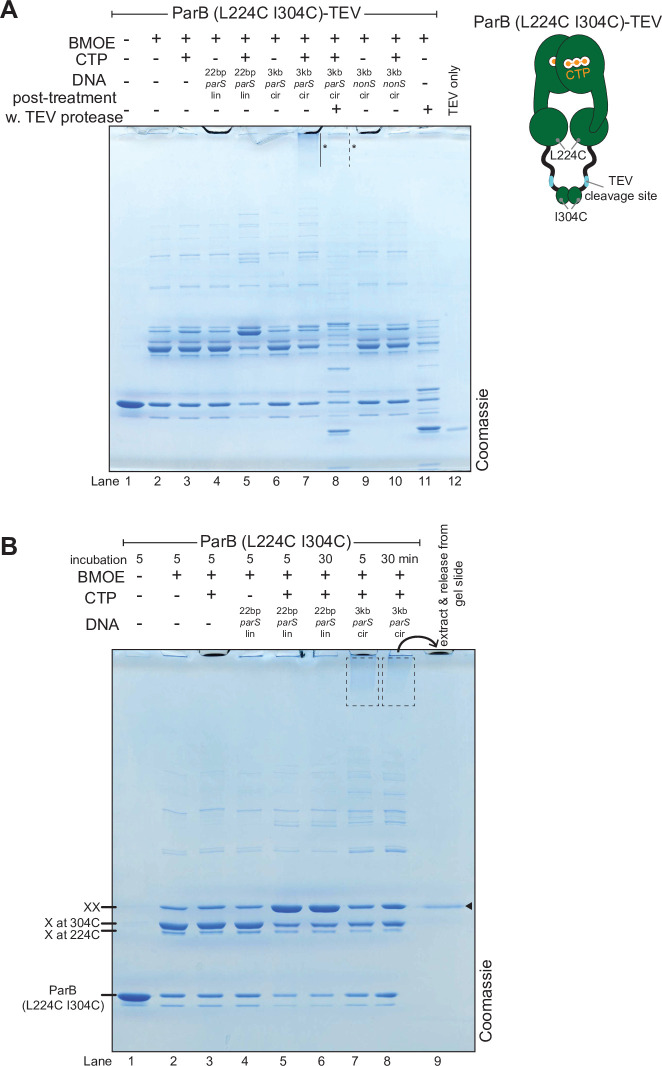
The high molecular weight (HMW) smear likely contains catenates between crosslinked ParB dimers and circular *parS* plasmids. (**A**) A post-crosslinking treatment of a ParB (L224C I304C)-TEV variant with TEV protease eliminated the HMW smear. A dual-cysteine ParB variant was engineered with a TEV protease cleavage site in the DNA-binding domain–C-terminal domain (DBD-CTD) linker (see the schematic diagram). This ParB (L224C I304C)-TEV variant was purified and used in a bismaleimidoethane (BMOE) crosslinking reactions in the presence or absence of 1 mM cytidine triphosphate (CTP) and 0.5 µM DNA. Different DNA were employed in crosslinking reactions: a linear 22 bp *parS* DNA (22 bp *parS* lin), a circular 3 kb *parS* plasmid (3 kb *parS* cir), and a circular 3 kb scrambled *parS* plasmid (3 kb *nonS* cir). In contrast to lane 7, the HMW smear near the top of the polyacrylamide gel was no longer observed when TEV was added after the crosslinking reactions was quenched (lane 8, dashed line and asterisk). (**B**) Double-crosslinked ParB (L224C I304C) dimer is the major protein species in the HMW smear. Gel slices encompassing the HMW smear were crushed and soaked in a Benzonase-supplemented buffer to release bound proteins. The released protein was analyzed on a denaturing polyacrylamide gel (lane 9). The solid arrow indicates the position of a double-crosslinked ParB (L224C I304C). Figure 5—figure supplement 3—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 5—figure supplement 3.

**Figure 5—figure supplement 4.**
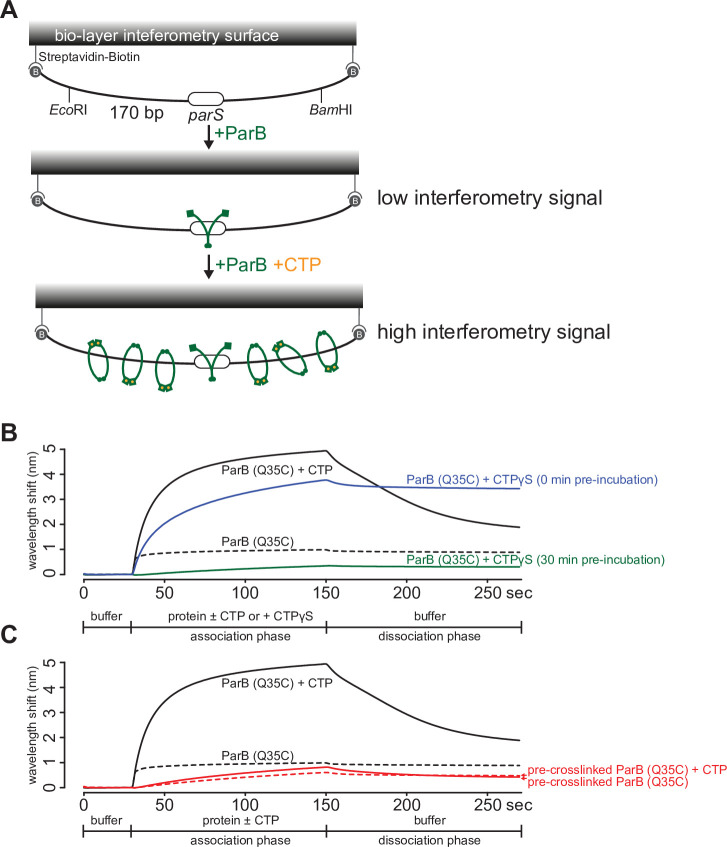
A premature closing of ParB clamps prevents their interactions with a 170 bp closed *parS* DNA substrate. (**A**) A schematic diagram of the biolayer interferometry (BLI) assay. A dual biotin-labeled 170 bp *parS* DNA was tethered to the streptavidin (SA)-coated probe to create a DNA substrate where both ends were blocked (a closed DNA substrate). BLI assay monitors wavelength shifts (nm) resulting from changes in the optical thickness of the sensor surface during association or dissociation of the analyte. In the absence of cytidine triphosphate (CTP), ParB (green) nucleates at *parS* only. In the presence of CTP (orange), ParB slides on and entraps DNA to accumulate on the closed DNA substrate, thus giving rise to an elevated BLI response. (**B**) A prolonged (30 min) pre-incubation of ParB (Q35C) with CTPɣS eliminated most of the ParB binding and accumulation on DNA. It was shown previously that CTPɣS, in the absence of *parS* DNA, gradually converted apo-ParB from an open to a closed protein clamp (Jalal et al., 2020c; Soh et al., 2019). If not already bound on DNA, the now inaccessible DNA-binding domain of ParB cannot bind *parS* to nucleate and to subsequently slide to accumulate on DNA. (**C**) An irreversible closing of ParB clamps, by bismaleimidoethane (BMOE)-mediated crosslinking a closed form of ParB (Q35C), also eliminated most of the ParB binding and accumulation on DNA. Before BLI experiment, purified ParB (Q35C) was incubated with CTPɣS for 30 min, then 1 mM BMOE was added to crosslink the N-terminal domains (NTDs) of ParB (Q35C) together. The crosslinking reaction was quenched with 1 mM DTT and ParB (Q35C) was purified away from excess BMOE and DTT using a Zeba buffer exchange column (see Materials and methods). Approximately 70% ParB (Q35C) was in a crosslinked form (Jalal et al., 2020c). CTPɣS was required to convert apo-ParB (Q35C) to a closed clamp form before crosslinking. Without CTPɣS, most apo-ParB (Q35C) is in an open clamp form (Jalal et al., 2020c). For all BLI reactions in this figure, 5 µM of ParB (Q35C) and 1 mM CTP/CTPɣS were used. Each BLI experiment was triplicated and a representative sensorgram is presented. Figure 5—figure supplement 4—source data 1.Data used to generate Figure 5—figure supplement 4.

Previously, it was shown that *B. subtilis* ParB-CTP forms a protein clamp that entraps DNA (Soh et al., 2019); however, the location of DNA within the clamp is not yet clear. To locate such DNA-entrapping compartment, we employed a double crosslinking assay while taking advantage of the availability of crosslinkable cysteine residues in all three domains of *C. crescentus* ParB (Figure 5A). A *C. crescentus* ParB variant with crosslinkable NTD and CTD interfaces (Q35C I304C) was first constructed and purified (Figure 5C). ParB (Q35C I304C) could form high molecular weight (HMW) species near the top of the polyacrylamide gel in the presence of CTP, a 3 kb *parS* plasmid, and the crosslinker BMOE (lane 7, Figure 5C, left panel). The HMW smear on the polyacrylamide gel contained both protein and DNA as apparent from a dual staining with Coomassie and Sybr Green (Figure 5C, left panel). Slowly migrating DNA-stained bands were also observed when resolved on an agarose gel (Figure 5C, right panel). The HMW smear most likely contained DNA-protein catenates between a circular *parS* plasmid and a denatured but otherwise circularly crosslinked ParB (Q35C I304C) polypeptide. Indeed, a post-crosslinking treatment with Benzonase, a non-specific DNA nuclease (lane 8, Figure 5C, left panel) or the use of a linearized *parS* plasmid (lane 2 vs. lane 4, Figure 5—figure supplement 1) eliminated the HMW smear, presumably by unlinking the DNA-protein catenates. Lastly, the HMW smear was not observed when a plasmid containing a scrambled *parS* site was used (lane 10, Figure 5C, left panel) or when CTP was omitted from the crosslinking reaction (lane 6, Figure 5C, left panel), indicating that the DNA entrapment is dependent on *parS* and CTP. Collectively, these experiments demonstrate that as with the *B. subtilis* ParB homolog, *C. crescentus* ParB is also a CTP-dependent molecular clamp that can entrap *parS* DNA in between the NTD and the CTD.

Employing the same strategy, we further narrowed down the DNA-entrapping compartment by constructing a ParB (L224C I304C) variant in which both the DBD and the CTD are crosslinkable (Figure 5D). We found that crosslinked ParB (L224C I304C) also entrapped circular plasmid efficiently in a *parS*- and CTP-dependent manner, as judged by the appearance of the HMW smear near the top of the gel (lane 7, Figure 5D, left panel). By contrast, ParB (Q35C L224C) that has both the NTD and the DBD crosslinkable was unable to entrap DNA in any tested condition (Figure 5—figure supplement 2). We therefore hypothesized that ParB clamps entrap DNA within a compartment created by a 20-amino-acid linker in between the DBD and the CTD. To investigate further, we constructed a ParB (L224C I304C)-TEV variant, in which a TEV protease cleavage site was inserted within the DBD-CTD linker (Figure 5—figure supplement 3A). Again, ParB (L224C I304C)-TEV entrapped a circular *parS* plasmid efficiently in the presence of CTP (the HMW smear on lane 7, Figure 5—figure supplement 3A). However, a post-crosslinking treatment with TEV protease eliminated such HMW smear, presumably by creating a break in the polypeptide through which a circular plasmid could escape (lane 8, Figure 5—figure supplement 3A). We also extracted crosslinked ParB (L224C I304C) from gel slices that encompassed the HMW smear and electrophoresed the eluted proteins again on a denaturing gel to find a single band that migrated similarly to a double-crosslinked protein (lane 9, Figure 5—figure supplement 2B). Therefore, our results suggest that a ParB dimer, rather than ParB oligomers, is the major species that entraps DNA. Taken together, we suggest that *C. crescentus* ParB dimer functions as a molecular clamp that entraps *parS*-containing DNA within a DBD-CTD compartment upon CTP binding. This is also consistent with experiments that showed a premature and irreversible closing of ParB clamps, achieved either by an extended preincubation with CTPɣS (Jalal et al., 2020c and Figure 5—figure supplement 4B) or by pre-crosslinking a closed clamp form of ParB (Figure 5—figure supplement 4C), prevented nucleation at *parS* and DNA entrapment.

### *C. crescentus* ParB (E102A) is a clamp-locked mutant that is defective in clamp reopening

Next, we investigated the potential role(s) of CTP hydrolysis. Hydrolysis is unlikely to be required for DNA entrapment and translocation since ParB in complex with CTPɣS can still self-load and slide on DNA (Jalal et al., 2020c; Soh et al., 2019). *M. xanthus* ParB (N172A) and *B. subtilis* ParB (N112S) mutants, which bind but cannot hydrolyze CTP, failed to form higher-order protein-DNA complexes inside the cells (Osorio-Valeriano et al., 2019; Soh et al., 2019). However, these ParB variants are already impaired in NTD self-dimerization (Soh et al., 2019), hence the mechanistic role of CTP hydrolysis is still unclear. We postulated that creation of a ParB variant defective in CTP hydrolysis but otherwise competent in NTD self-dimerization would enable us to investigate the possible role of CTP hydrolysis. To this end, we performed alanine scanning mutagenesis on the CTP-binding pocket of *C. crescentus* ParB (Figure 2C). Eleven purified ParB variants were assayed for CTP binding by a membrane-spotting assay (DRaCALA) (Figure 6A), and for CTP hydrolysis by measuring the release rate of inorganic phosphate (Figure 6B). Moreover, their propensity for NTD self-dimerization was also analyzed by crosslinking with BMOE (Figure 6C and Figure 6—figure supplement 1). Lastly, their ability to nucleate, slide, and entrap a closed *parS* DNA substrate was investigated by a biolayer interferometry (BLI) assay (Figure 6D and Figure 6—figure supplement 2A). Immobilizing a dual biotin-labeled DNA on a streptavidin-coated BLI surface created a closed DNA substrate that can be entrapped by ParB-CTP clamps (Figure 5—figure supplement 4A; Jalal et al., 2020c). The BLI assay monitors wavelength shifts resulting from changes in the optical thickness of the probe surface during the association/dissociation of ParB with a closed DNA substrate in real time (Figure 6—figure supplement 2).

**Figure 6.**
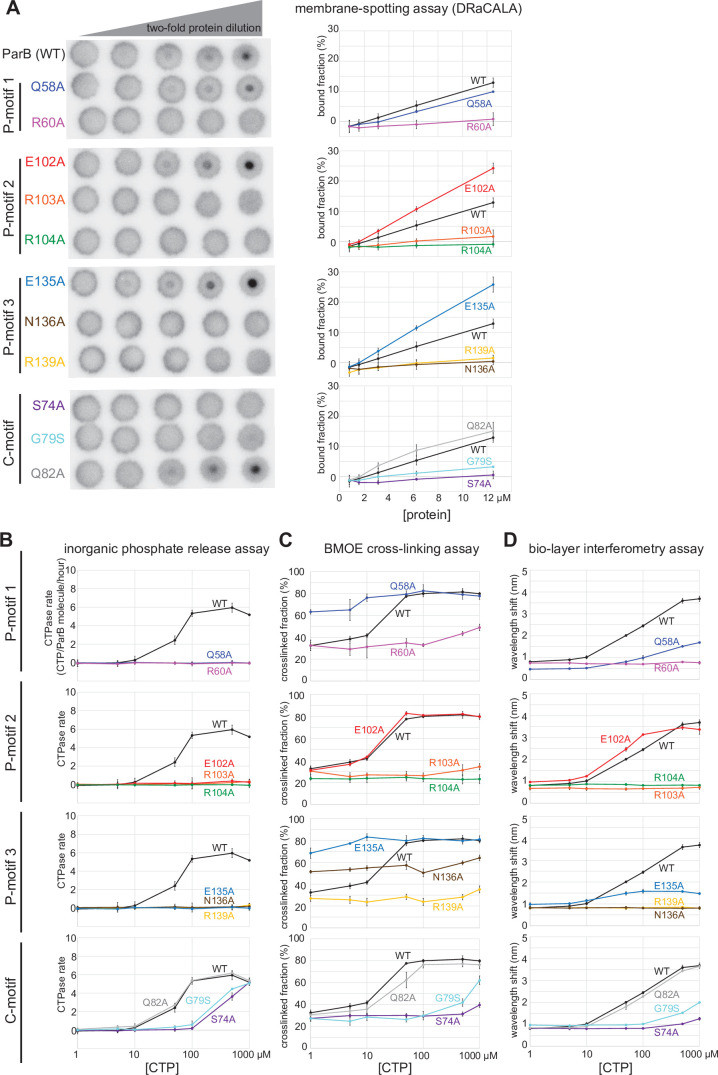
Alanine scanning mutagenesis of the *C. crescentus* ParB cytidine triphosphate (CTP)-binding pocket reveals several classes of clamp mutants. Eleven residues at C-motif and P-motifs 1–3 were individually substituted for alanine or glycine. (**A**) Membrane-spotting assay of ParB variants. CTP binding was monitored by membrane-spotting assay using radiolabeled CTP α-P^32^. The bulls-eye staining indicates CTP binding due to a more rapid immobilization of protein-ligand complexes compared to free ligands. All reactions contained various concentration of purified ParB, 5 nM radiolabeled CTP α-P^32^, 30 µM unlabeled CTP, and 1.5 µM 22 bp *parS* DNA. The bound fractions were quantified, and error bars represent SD from three replicates. All the reactions were spotted on the same membrane, the radiograph was rearranged solely for presentation purposes. (**B**) Inorganic phosphate release assay of ParB variants. The CTPase rates were measured at increasing concentration of CTP. All reactions contained 1 µM purified ParB variant, 0.5 µM 22 bp *parS* DNA, and an increasing concentration of CTP. (**C**) Bismaleimidoethane (BMOE) crosslinking assay of ParB variants. A second set of alanine scanning ParB variants, which harbor an additional Q35C substitution at the N-terminal domain (NTD), were also constructed and subsequently used in BMOE crosslinking experiments. Purified ParB variants (8 µM) were preincubated with 0.5 µM 22 bp *parS* DNA and an increasing concentration of CTP for 5 min before BMOE was added. Crosslinking products were resolved on a 12% denaturing polyacrylamide gel and the crosslinked fractions were quantified (see also Figure 6—figure supplement 1 for representation images). Error bars represent SD from three replicates. (**D**) Biolayer interferometry (BLI) assay of ParB variants. BLI analysis of the interaction between a premix of 1 µM ParB variant ± an increasing concentration of CTP and a 170 bp closed *parS* DNA substrate. See also Figure 5—figure supplement 4A for a schematic diagram of the BLI setup and Figure 6—figure supplement 2 for representative BLI sensorgrams. BLI signal at the end of the association phase (± SD from three replicates) was plotted against CTP concentrations. Figure 6—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 6.

**Figure 6—figure supplement 1.**
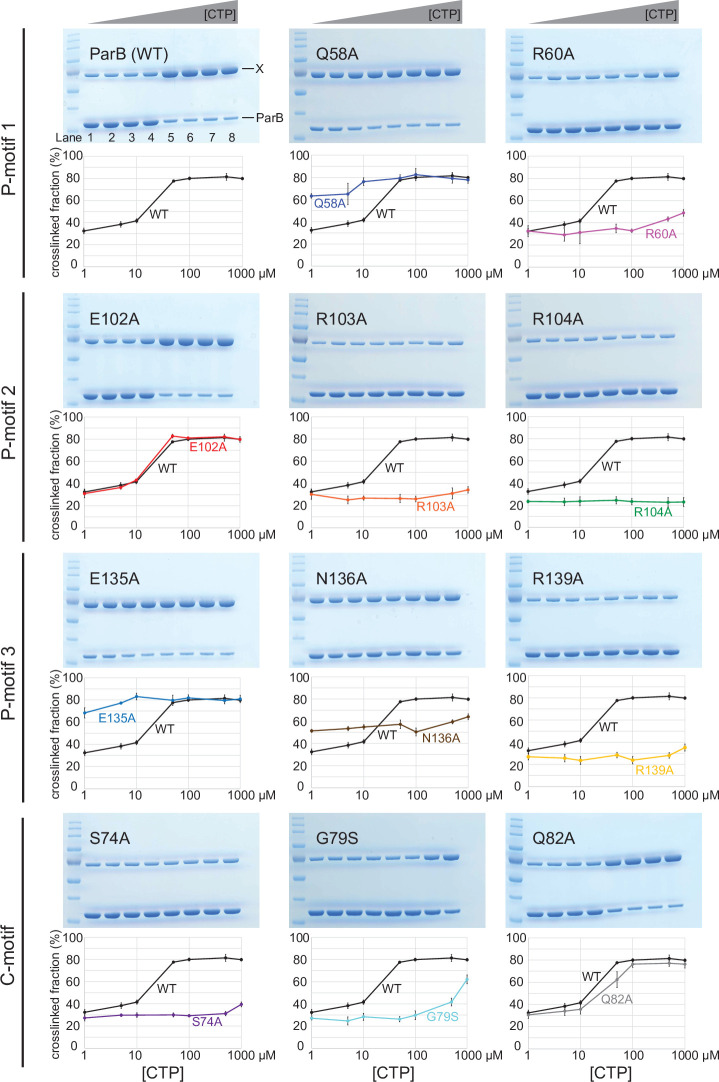
Denaturing polyacrylamide gel analysis of crosslinking products of alanine scanning ParB variants. Purified ParB variants (8 µM) were preincubated with 0.5 µM 22 bp *parS* DNA, and an increasing concentration of cytidine triphosphate (CTP) for 5 min before bismaleimidoethane (BMOE) was added. Crosslinking products were resolved on a 12% denaturing polyacrylamide gel and the crosslinked fractions (X) were quantified. Error bars represent SD from three replicates. Figure 6—figure supplement 1—source data 1.Original files, annotation of the full raw gels, and data used to generate Figure 6—figure supplement 1.

**Figure 6—figure supplement 2.**
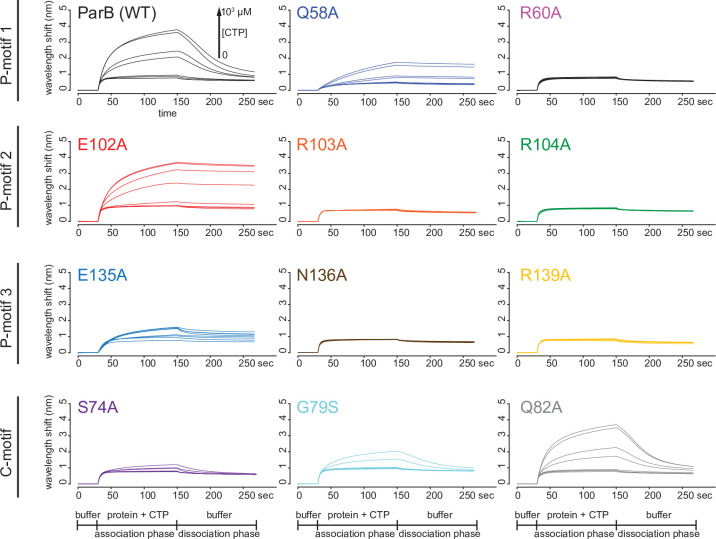
Biolayer interferometry (BLI) analysis of the interaction between ParB variants and a 170 bp closed *parS* DNA substrate. Representative BLI sensorgrams of the interactions between ParB variants and the closed DNA substrate in the presence of an increasing concentration of cytidine triphosphate (CTP). The BLI probe with tethered *parS* DNA substrate was dipped into a buffer-only solution (0–30 s), then to a premix of 1 µM ParB ± an increasing concentration of CTP (30–150 s: association phase), and finally returned to a buffer-only solution (150–270 s: dissociation phase). Each BLI experiment was triplicated and a representative sensorgram is presented. Figure 6—figure supplement 2—source data 1.Data used to generate Figure 6—figure supplement 2.

Overall, we identified several distinct classes of ParB mutants:

1. Class I: ParB (R60A), (R103A), (R104A), (R139A), (N136A), (G79S), and (S74A) did not bind or bound radiolabeled CTP only weakly (Figure 6A), thus also showed weak to no CTP hydrolysis (Figure 6B) or clamp-closing activity (Figure 6C,D).
2. Class II: ParB (Q58A) and (E135A) that are competent in CTP-binding (Figure 6A), but defective in CTP hydrolysis (Figure 6B) and in entrapping a closed *parS* DNA substrate (Figure 6D). We noted that ParB (Q58A) and ParB (E135A) already had an elevated crosslinking efficiency even in the absence of CTP (Figure 6C). This premature clamp closing might have resulted in a less than wild-type level of DNA entrapment (Figure 6D).
3. Class III: ParB (E102A) did not hydrolyze CTP (Figure 6B) but nevertheless bound CTP efficiently (Figure 6A) to self-dimerize at the NTD and to entrap DNA to the same level as ParB (WT) at all CTP concentrations (Figure 6C,D).

Upon a closer inspection of the BLI sensorgrams (Figure 6—figure supplement 2B and Figure 7), we noted that the entrapped ParB (E102A) did not noticeably dissociate from a closed DNA substrate when the probe was returned to a buffer-only solution (dissociation phase, k_off_ = 8.0 × 10^–4^ ± 1.9 × 10^–4^ s^–1^, Figure 6—figure supplement 2B and Figure 7). By contrast, entrapped ParB (WT) dissociated approximately 15-fold faster into buffer (k_off_ = 1.2 × 10^–2^ ± 3.7 × 10^–4^ s^–1^). Further experiments showed that DNA entrapment by ParB (E102A), unlike ParB (WT), is more tolerant to high-salt solution (up to 1 M NaCl, Figure 7A). Nevertheless, ParB (E102A)-CTP could not accumulate on a BamHI-restricted open DNA substrate (Figure 7B,C; Jalal et al., 2020c), suggesting that ParB (E102A)-CTP, similar to ParB (WT), also form a closed clamp that runs off an open DNA end. Collectively, our results suggest that *parS* DNA and CTP induced a stably closed clamp conformation of ParB (E102A) in vitro.

**Figure 7.**
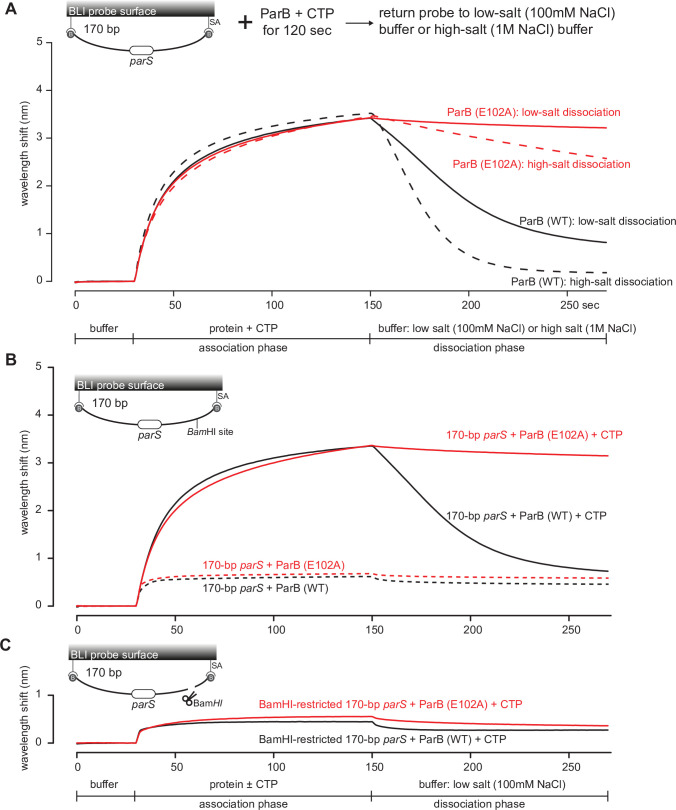
The DNA-entrapped ParB (E102A)-CTP clamp is resistant to high-salt conditions. (**A**) Biolayer interferometry (BLI) analysis of the interaction between a premix of 1 µM *C. crescentus* ParB (WT) or ParB (E102A) + 1 mM cytidine triphosphate (CTP) and 170 bp dual biotin-labeled *parS* DNA. For the dissociation phase, the probe was returned to a low-salt buffer that contains 100 mM NaCl (solid black or red lines) or to a high-salt buffer that contains 1 M NaCl (dashed black or red lines). The schematic diagram of the BLI probe shows a closed *parS* DNA substrate due to the interactions between a dual biotin-labeled DNA and the streptavidin (SA)-coated probe surface. (**B**) BLI analysis of the interaction between a premix of 1 µM *C*. *crescentus* ParB (WT) or ParB (E102A) + 1 mM CTP (solid lines) or –1 mM CTP (dashed lines) and 170 bp dual biotin-labeled *parS* DNA. (**C**) Same as panel (**B**) but immobilized DNA fragments have been restricted with BamHI before BLI analysis. Figure 7—source data 1.Data used to generate Figure 7.

To investigate the function of ParB (E102A) in vivo, we expressed a FLAG-tagged version of *parB* (E102A) from a vanillate-inducible promoter (P*_van_*) in a *C. crescentus* strain where the native *parB* was under the control of a xylose-inducible promoter (P*_xyl_*) (Figure 8A). Cells were depleted of the native ParB by adding glucose for 4 hr, subsequently vanillate was added for another hour before cells were fixed with formaldehyde for ChIP-seq. 

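The native-host data were 4 anti-FLAG ChIP-seq libraries, 2 from *C. crescentus* producing FLAG-ParB (WT) and 2 from cells producing FLAG-ParB (E102A), which the methods describe as biological replicates. The strains carry *parB* behind P*_xyl_* at its own locus and *flag-parB* behind P*_van_* at the *van* locus. The paper gives 4 hr in glucose before the hour with vanillate, and the sample labels give 5 hr in glucose with vanillate in the last 1 hr in one field and 5 hr of depletion followed by 1 hr of production in another. The deposited values are the read coverage of each base of the chromosome in whole numbers, which the authors made with Bowtie and bedtools according to the submitters' processing notes. Tool versions and the genome build are not given in the sources used here. The steps in the coverage showed reads of 101 bases, so the FLAG-ParB (WT) libraries held 6611995 and 6654919 mapped reads and the FLAG-ParB (E102A) libraries 6009767 and 8396171. Coverage was divided by the library's total coverage, which gives RPBPM on the scale of Figure 8. The background, taken as the median 200 bp bin more than 50 kb from *parS*, was 0.241 RPBPM in both FLAG-ParB (WT) libraries and 0.243 RPBPM in both FLAG-ParB (E102A) libraries, and such a bin held 293 to 409 reads. Bins of 200 bp were compared with limma on log2(RPBPM + 0.02), after leaving out bins under 0.1 of the median bin, with a Benjamini-Hochberg threshold of 0.05. Of 20015 bins, 997 were higher and 544 lower in FLAG-ParB (E102A) than in FLAG-ParB (WT). Of these, 45 higher and 32 lower bins lay in the 4025 to 4042 kb drawn in Figure 8A. Outside it, 232 higher and 6 lower lay within 50 kb of *parS*, and 720 higher and 506 lower farther away. Most of these calls were thus far from *parS*, and their cause was not tested. With each library scaled to its own background instead of its total, 678 were higher and 623 lower, and with 1 of the libraries left out 375 to 711 were higher and 231 to 323 lower. With no moderation of the spread across bins, 0 passed limma's test, and 2356 had an unadjusted p under 0.05. No sequence of the genome was used here, so each *parS* site was placed at the nearest local maximum of the mean FLAG-ParB (WT) profile, where *parS* sites 3 and 4 form 1 maximum, so that the 7 sites gave 6 maxima.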

Consistent with the previous report (Tran et al., 2018), the ChIP-seq profile of FLAG-ParB (WT) showed an ~10 kb region of enrichment above background with clearly defined peaks that correspond to the positions of *parS* sites (Figure 8A). By contrast, the ChIP-seq profile of FLAG-ParB (E102A) is significantly reduced in height but has an extra peak over the *parB* coding sequence (Figure 8A, asterisk). 

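FLAG-ParB (WT) signal was at or above 5 times the background over 8.2 kb in each replicate, reaching 3.7 kb to the left and 4.3 kb to the right of the maximum at *parS* sites 3 and 4 on average. The highest signal lay at *parS* sites 3 and 4, whose maximum is at position 4034927, with 13.0 ± 0.0624 RPBPM (SD, n = 2) in a 200 bp window, 53.9 times the background. *parS5*, at 4035360, had 9.45 and 8.99 RPBPM in the 2 replicates, *parS2*, at 4033218, had 7.83 ± 0.260, *parS7*, at 4037791, had 7.56 ± 0.499, and *parS6*, at 4035701, had 5.58 ± 0.253. The lowest of the maxima was *parS1*, at 4032157, with 2.56 ± 0.00627 RPBPM, 10.6 times the background. Among the genes of the region, *trmE* held the most signal, 6.43 ± 0.194 RPBPM over its length, followed by *gidA* with 5.01 ± 0.211 and *qor* with 5.00 ± 0.311, and *rho*, which encodes a transcription termination factor, had 1.38 ± 0.0509. On either side, the signal had fallen to 0.260 ± 0.00405 RPBPM over CCNA_03865, to the left of *parB*, and to 0.411 ± 0.00339 over *hemH*. The 4025 to 4042 kb region held 3.81% and 3.64% of the chromosome's signal in the 2 replicates. The width depended on the threshold and was 10.1 kb at 2 times the background and 2.0 kb at 20 times, where the replicates gave 2.8 and 1.2 kb.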

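At the *parS* maxima, FLAG-ParB (E102A) signal was lower than FLAG-ParB (WT) signal by a mean log2 ratio of -1.48 (standard error 0.0659), or 2.78 times lower. The reduction was largest at *parS5*, with 2.16 ± 0.0620 RPBPM (SD, n = 2) and a log2 ratio of -2.08 (adjusted p = 3.5e-91 from limma), and at *parS6*, with 1.37 ± 0.00968 RPBPM and a log2 ratio of -2.01. At *parS* sites 3 and 4 FLAG-ParB (E102A) had 3.80 ± 0.160 RPBPM, a log2 ratio of -1.77, at *parS2* 2.78 ± 0.0851 and at *parS7* 2.91 ± 0.115, a log2 ratio of -1.37. At *parS1* the log2 ratio was -0.14 (adjusted p = 0.0337 from limma), and this call was lost when any of the 4 libraries was left out (adjusted p from 0.0649 to 0.347) and with no moderation across windows (0.0917). With the highest base within 250 bp of *parS1*, a wider stretch that reaches towards *parB*, the log2 ratio was -0.03 (adjusted p = 0.582). Over the *parB* coding sequence the direction was the opposite, 3.96 ± 0.341 RPBPM for FLAG-ParB (E102A) and 0.985 ± 0.0268 for FLAG-ParB (WT), a log2 ratio of 1.98 (standard error 0.0598, adjusted p = 2.5e-50 from limma). *parA*, the partition ATPase gene beside *parB*, was also higher with FLAG-ParB (E102A), 2.67 ± 0.0129 against 1.81 ± 0.0550 RPBPM. Of 40 genes within 15 kb of *parS*, 31 were higher with FLAG-ParB (E102A), 6 were lower and 3, *rho*, *alkB* and CCNA_00007, did not pass the test. Adjusted over the list alone, 33 were higher and 7 lower. All 5 genes between *parS1* and *parS7* in this list were lower, among them *trmE* (log2 ratio -1.99) and *gidA* (-1.70), and all 18 to the left of *parS1* were higher, from 0.28 to 1.98 on the log2 scale. CCNA_03867, next to *parB*, rose from 0.249 to 1.00 RPBPM and CCNA_03866 from 0.285 to 0.627. FLAG-ParB (E102A) signal was at or above 5 times the background over 8.6 and 9.2 kb, and at or above 2 times over 13.5 kb on average. Without bridging gaps of up to 1 kb the first width was 2.2 kb. The test of a *parS* window pools the spread of 20010 windows, and that of the *parB* coding sequence pools 4386. An exact permutation test of 2 libraries against 2 cannot go below a two-sided p of 0.33, and every FLAG-ParB (E102A) library lay on the stated side of both FLAG-ParB (WT) libraries. Because the FLAG-ParB (E102A) protein level was lower in *C. crescentus*, the paper reasons that its behaviour there cannot be reliably linked to its properties in vitro.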

The instability of FLAG-ParB (E102A) in its native *C. crescentus* host, and hence the reduced protein level (Figure 8—figure supplement 1A), might explain the overall lower height of its ChIP-seq profile (Figure 8). The reason for an extra peak over *parB* in the ChIP-seq profile of ParB (E102A) is still, however, unknown. 

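The extra peak over *parB* was a block with sharp edges, at positions 4031085 and 4031396 in FLAG-ParB (E102A) replicate 1 and 4031085 and 4031378 in replicate 2. The FLAG-ParB (WT) libraries had a lower block with edges at nearly the same places, 4031092 and 4031409 in replicate 1 and 4031091 and 4031409 in replicate 2. Between its edges the signal was 6.82 ± 0.545 RPBPM (SD, n = 2) for FLAG-ParB (E102A) and 1.76 ± 0.0808 for FLAG-ParB (WT). Just outside the left edge, still within *parB*, it was 2.92 ± 0.331 and 0.506 ± 0.0316 RPBPM, and just outside the right edge, towards *parA*, 3.23 ± 0.00497 and 1.30 ± 0.0804. In all 4 libraries the level within the block was 0.961 to 1.13 times the sum of the levels on its sides. The highest base of the chromosome lay in this block in both FLAG-ParB (E102A) libraries, with 7.11 and 7.82 RPBPM, and at *parS* sites 3 and 4 in both FLAG-ParB (WT) libraries. At the *van* locus, where *flag-parB* is inserted, *vanR* had 0.540 ± 0.00722 RPBPM with FLAG-ParB (E102A) and 0.474 and 0.502 in the FLAG-ParB (WT) replicates, and *vanA* 0.276 ± 0.0120 and 0.266 ± 0.00268. Neither passed limma's test over all genes, with adjusted p = 0.177 and 0.418.

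**Figure D1:**
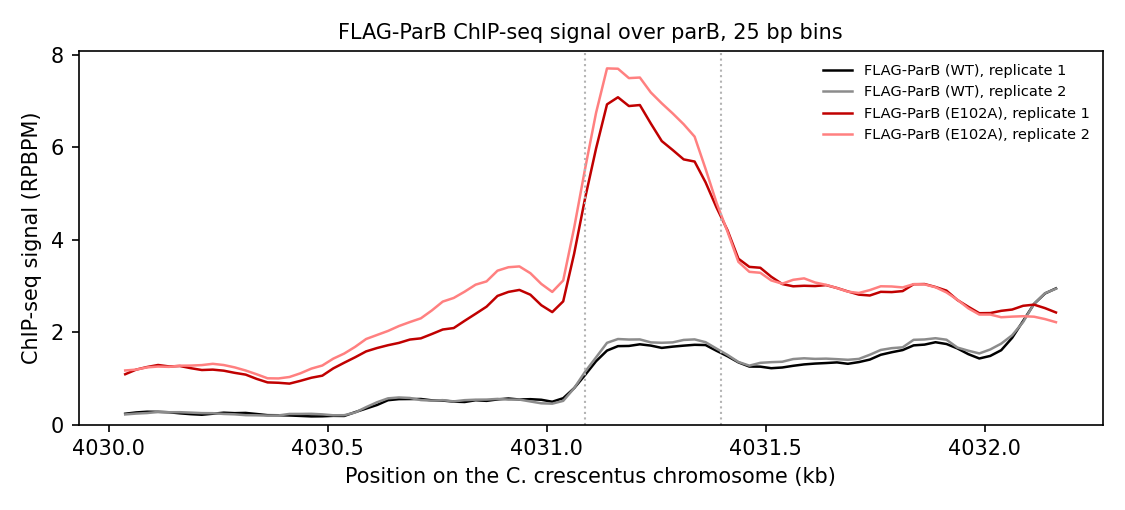
FLAG-ParB ChIP-seq signal (RPBPM, y axis) in 25 bp bins against the position on the *C. crescentus* chromosome (kb, x axis), with 1 line for each of the 4 libraries. Dotted lines mark the mean position of the block's edges, between which the FLAG-ParB (E102A) libraries average 6.82 RPBPM and the FLAG-ParB (WT) libraries 1.76.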

We also noted that expressing ParB (E102A) could not rescue cells with depleted ParB (WT) (Figure 8—figure supplement 2). Again, due to the caveat of a lower ParB (E102A) protein level in *C. crescentus* (Figure 8—figure supplement 1A), we could not reliably link the in vitro properties of ParB (E102A) to its behaviors in the native host.

**Figure 8.**
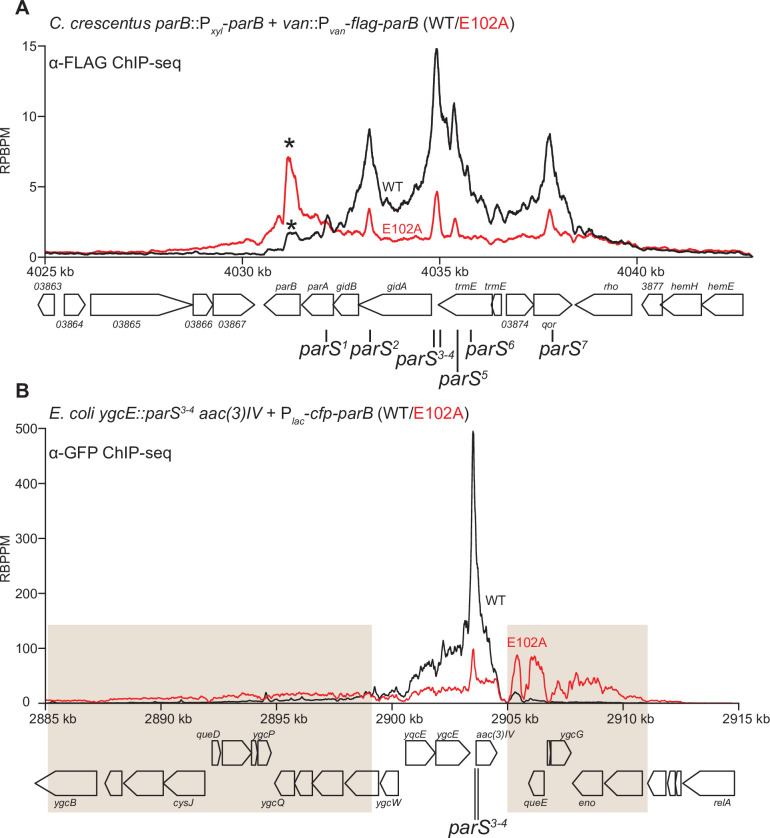
ParB (E102A) occupies a more extended DNA region surrounding *parS* sites than ParB (WT) in a heterologous host (*E. coli*) but not in the native host (*C. crescentus*). (**A**) ChIP-seq showed the distribution of FLAG-tagged ParB (WT) (black) and FLAG-ParB (E102A) (red) on *C. crescentus* chromosome between +4025 kb and +4042 kb. Underlying genes and *parS* sites are also shown below ChIP-seq profiles. An asterisk (*) indicates an extra peak over the *parB* coding sequence in the profile of FLAG-ParB (E102A). ChIP-seq signals were reported as the number of reads per base pair per million mapped reads (RPBPM). (**B**) ChIP-seq showed the distribution of CFP-tagged ParB (WT) (black) and CFP-ParB (E102A) (red) on an *E. coli* chromosome between +2885 kb and +2915 kb. *C. crescentus parS* sites 3 and 4 were engineered onto the *E. coli* chromosome at the *ygcE* locus. CFP-tagged ParB (WT/E102A) was expressed from a leaky lactose promoter (P*_lac_*, no IPTG was added) on a medium-copy-number plasmid. Shaded boxes show areas with more enrichment in the ChIP-seq profile of CFP-ParB (E102A) compared to that of CFP-ParB (WT).

**Figure 8—figure supplement 1.**
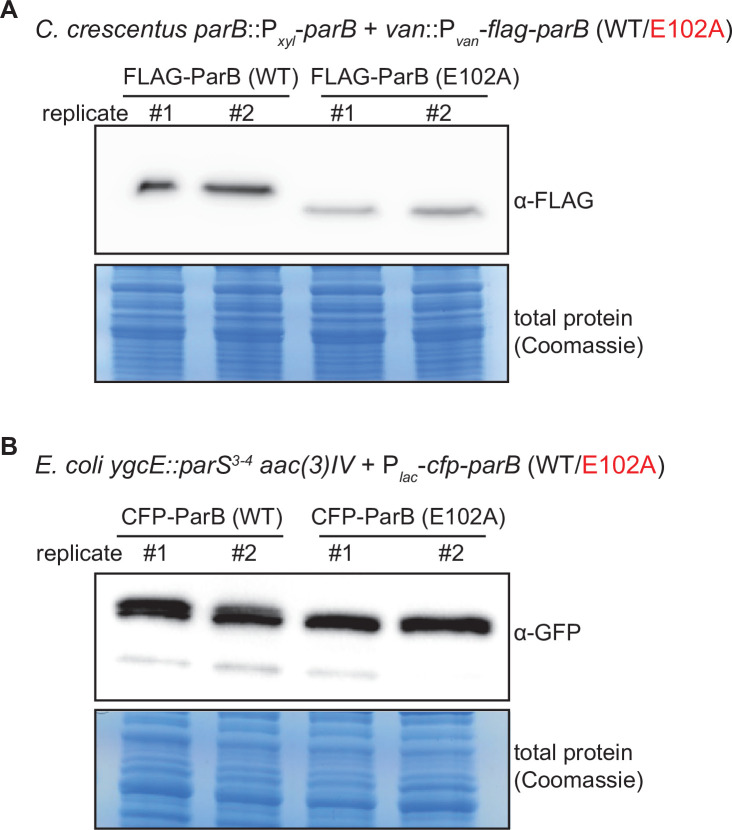
Immunoblot analysis of ParB (WT) vs. E102A. (**A**) An α-FLAG immunoblot analysis of FLAG-tagged ParB (WT) vs. ParB (E102A). *C. crescentus* cells (TLS3050 and TLS3059) were depleted of wild-type untagged ParB for 4 hr, then vanillate was added for an additional hour to allow for expression of FLAG-tagged ParB (WT/E102A). Equal amount of total protein was loaded in each well of the SDS-PAGE. Biological replicates are shown. (**B**) An α-GFP immunoblot analysis of CFP-tagged ParB (WT) vs. E102A. An α-GFP antibody cross-reacted with a CFP epitope (GFP and CFP are highly similar proteins). *E. coli* cells (TLS3079 and TLS3080) were grown to mid-exponential phase without IPTG, and CFP-tagged ParB (WT/E102A) were expressed from a leaky lactose promoter (P*_lac_*) on a medium-copy-number plasmid. Equal amount of total protein was loaded in each well of the SDS-PAGE. Biological replicates are shown. Figure 8—figure supplement 1—source data 1.Original files and annotation of the uncropped blots used to generate Figure 8—figure supplement 1.

**Figure 8—figure supplement 2.**
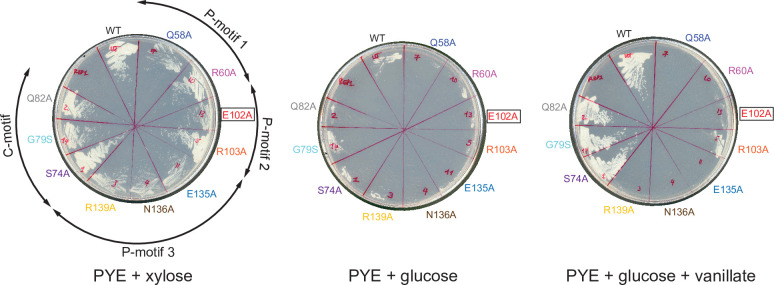
Expressing a FLAG-tagged version of ParB (E102A) could not complement the depletion of wild-type untagged ParB. *C. crescentus* strains *parB::*P*_xyl_-parB van::*P*_van_-flag-parB* (WT or mutants) were restruck on PYE+ xylose to induce the expression of the native ParB, or on PYE + glucose to repress the expression of the native ParB, or on PYE + glucose + vanillate to repress the expression of the native ParB while expressing the FLAG-tagged ParB (WT/mutants). Plates were incubated at 30°C for 48 hr. Figure 8—figure supplement 2—source data 1.Original files, annotation of the full raw images, and data used to generate Figure 8—figure supplement 2.

**Figure 8—figure supplement 3.**
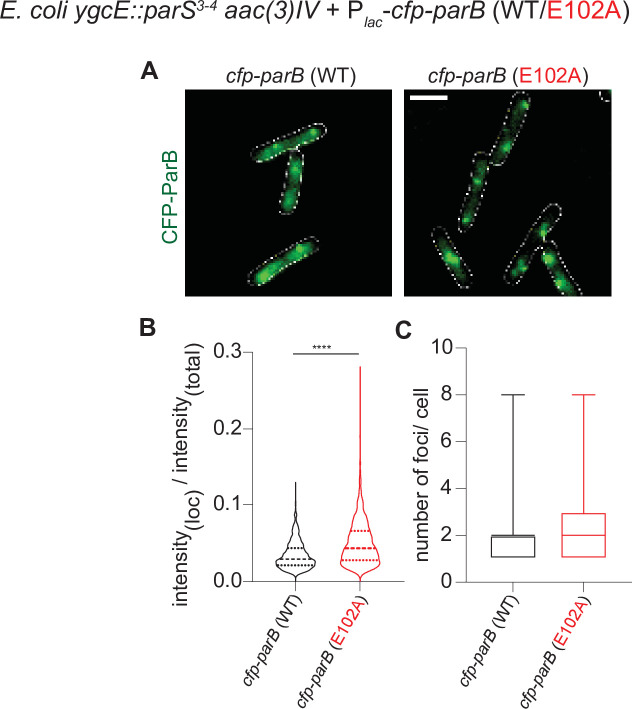
The fluorescence intensity of CFP-ParB (E102A) foci in an *E. coli* heterologous host is higher than that of CFP-ParB (WT). (**A**) Representative images of CFP-ParB (WT/E102A) expressed from an IPTG-inducible promoter in *E. coli* cells carrying the cognate *parS* binding sites. Cells were grown in M9 medium +0.25 mM IPTG (instead of in LB without IPTG) to reduce effects of autofluorescence from the growth media and to improve the accuracy of foci detection for the purposes of measuring intensity values of the localizations. CFP-ParB (WT/E102A): green, cell outline: white. Scale bar is 2 μm. (**B**) Intensity of CFP-ParB (WT/E102A) in foci is estimated with respect to the total fluorescence intensity of the wild-type or mutant cell, and plotted as a violin graph. Mean and interquartile ranges are indicated. Welch’s t-test, p-value < 0.0001. Number of CFP-ParB (WT) foci = 1015 and number of CFP-ParB (E102A) foci = 1993, pooled from three independent replicates. (**C**) Number of CFP-ParB (WT/E102A) foci per cell was quantified and plotted as a box plot. Mean and min-max range is shown. Number of cells = 592, pooled from three independent replicates. Figure 8—figure supplement 3—source data 1.Data used to generate Figure 8—figure supplement 3.

To overcome the caveat of protein instability, we instead investigated the spreading of ParB (WT) vs. ParB (E102A) from *parS* by analyzing the *C. crescentus* ParB/*parS* system in *Escherichia coli. E. coli* does not possess a ParA/ParB homolog nor a *parS*-like sequence, thus it serves as a suitable heterologous host. *C. crescentus parS* sites 3 and 4 were engineered onto the *E. coli* chromosome at the *ygcE* locus (Figure 8B). CFP-tagged ParB (WT/E102A) was expressed from a leaky lactose promoter (P*_lac_*, no IPTG was added) on a medium-copy-number plasmid. 

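The heterologous-host data were 4 anti-GFP ChIP-seq libraries from *E. coli* AB1157 grown at 30°C, 2 with CFP-ParB (WT) and 2 with CFP-ParB (E102A), also biological replicates. The deposited coverage spans the *E. coli* chromosome, named U00096 by the authors, and was turned into RPBPM in the same manner. No annotation of this chromosome was used, and gene names are those drawn in Figure 8B. Reads were 51 bases long, and the libraries held 10965498 and 16161059 mapped reads for CFP-ParB (WT) and 19436403 and 23594577 for CFP-ParB (E102A). The 30 kb drawn in Figure 8B held 54.0% and 59.2% of all coverage of the chromosome with CFP-ParB (WT) and 48.3% and 43.3% with CFP-ParB (E102A). The background was 0.0812 and 0.0726 RPBPM with CFP-ParB (WT) and 0.0319 and 0.0324 RPBPM with CFP-ParB (E102A), so a ratio of RPBPM values carries this difference in background, and the median log2 ratio of E102A to WT over all bins was -0.98. This median depends on the pseudocount, with -1.31 at 0.005 RPBPM and -0.43 at 0.1 RPBPM. Of 22597 bins of 200 bp, 6714 were higher and 15294 lower with CFP-ParB (E102A) at an adjusted p under 0.05 from limma. With each library scaled to its own background, 8210 were higher and 10396 lower, and the median log2 ratio was -0.16. A background bin held 124 to 235 reads.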

CFP-ParB (WT/E102A) was produced at the same level, as judged by an immunoblot (Figure 8—figure supplement 1B). 

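CFP-ParB (WT) signal had its maximum at position 2903510, at the inserted *parS* sites 3 and 4, with 407 ± 8.42 RPBPM (SD, n = 2) in a 200 bp window, 5318 times the background on average. It fell off more steeply to the right. To the left, from 2902 to 2903 kb, the signal was 98.8 ± 7.06 RPBPM, from 2900 to 2901 kb 27.3 ± 2.60 and from 2895 to 2896 kb 6.35 ± 0.739. To the right, it was 9.60 ± 0.0606 from 2905 to 2906 kb and 1.83 ± 0.0114 from 2907 to 2908 kb. Bins at or above 10% of each library's highest bin covered 3.8 kb in both replicates, 2.6 kb to the left and 1.0 kb to the right of the bin at *parS*. At or above 5 times the background, the region covered 26.0 and 26.2 kb, 18.5 kb to the left and 7.4 kb to the right on average.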

We observed by ChIP-seq that CFP-ParB (WT) in an *E. coli* host spreads asymmetrically ~5 kb around *parS* sites. By contrast, the shape of the ParB (E102A) distribution was clearly different from that of ParB (WT); the profile was further expanded to both neighboring sides of *parS* (covering in total ~26 kb) at the expense of the enrichment at *parS* itself (Figure 8B). 

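In the same 200 bp window at *parS*, CFP-ParB (E102A) had 76.6 ± 2.20 RPBPM (SD, n = 2), a log2 ratio to CFP-ParB (WT) of -2.41 (standard error 0.130, adjusted p = 5.7e-76 from limma), or 5.32 times lower. On both sides of *parS* it was higher. In the 2885 to 2899 kb region, drawn with *ygcB*, *cysJ*, *queD*, *ygcP* and *ygcQ*, it was 10.2 ± 0.563 RPBPM against 3.87 ± 0.396 (log2 ratio 1.39, standard error 0.0630), and in the 2905 to 2911 kb region, drawn with *queE*, *ygcG* and *eno*, 29.3 ± 3.38 against 3.18 ± 0.00644 (log2 ratio 3.19, standard error 0.128, adjusted p = 1.7e-115 from limma). Bins at or above 10% of each library's highest bin covered 22.2 and 22.6 kb with CFP-ParB (E102A). This cut was 8.22 and 7.45 RPBPM with CFP-ParB (E102A) and 39.7 and 40.9 RPBPM with CFP-ParB (WT), so these widths are not at an equal level. Bins at or above 5 times the background covered 132 and 140.4 kb, 118 kb to the left in both replicates and 13.6 and 22.0 kb to the right, and at 20 times the background 51.5 kb. The cut of 5 times the background was 0.159 and 0.162 RPBPM with CFP-ParB (E102A) and 0.406 and 0.363 RPBPM with CFP-ParB (WT). Widths at multiples of the background are therefore also not at an equal RPBPM level. Beyond the region drawn in Figure 8B the signal did not return to background on the left: 50 to 100 kb away it was 0.483 ± 0.00571 RPBPM with CFP-ParB (E102A) and 0.141 ± 0.00909 with CFP-ParB (WT), and 400 to 700 kb away 0.311 ± 0.0426 and 0.0716 ± 0.00560. On the right, 50 to 100 kb away, it was 0.0340 ± 0.00140 and 0.106 ± 0.00577 RPBPM, or 1.06 and 1.38 times the background. Scaled to each library's own background, the log2 ratio at *parS* was -1.16 and those of the left and right regions 2.63 and 4.43. With the replicate number as a block, the left region's adjusted p from limma was 0.0975. The test at *parS* pools the spread of 22596 windows and that of the right region 767. With no moderation across windows, their adjusted p in limma was 0.0009 and 0.00273. An exact permutation test of 2 libraries against 2 cannot go below 0.33. The absolute log2 ratio exceeded that of 95.4% of other windows at *parS*, 58.2% for the left region and 99.5% for the right. From the wider spreading, the paper proposes that ParB (E102A), without CTP hydrolysis, persisted on the DNA and perhaps slid further from *parS*, and it gives separate possible reasons for the lower enrichment at *parS*.

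**Figure D2:**
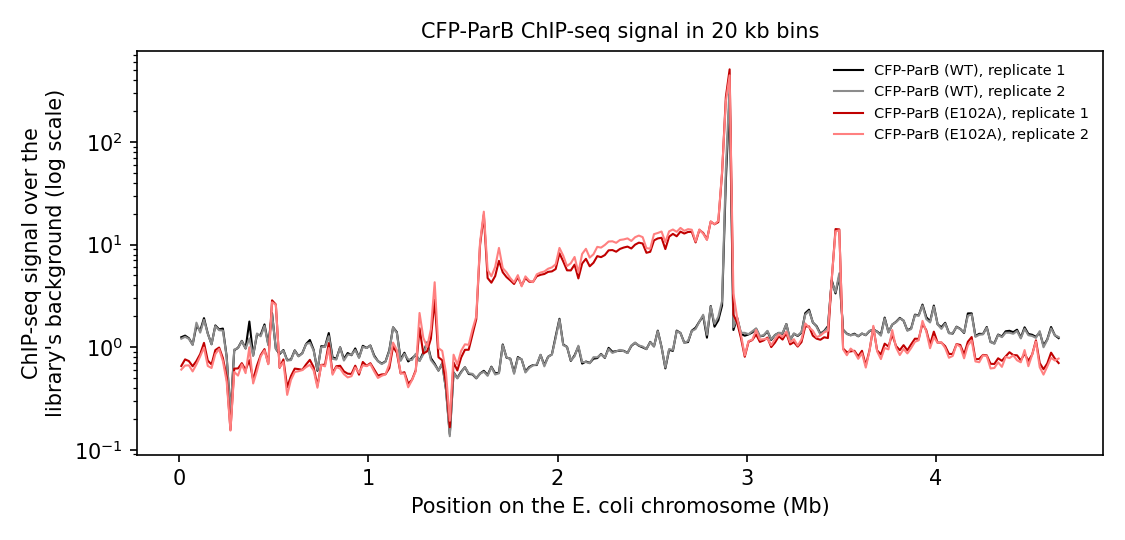
CFP-ParB ChIP-seq signal in 20 kb bins divided by each library's background (y axis, log scale) along the *E. coli* chromosome (Mb, x axis), with 1 line for each of the 4 libraries. The CFP-ParB (E102A) lines lie above both CFP-ParB (WT) lines in every bin from 1320 to 2940 kb and in 7 bins elsewhere.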

The more excessive spreading of ParB (E102A) might suggest that this variant, in the absence of CTP hydrolysis, persisted and perhaps slid further away from the loading site *parS* in *E. coli*. The reduced enrichment of ParB (E102A) at *parS* itself (Figure 8B) might be due to reduced cytoplasmic ParB (E102A) available to re-nucleate at *parS* and/or due to stably entrapped ParB (E102A) sterically hindering further nucleation events. We also noted that the ChIP-seq profile of CFP-ParB (E102A) in *E. coli* is highly asymmetrical, with more enrichment in the 2905–2911 kb region than the 2885–2899 kb region (shaded areas, Figure 8B). 

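With CFP-ParB (E102A), mean signal in the 2905 to 2911 kb region was 2.88 ± 0.173 times that in the 2885 to 2899 kb region (SD, n = 2), a log2 ratio of 1.58 in replicate 1 and 1.46 in replicate 2. With CFP-ParB (WT) the ratio was 0.826 ± 0.0829. The right region held 19.0% and 16.1% of the chromosome's CFP-ParB (E102A) signal and the left region, which is longer, 14.8% and 13.7%. Within the right region, signal was 36.3 ± 6.39 RPBPM from 2905 to 2906 kb, 42.6 ± 6.08 from 2906 to 2907 kb and 37.3 ± 3.43 from 2908 to 2909 kb, and then 10.3 ± 0.629 from 2910 to 2911 kb, 2.11 ± 0.229 from 2912 to 2913 kb and 0.430 ± 0.0727 from 2913 to 2914 kb. In the left region it was between 13.8 and 15.9 RPBPM from 2895 to 2899 kb and between 4.12 and 4.63 from 2885 to 2888 kb. The profile on the right had narrow dips at positions 2904977, 2905699 and 2906792, where 25 bp held 0.974 ± 0.0639, 7.24 ± 0.838 and 2.04 ± 0.309 RPBPM with CFP-ParB (E102A) and 1.93 ± 0.544, 2.61 ± 0.590 and 0.671 ± 0.175 with CFP-ParB (WT).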

The asymmetrical spreading is possibly due to an impediment in one direction by roadblocks such as RNA polymerases or DNA-bound proteins, which have been shown previously to be able to interfere with ParB spreading (Balaguer F de et al., 2021; Breier and Grossman, 2007; Jalal et al., 2020c; Murray et al., 2006; Rodionov et al., 1999; Soh et al., 2019).

Lastly, we quantified the fluorescence intensity of CFP-ParB (WT/E102A) foci inside cells and found a higher CFP signal for CFP-ParB (E102A) when compared with CFP-ParB (WT) (Figure 8—figure supplement 3). The higher intensity of the localizations could be due to more DNA-bound ParB (E102A) molecules surrounding the *parS* locus, which is consistent with the ChIP-seq observation showing CFP-ParB (E102A) occupying a more extended genomic area in *E. coli*. Altogether, at least in the heterologous *E. coli* host, the ‘clamp-locked’ phenotype of ParB (E102A) implies a possible role of CTP hydrolysis and/or the release of hydrolytic products in reopening wild-type ParB clamp to release DNA and to recycle ParB.

## Discussion

In this study, we provide structural insights into the nucleating and sliding states of *C. crescentus* ParB. Nucleating ParB is an open clamp in which *parS* DNA is held tightly (nM affinity) at the DBD (Tran et al., 2018). The NTDs of nucleating ParB can adopt multiple alternative conformations, and crucially there is no contact between opposing NTDs. We liken this conformation of the NTD to that of an open gate (NTD-gate), through which *parS* DNA might gain access to the DBD (Figure 9). In the sliding state, CTP promotes the self-dimerization of the NTDs, thus closing the NTD-gate (Figure 9). Opposing DBDs also move approximately 10 Å closer together, bringing about a conformation that is DNA incompatible. Again, we liken this conformation of the DBDs to that of a closed gate (DNA-gate) (Figure 9). Overall, the DNA-gate closure explains how CTP binding might switch ParB from a nucleating to a sliding state.

**Figure 9.**
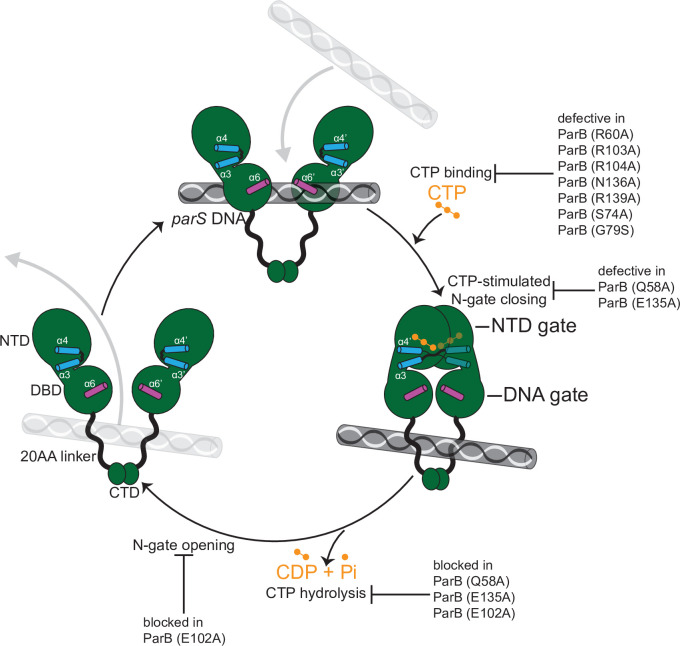
A model for *C. crescentus* ParB nucleating, sliding, and recycling cycle. ParB (dark green) consists of three domains: an N-terminal CTP-binding domain (NTD), a central *parS* DNA-binding domain (DBD), a C-terminal dimerization domain (CTD), and a 20 amino acid linker that connects the DBD and the CTD together. Nucleating ParB is an open clamp, in which *parS* DNA is captured at the DBD (the DNA-gate). Upon binding CTP (orange), the NTD self-dimerizes to close the NTD-gate of the clamp. CTP-binding and the exchange of helices α4 and α4′ (blue) stabilize this closed conformation. The DBD also move closer together to close the DNA-gate, potentially driving *parS* DNA into a compartment between the DNA-gate and the C-terminal domain. In the nucleotide-bound state, the DBD and the DNA-recognition helices (α6 and α6′, magenta) are incompatible with DNA binding. CTP hydrolysis and/or the release of hydrolytic products (CDP and inorganic phosphate Pi) may reopen the gates to release DNA. Substitutions that affect key steps in the CTP biding/hydrolysis cycle are also indicated on the schematic diagram.

Our data suggest that the closure of the two gates drives *parS* DNA into a compartment in between the DBD and the CTD. Previously, (Soh et al., 2019) compared the *B. subtilis* ParB∆CTD-CDP co-crystal structure to that of a *H. pylori* ParB∆CTD-*parS* complex and proposed that DNA must be entrapped in the DBD-CTD compartment (Soh et al., 2019). Here, the available structures of nucleating and sliding ParB from the same bacterial species enabled us to introduce a crosslinkable cysteine (L224C) at the DBD, and subsequently provided a direct evidence that the DBD-CTD compartment is the DNA-entrapping compartment. The linker that connects the DBD and the CTD together is not conserved in amino acid sequence among chromosomal ParB orthologs (Figure 2—figure supplement 2); however, we noted that the linker is invariably ~20 amino acid in length and positively charged lysines are over-represented (Figure 2—figure supplement 2). The biological significance of the linker length and its lysines, if any, is currently unknown. However, it is worth noting that a human PCNA clamp was proposed to recognize DNA via lysine-rich patches lining the clamp channel, and that these lysine residues help PCNA to slide by tracking the DNA backbone (De March et al., 2017). Investigating whether lysine residues in the DBD-CTD linker of ParB have a similar role is an important subject for the future.

If not already bound on DNA, the closed ParB clamp presumably cannot self-load onto *parS* owing to its inaccessible DBD. In this study, we showed that *parS* DNA promotes the CTP-dependent NTD-gate closure (Figure 5B), thus is likely a built-in mechanism to ensure gate closure results in a productive DNA entrapment. However, the molecular basis for the *parS*-enhanced gate closure remains unclear due to the lack of a crystal structure of *C. crescentus* apo-ParB, despite our extensive efforts.

CTP functions as a molecular latch that stabilizes the closure of the NTD-gate of ParB. Here, we provide evidence that CTP hydrolysis might contribute to reopening the closed NTD-gate. A previous structure of a *B. subtilis* ParB∆CTD-CDP complex also has its NTD-gate closed (CTP was hydrolyzed to CDP during the crystallization) (Soh et al., 2019), hence it is likely that both CTP hydrolysis and the subsequent release of hydrolytic products are necessary to reopen the gates. However, ParB has a weak to negligible affinity for CDP, hence the CDP-bound ParB species might be short-lived in solution and might not play a significant biological role. Once the clamp is reopened, entrapped DNA might escape via the same route that it first enters. Other well-characterized DNA clamps, for example, type II topoisomerases open their CTD to release trapped DNA. However, the CTDs of ParB are stably dimerized independently of *parS* and CTP (Figure 5B), hence we speculate that the CTD of ParB is likely to be impassable to the entrapped DNA. The released ParB clamp might re-nucleate on *parS* and bind CTP to close the gate, hence restarting the nucleation and sliding cycle. Such a recycling mechanism might provide a biological advantage since a ParB clamp once closed could otherwise become stably trapped on DNA and thus eventually diffuse too far from the *parS* locus, as evidenced by the ChIP-seq profile of the E102A variant (expressed in *E. coli*) that is defective in CTP hydrolysis (Figure 8B). However, how CTP hydrolysis contributes to the assembly of the centromere in *C. crescentus* is still unclear due to the caveat that ParB (E102A) is unstable in the native host.

The CTP-bound structure of a *M. xanthus* ParB-like protein, PadC, was solved to a high resolution (1.7 Å); however, PadC does not possess noticeable CTPase activity (Osorio-Valeriano et al., 2019). A co-crystal structure of *B. subtilis* ParB with CDP was also solved to a high resolution (1.8 Å) but represents a post-hydrolysis state instead. Lastly, our CTPɣS-bound *C. crescentus* ParB crystals diffracted to 2.7 Å, thus preventing water molecules, including a potential catalytic water, from being assigned with confidence. Therefore, the mechanism of CTP hydrolysis by a ParB CTPase remains unresolved. Nevertheless, based on our alanine scanning experiment (Figure 8), we speculate that Q58 (P-motif 1) and E102 (P-motif 2) might be involved in the catalytic mechanism of *C. crescentus* ParB. Supporting this view, we noted that an equivalent Q37 in *B. subtilis* ParB does not contact the hydrolytic product CDP, and this residue is not conserved in the catalytic-dead *M. xanthus* PadC (F308, which does not contact CTP, occupies this position in PadC instead) (Figure 2—figure supplement 3). E102 is also not conserved in M. *xanthus* PadC (F348 occupies this equivalent position) (Figure 2—figure supplement 3). Given that ParB is the founding member of a new CTPase protein family (Jalal et al., 2020c; Osorio-Valeriano et al., 2019; Soh et al., 2019), further studies are needed to fully understand the molecular mechanism of CTP hydrolysis so that the knowledge gained might be generalized to other CTPases.

Recently, an F-plasmid ParB was shown to form biomolecular condensates in vivo that might bridge distal ParB_F_ dimers together (Guilhas et al., 2020; Walter et al., 2020). If and how CTP binding/hydrolysis and the flexibility of the NTD contribute to this process is unclear and will be an important challenge for future studies. It is equally important to better understand the in vivo interaction between ParB and ParA now that CTP is in the picture. Recent in vitro work with ParAB_F_ showed that two protomers of a single ParB_F_ dimer interact with a ParA_F_ dimer in the absence of CTP (Taylor et al., 2021). However, two ParBF protomers from two distinct dimers interact with a ParAF dimer in the presence of CTP and *parS* (Taylor et al., 2021). Which mode of action is dominant in vivo for a chromosomal ParAB*S* systems and whether interacting with ParA further facilitates CTP hydrolysis by ParB are still unknown. Future works will provide important insights to better understand the mechanism of ParA-directed DNA segregation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Escherichia coli*)	See Supplementary file 1A	This paper		See Supplementary file 1A
Strain, strain background (*Caulobacter crescentus*)	See Supplementary file 1A	This paper		See Supplementary file 1A
Recombinant DNA reagent	See Supplementary file 1B	This paper		See Supplementary file 1B
Sequence-based reagent	See Supplementary file 1B	This paper		See Supplementary file 1B
Antibody	Anti-GFP antibody (HRP) (Rabbit polyclonal)	Abcam	Cat# ab190584	Western blot (1:5000)
Antibody	Anti-GFP Sepharose beads	Abcam	Cat# ab69314	For ChIP-seq experiments
Antibody	Anti-FLAG antibody (HRP) (Mouse monoclonal)	Merck	Cat# A8592	Western blot (1:5000)
Antibody	Anti-FLAG M2 affinity agarose beads	Merck	Cat# A2220	For ChIP-seq experiments
Commercial assay or kit	Amersham Protran supported western blotting membranes, nitrocellulose	GE Healthcare	Cat# GE10600016	Pore size 0.45 μm, for DRaCALA assay
Commercial assay or kit	EnzChek Phosphate Assay Kit	ThermoFisher	Cat# E6646	
Commercial assay or kit	Gibson Assembly Master Mix	NEB	Cat# E2611S	
Commercial assay or kit	Gateway BP Clonase II enzyme mix	ThermoFisher	Cat# 11789020	
Commercial assay or kit	Dip-and-Read Streptavidin biosensors SAX2	Sartorius UK	Cat# 18-5019	
Commercial assay or kit	HisTrap High Performance column	GE Healthcare	Cat# GE17524801	
Commercial assay or kit	HisTrap Heparin High Performance column	GE Healthcare	Cat# GE17040601	
Commercial assay or kit	HiLoad 16/600 Superdex 200 pg column	GE Healthcare	Cat# GE28989335	
Commercial assay or kit	0.5 mL Zeba spin desalting columns	ThermoFisher	Cat# 89,882	7K Da molecular weight cutoff
Peptide, recombinant protein	*Bam*HI-HF	NEB	Cat# R3136S	20,000 units/mL
Peptide, recombinant protein	*Hind*III-HF	NEB	Cat# R3104S	20,000 units/mL
Chemical compound, drug	Benzonase nuclease	Merck	Cat# E1014	250 units/µL
Chemical compound, drug	CTP	ThermoFisher	Cat# R0451	100 mM solution
Chemical compound, drug	CTPγS	Jena Bioscience		Custom synthesis (purity ≥96%)
Chemical compound, drug	P^32^-α-CTP	Perkin Elmer	Cat# BLU008H250UC	3,000 Ci/mmol, 10 mCi/mL, 250 µCi
Chemical compound, drug	Bismaleimidoethane (BMOE)	ThermoFisher	Cat# 22323	Dissolved in DMSO
Chemical compound, drug	AcTEV protease	ThermoFisher	Cat# 12575015	10 units/µL
Software, algorithm	BLItz Pro	Molecular Devices	Cat# 50-0156	Version 1.2
Software, algorithm	AIMLESS	Evans and Murshudov, 2013	http://www.ccp4.ac.uk/	Version 0.7.4
Software, algorithm	BUCCANEER	Cowtan, 2006	http://www.ccp4.ac.uk/	Version 1.6.10
Software, algorithm	Coot	Emsley and Cowtan, 2004	http://www.ccp4.ac.uk/	Version 0.9.5
Software, algorithm	CHAINSAW	Stein, 2008	http://www.ccp4.ac.uk/	Version 7.0.077
Software, algorithm	DIALS	Winter et al., 2018	https://dials.github.io	Version 3.1.0
Software, algorithm	Excel 2016	Microsoft	RRID:SCR_016137	Version 16.0
Software, algorithm	GraphPad Prism 8	GraphPad Software	RRID:SCR_002798	Version 8
Software, algorithm	ImageJ	NIH	https://imagej.net/ RRID:SCR_003070	Version 1.50
Software, algorithm	Image Studio Lite	LI-COR Biosciences	RRID:SCR_013715	Version 5.2
Software, algorithm	PISA	Krissinel, 2015	http://www.ccp4.ac.uk/pisa/	Version 2.1.1
Software, algorithm	MolProbity	Williams et al., 2018	http://molprobity.biochem.duke.edu/	Version 4.5
Software, algorithm	PHASER	McCoy et al., 2007	https://www.phenix-online.org/	Version 2.8.2
Software, algorithm	PyMOL	The PyMOL Molecular Graphics System	https://pymol.org/2/	Version 2.4.0
Software, algorithm	R	R Foundation for Statistical Computing	https://www.r-project.org/	Version 3.2.4
Software, algorithm	REFMAC5	Murshudov et al., 1997	http://www.ccp4.ac.uk/	Version 5.8.0258
Software, algorithm	SCULPTOR	Bunkóczi and Read, 2011	http://www.ccp4.ac.uk/	Version 0.0.3
Software, algorithm	XDS	Kabsch, 2010	https://xds.mr.mpg.de/	Version Nov11-2017
Software, algorithm	XIA2	Winter, 2009	https://xia2.github.io/index.html	Version 0.3.7.0

### Strains, media, and growth conditions

*E. coli* and *C. crescentus* were grown in LB and PYE, respectively. When appropriate, media were supplemented with antibiotics at the following concentrations (liquid/solid media for *C. crescentus*; liquid/solid media for *E. coli* [μg/mL]): carbenicillin (*E. coli* only: 50/100), chloramphenicol (1/2; 20/30), kanamycin (5/25; 30/50), and oxytetracycline (1/2; 12/12).

### Plasmids and strains construction

#### Construction of pET21b::*parB∆CTD-(his)*_*6*_

The coding sequence of a C-terminally truncated *C. crescentus* ParB (ParB∆CTD, lacking the last 50 amino acids) was amplified by PCR using primers NdeI-Ct-ParB-F and HindIII-Ct-ParB-R, and pET21b::*parB-(his)_6_* (Lim et al., 2014) as template. The pET21b plasmid backbone was generated via a double digestion of pET21b::*parB-(his)_6_* with NdeI and HindIII. The resulting backbone was subsequently gel-purified and assembled with the PCR-amplified fragment of *parB∆CTD* using a 2X Gibson master mix (NEB). Gibson assembly was possible owing to a 23 bp sequence shared between the NdeI-HindIII-cut pET21b backbone and the PCR fragment. These 23 bp regions were incorporated during the synthesis of primers NdeI-Ct-ParB-F and HindIII-Ct-ParB-R. The resulting plasmids were sequence verified by Sanger sequencing (Eurofins, Germany).

#### Construction of pET21b::*parB-(his)*_*6*_ (WT and mutants)

DNA fragments containing mutated *parB* genes (parB*) were chemically synthesized (gBlocks, IDT). The NdeI-HindIII-cut pET21b plasmid backbone and parB* gBlocks fragments were assembled together using a 2X Gibson master mix (NEB). Gibson assembly was possible owing to a 23 bp sequence shared between the NdeI-HindIII-cut pET21b backbone and the gBlocks fragment. The resulting plasmids were sequenced verified by Sanger sequencing (Genewiz, UK).

#### pENTR::*attL1-parB* (WT/mutant)-*attL2*

The coding sequences of *C. crescentus* ParB (WT/mutants) were amplified by PCR and Gibson assembled into plasmid pENTR (Invitrogen) so that *parB* is flanked by phage attachment sites *attL1* and *attL2,* that is, Gateway cloning compatible. Correct mutations were verified by Sanger sequencing (Genewiz, UK).

#### pMT571-1xFLAG-DEST

Plasmid pMT571 (Thanbichler et al., 2007) was first digested with NdeI and NheI. The plasmid backbone was gel-purified and eluted in 50 µL of water. The FLAG-*attR1-ccdB*-chloramphenicol^R^-*attR2* cassette was amplified by PCR using primers P1952 and P1953, and pML477 as template. The resulting PCR fragment and the NdeI-NheI-cut pMT571 were assembled together using a 2X Gibson master mix (NEB). Gibson assembly was possible owing to a 23 bp sequence shared between the two DNA fragments. These 23 bp regions were incorporated during the primer design to amplify the FLAG-*attR1-ccdB*-chloramphenicol^R^-*attR2* cassette. The resulting plasmid was sequence verified by Sanger sequencing (Eurofins, Germany).

#### pMT571-1xFLAG::*parB* (WT/mutants)

The *parB* (WT/mutant) genes were recombined into a Gateway-compatible destination vector pMT571-1xFLAG-DEST via LR recombination reaction (Invitrogen). For LR recombination reactions: 1 µL of purified pENTR::*attL1-parB* (WT/mutant)-*attL2* was incubated with 1 µL of the destination vector pMT571-1xFLAG-DEST, 1 µL of LR Clonase II master mix, and 2 µL of water in a total volume of 5 µL. The reaction was incubated for an hour at room temperature before being introduced into *E. coli* DH5α cells by heat-shock transformation. Cells were then plated out on LB agar+ tetracycline. Resulting colonies were restruck onto LB agar+ kanamycin and LB agar+ tetracycline. Only colonies that survived on LB+ tetracycline plates were subsequently used for culturing and plasmid extraction.

#### pKTN25::*cfp-parB* (WT/E102A)

The coding sequence of ParB (WT/E102A) was amplified by PCR using primers P3392 and P3393, and pET21b::*C. crescentus* ParB (WT/E102A)-His_6_ as template. The resulting DNA was gel-purified and assembled with a BglII-EcoRI-cut pVCFPN-5 (Thanbichler et al., 2007) using a 2X Gibson master mix, to result in vectors where the *cfp* is fused to the 5′-end of *parB* (WT/E102A). Gibson assembly was possible owing to a 23 bp sequence shared between the BglII-EcoRI-cut pVCFPN-5 backbone and the PCR fragment. To create vectors for expressing ParB (WT/E102A) in *E. coli*, the *cfp-parB* (WT/E102A) segment was amplified by PCR using primers P3396 and P3397, and pVCFPN-5::*parB* (WT/E102A) as template. The resulting DNA was then assembled with a HindIII-ClaI-cut pKTN25 (Karimova et al., 1998) using a 2X Gibson master mix. Gibson assembly was possible owing to a 23 bp sequence shared between the HindIII-ClaI-cut pKTN25 backbone and the PCR fragment. Note that the double digestion with HindIII and ClaI removed the T25-encoding gene from the pKTN25 plasmid. The resulting vectors pKTN25::*cfp-parB* (WT/E102A) allow for the expression of CFP-tagged ParB (WT/E102A) from an IPTG-inducible lactose promoter (P*_lac_*).

#### Strains TLE1146 (AB1157 *ygcE*::260 bp *parS*::apramycin^R^)

Lambda Red recombineering (Datsenko and Wanner, 2000) was used to insert a cassette consisting of 260 bp *C. crescentus parS*^3-4^ sites and an apramycin antibiotic resistance gene *aac(3)IV* at the *ygcE* locus on the *E. coli* chromosome. To generate the first half of the cassette, DNA containing *parS*^3-4^ sites was amplified by PCR using P1304 and P1305, and *C. crescentus* genomic DNA as template. To generate the second half of the cassette, DNA containing *aac(3)IV* was amplified by PCR using P1306 and P1307, and pIJ773 as template (Gust et al., 2003). The two resulting PCR products were gel-purified and joined together using a 2X Gibson master mix. The full-length 260 bp *parS::*apramycin^R^ cassette was further amplified by PCR using P1304 and P1307. P1304 and P1307 also carry 49 bp homology to the left or the right of the insertion point at the *ygcE* locus. The resulting PCR product was gel-extracted and electroporated into an arabinose-induced *E. coli* AB1157/pKD46 cells. Colonies that formed on LB+ apramycin were restruck on LB+ apramycin and incubated at 42°C to cure of pKD46 plasmid. Finally, the correct insertion of the *parS*-apramycin^R^ cassette was verified by PCR and Sanger sequencing.

#### Strains AB1157 + pKTN25::*cfp-parB* (WT/E102A)

*E. coli* AB1157 cells were made competent chemically and were transformed with pKTN25-*cfp-parB* (WT/E102A) to result in strains TLE3077 and TLE3078, respectively.

#### Strains TLE1146 + pKTN25*::cfp-parB* (WT/E102A)

*E. coli* TLE1146 cells were made competent chemically and were transformed with pKTN25-*cfp-parB* (WT/E102A) to result in strains TLE3079 and TLE3080, respectively.

#### Strains MT148 + pMT571-1xFLAG::*parB* (WT/mutants)

Electro-competent *C. crescentus* CN15N cells were electroporated with pMT571-1xFLAG::ParB (WT/mutants) plasmid to allow for a single integration at the *vanA* locus. The correct integration was verified by PCR, and ΦCr30 phage lysate was prepared from this strain. Subsequently, *van*::P*_van_-1xflag-parB* (WT/mutant), marked by a tetracycline^R^ cassette, was transduced by phage ΦCr30 into MT148 (Thanbichler and Shapiro, 2006) to result in strains TLS3050-TLS3060.

### Protein overexpression and purification

Plasmid pET21b::*parB∆CTD-(his)_6_* was introduced into *E. coli* Rosetta (DE3)-competent cells (Merck) by heat-shock transformation. 40 mL overnight culture was used to inoculate 4 L of LB medium + carbenicillin + chloramphenicol. Cells were grown at 37°C with shaking at 250 rpm to an OD_600_ of ~0.4. The culture was then left in the cold room to cool to 28°C before isopropyl-β-D-thiogalactopyranoside (IPTG) was added at a final concentration of 0.5 mM. The culture was shaken for an additional 3 hr at 30°C before cells were pelleted by centrifugation. Pelleted cells were resuspended in a buffer containing 100 mM Tris-HCl pH 8.0, 300 mM NaCl, 10 mM imidazole, 5% (v/v) glycerol, 1 µL of Benzonase nuclease (Merck), 5 mg of lysozyme (Merck), and an EDTA-free protease inhibitor tablet (Merck). Cells were further lyzed by sonification (10 cycles of 15 s with 10 s resting on ice in between each cycle). The cell debris was removed through centrifugation at 28,000 g for 30 min and the supernatant was filtered through a 0.45 µm sterile filter (Sartorius). The protein was then loaded into a 1 mL HisTrap column (GE Healthcare) that had been pre-equilibrated with buffer A (100 mM Tris-HCl pH 8.0, 300 mM NaCl, 10 mM imidazole, and 5% [v/v] glycerol). Protein was eluted from the column using an increasing (10–500 mM) imidazole gradient in the same buffer. ParB∆CTD-containing fractions were pooled and diluted to a conductivity of 16 mS/cm before being loaded onto a 1 mL Heparin HP column (GE Healthcare) that had been pre-equilibrated with 100 mM Tris-HCl pH 8.0, 25 mM NaCl, and 5% (v/v) glycerol. Protein was eluted from the Heparin column using an increasing (25 mM to 1 M NaCl) salt gradient in the same buffer. ParB∆CTD fractions were pooled and analyzed for purity by SDS-PAGE. Glycerol was then added to ParB∆CTD fractions to a final volume of 10% (v/v), followed by 10 mM EDTA and 1 mM DTT. The purified ParB∆CTD was subsequently aliquoted, snap frozen in liquid nitrogen, and stored at –80°C. ParB∆CTD that was used for X-ray crystallography was further polished via a gel-filtration column. To do so, purified ParB∆CTD was concentrated by centrifugation in an Amicon Ultra-15 3 kDa cutoff spin filters (Merck) before being loaded into a Superdex-200 gel filtration column (GE Healthcare). The gel filtration column was pre-equilibrated with buffer containing 10 mM Tris-HCl pH 8.0 and 250 mM NaCl. ParB∆CTD fractions were then pooled and analyzed for purity by SDS-PAGE.

Other C-terminally His-tagged ParB mutants were purified using HIS-Select Cobalt gravity flow columns as described previously (Jalal et al., 2020b). Purified proteins were desalted using a PD-10 column (Merck), concentrated using an Amicon Ultra-4 10 kDa cutoff spin column (Merck), and stored at –80°C in a storage buffer (100 mM Tris-HCl pH 8.0, 300 mM NaCl, and 10% [v/v] glycerol). Purified ParB mutants that were used in BMOE crosslinking experiments were buffer-exchanged and stored in a storage buffer supplemented with TCEP instead (100 mM Tris-HCl pH 7.4, 300 mM NaCl, 10% [v/v] glycerol, and 1 mM TCEP).

Different batches of proteins were purified by ASBJ and NTT. Both biological (new sample preparations from a stock aliquot) and technical (same sample preparation) replicates were performed for assays in this study.

### DNA preparation for crystallization, EnzChek phosphate release assay, and differential radical capillary action of ligand assay (DRaCALA)

A 22 bp palindromic single-stranded DNA fragment (*parS*: GGATGTTTCACGTGAAACA TCC) (100 µM in 1 mM Tris-HCl pH 8.0, 5 mM NaCl buffer) was heated at 98°C for 5 min before being left to cool down to room temperature overnight to form 50 µM double-stranded *parS* DNA. The core sequence of *parS* is underlined.

### Protein crystallization, structure determination, and refinement

Crystallization screens for the *C. crescentus* ParB∆CTD-*parS* complex were set up in sitting-drop vapor diffusion format in MRC2 96-well crystallization plates with drops comprising 0.3 µL precipitant solution and 0.3 µL of protein-DNA complex, and incubated at 293 K. His-tagged ParB∆CTD (~10 mg/mL) was mixed with a 22 bp *parS* duplex DNA at a molar ratio of 2:1.2 (protein monomer:DNA) in buffer containing 10 mM Tris-HCl pH 8.0 and 250 mM NaCl. The ParB∆CTD-*parS* crystals grew in a solution containing 20.5% (w/v) PEG 3350, 260 mM magnesium formate, and 10% (v/v) glycerol. After optimization of an initial hit, suitable crystals were cryoprotected with 20% (v/v) glycerol and mounted in Litholoops (Molecular Dimensions) before flash-cooling by plunging into liquid nitrogen. X-ray data were recorded on beamline I04-1 at the Diamond Light Source (Oxfordshire, UK) using a Pilatus 6M-F hybrid photon counting detector (Dectris), with crystals maintained at 100 K by a Cryojet cryocooler (Oxford Instruments). Diffraction data were integrated and scaled using XDS (Kabsch, 2010) via the XIA2 expert system (Winter, 2009) then merged using AIMLESS (Evans and Murshudov, 2013). Data collection statistics are summarized in Table 1. The majority of the downstream analysis was performed through the CCP4i2 graphical user interface (Potterton et al., 2018).

**Table 1.** X-ray data collection and processing statistics.

Structure	*C. crescentus* ParB∆CTD-*parS* complex	*C. crescentus* ParB∆CTD CTPɣS complex
*Data collection*		
Diamond Light Source beamline	I04-1	I03
Wavelength (Å)	0.916	0.976
Detector	Pilatus 6M-F	Eiger2 XE 16M
Resolution range (Å)	72.96–2.90 (3.08–2.90)	70.59–2.73 (2.86–2.73)
Space group	*P*2_1_	*P*2_1_
Cell parameters (Å/°)	*a* = 54.3, *b* = 172.9, *c* = 72.9, *β* = 90.5	*a* = 69.5, *b* = 56.1, *c* = 71.4, *β* = 98.4
Total no. of measured intensities	198,135 (33888)	92,266 (8473)
Unique reflections	29,654 (4775)	14,516 (1756)
Multiplicity	6.7 (7.1)	6.4 (4.8)
Mean *I*/σ(*I*)	8.7 (1.4)	5.4 (1.2)
Completeness (%)	99.7 (100.0)	98.8 (91.4)
*R*_merge_*	0.135 (1.526)	0.195 (1.210)
*R*_meas_†	0.146 (1.646)	0.212 (1.357)
*CC*_½_‡	0.997 (0.677)	0.991 (0.825)
Wilson *B* value (Å^2^)	81.6	57.7
*Refinement*		
Resolution range (Å)	72.96–2.90 (2.98–2.90)	70.59–2.73 (2.80–2.73)
Reflections: working/free§	28155/1466	13824/678
*R*_work_¶	0.240 (0.366)	0.248 (0.371)
*R*_free_¶	0.263 (0.369)	0.284 (0.405)
Ramachandran plot: favored/allowed/disallowed** (%)	95.2/4.8/0	95.5/4.5/0
R.m.s. bond distance deviation (Å)	0.005	0.002
R.m.s. bond angle deviation (°)	1.05	1.19
Mean *B* factors: protein/DNA/other/ overall (Å^2^)	98/74/-/92	81/-/61/77
PDB accession code	6T1F	7BM8

Values in parentheses are for the outer resolution shell.

* *R*_merge_ = ∑*_hkl_* ∑*_i_* |*I_i_(hkl)*− ⟨*I(hkl)*⟩|/ ∑*_hkl_* ∑*_i_I_i_(hkl)*.

† *R*_meas_ = ∑*_hkl_* [*N*/(*N*− 1)]^1/2^ × ∑*_i_* |*I_i_(hkl)*− ⟨*I(hkl)*⟩|/ ∑*_hkl_* ∑*_i_I_i_(hkl)*, where *I_i_(hkl)* is the *i*th observation of reflection *hkl*, ⟨*I(hkl)*⟩ is the weighted average intensity for all observations *i* of reflection *hkl,* and *N* is the number of observations of reflection *hkl*.

‡ *CC*_½_ is the correlation coefficient between symmetry equivalent intensities from random halves of the dataset.

§ The dataset was split into ‘working’ and ‘free’ sets consisting of 95% and 5% of the data, respectively. The free set was not used for refinement.

¶ The R-factors *R*_work_ and *R*_free_ are calculated as follows: *R* = ∑(| *F*_obs_ - *F*_calc_ |)/∑| *F*_obs_ |, where *F*_obs_ and *F*_calc_ are the observed and calculated structure factor amplitudes, respectively.

** As calculated using MolProbity (Chen et al., 2010).

The ParB∆CTD-*parS* complex crystallized in space group *P*2_1_ with cell parameters of *a* = 54.3, *b* = 172.9, *c* = 72.9 Å, and *β* = 90.5° (Table 1). Analysis of the likely composition of the asymmetric unit (ASU) suggested that it contains four copies of the ParB∆CTD monomer and two copies of the 22 bp *parS* DNA duplex, giving an estimated solvent content of ~47%.

Interrogation of the Protein Data Bank with the sequence of the *C. crescentus* ParB∆CTD revealed two suitable template structures for molecular replacement: apo-ParB∆CTD from *Thermus thermophilus* (Leonard et al., 2004) (PDB accession code: 1VZ0; 46% identity over 82% of the sequence) and *Helicobacter pylori* ParB∆CTD bound to *parS* DNA (Chen et al., 2015) (PDB accession code: 4UMK; 42% identity over 75% of the sequence). First, single subunits taken from these two entries were trimmed using SCULPTOR (Bunkóczi and Read, 2011) to retain the parts of the structure that aligned with the *C. crescentus* ParB∆CTD sequence, and then all side chains were truncated to Cβ atoms using CHAINSAW (Stein, 2008). Comparison of these templates revealed a completely different relationship between the NTD and the DBD. Thus, we prepared search templates based on the individual domains rather than the subunits. The pairs of templates for each domain were then aligned and used as ensemble search models in PHASER (McCoy et al., 2007). For the DNA component, an ideal B-form DNA duplex was generated in COOT (Emsley and Cowtan, 2004) from a 22 bp palindromic sequence of *parS*. A variety of protocols were attempted in PHASER (McCoy et al., 2007), the best result was obtained by searching for the two DNA duplexes first, followed by four copies of the DBD, giving a TFZ score of 10.5 at 4.5 Å resolution. We found that the placement of the DBDs with respect to the DNA duplexes was analogous to that seen in the *H. pylori* ParB∆CTD-*parS* complex. After several iterations of rebuilding in COOT and refining the model in REFMAC5 (Murshudov et al., 1997), it was possible to manually dock one copy of the NTD template (from 1VZ0) into weak and fragmented electron density such that it could be joined to one of the DBDs. A superposition of this more complete subunit onto the other three copies revealed that in only one of these did the NTD agree with the electron density. Inspection of the remaining unfilled electron density showed evidence for the last two missing NTDs, which were also added by manual docking of the domain template (from 1VZ0). For the final stages, TLS refinement was used with a single TLS domain defined for each protein chain and for each DNA strand. The statistics of the final refined model, including validation output from MolProbity (Chen et al., 2010), are summarized in Table 1.

Crystallization screens for the *C. crescentus* ParB∆CTD-CTPɣS complex crystal were also set up in sitting-drop vapor diffusion format in MRC2 96-well crystallization plates with drops comprising 0.3 µL precipitant solution and 0.3 µL of protein solution (~10 mg/mL) supplemented with 1 mM CTPɣS (Jena Biosciences) and 1 mM MgCl_2_, and incubated at 293 K. The ParB∆CTD-CTPɣS crystals grew in a solution containing 15% (w/v) PEG 3350, 0.26 M calcium acetate, 10% (v/v) glycerol, 1 mM CTPɣS, and 1 mM MgCl_2_. Suitable crystals were cryoprotected with 20% (v/v) glycerol and mounted in Litholoops (Molecular Dimensions) before flash-cooling by plunging into liquid nitrogen. X-ray data were recorded on beamline I03 at the Diamond Light Source (Oxfordshire, UK) using an Eiger2 XE 16M hybrid photon counting detector (Dectris), with crystals maintained at 100 K by a Cryojet cryocooler (Oxford Instruments). Diffraction data were integrated and scaled using DIALS (Winter et al., 2018) via the XIA2 expert system (Winter, 2009), then merged using AIMLESS (Evans and Murshudov, 2013). Data collection statistics are summarized in Table 1. The majority of the downstream analysis was performed through the CCP4i2 graphical user interface (Potterton et al., 2018).

The ParB∆CTD-CTPɣS complex crystallized in space group *P*2_1_ with cell parameters of *a* = 69.5, *b* = 56.1, *c* = 71.4 Å, and *β* = 98.4° (Table 1). Analysis of the likely composition of the ASU suggested that it contains two copies of the ParB∆CTD monomer giving an estimated solvent content of ~50%. Molecular replacement templates were generated from the ParB∆CTD-*parS* complex solved above. Attempts to solve the structure in PHASER using individual subunits taken from the latter in both conformations did not yield any convincing solutions, suggesting that the subunits had adopted new conformations. Given that the two subunit conformations observed in the previous structure differed largely in the relative dispositions of DBD and NTDs, we reasoned that a better outcome might be achieved by searching for the DBD and NTD separately. This time PHASER successfully placed two copies of each domain in the ASU such that they could be reconnected to give two subunits in a new conformation. The result was subjected to 100 cycles of jelly-body refinement in REFMAC5 before rebuilding with BUCCANEER (Cowtan, 2006) to give a model in which 77% of the expected residues had been fitted into two chains and sequenced. The model was completed after further iterations of model editing in COOT and refinement with REFMAC5. In this case, TLS refinement was not used as this gave poorer validation results. The statistics of the final refined model, including validation output from MolProbity (Chen et al., 2010), are summarized in Table 1.

### Measurement of protein-DNA interaction by BLI assay

BLI experiments were conducted using a BLItz system equipped with High Precision Streptavidin 2.0 (SAX2) Biosensors (Molecular Devices). BLItz monitors wavelength shifts (nm) resulting from changes in the optical thickness of the sensor surface during association or dissociation of the analyte. All BLI experiments were performed at 22°C. The streptavidin biosensor was hydrated in a low-salt-binding buffer (100 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM MgCl_2_, and 0.005% [v/v] Tween 20) for at least 10 min before each experiment. Biotinylated double-stranded DNA (dsDNA) was immobilized onto the surface of the SA biosensor through a cycle of baseline (30 s), association (120 s), and dissociation (120 s). Briefly, the tip of the biosensor was dipped into a binding buffer for 30 s to establish the baseline, then to 1 μM biotinylated dsDNA for 120 s, and finally to a low-salt-binding buffer for 120 s to allow for dissociation.

After the immobilization of DNA on the sensor, association reactions were monitored at 1 μM dimer concentration of ParB with an increasing concentration of CTP (0, 1, 5, 10, 50, 100, 500, 1000 µM) for 120 s. At the end of each binding step, the sensor was transferred into a protein-free binding buffer to follow the dissociation kinetics for 120 s. The sensor can be recycled by dipping in a high-salt buffer (100 mM Tris-HCl pH 8.0, 1000 mM NaCl, 10 mM EDTA, and 0.005% [v/v] Tween 20) for 5 min to remove bound ParB.

For the dissociation step in the BLI experiments in Figure 7A, the probe was returned to either a low-salt-binding buffer (100 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM MgCl_2_, and 0.005% [v/v] Tween 20) for 30 s or a high-salt buffer (100 mM Tris-HCl pH 8.0, 1 M NaCl, 1 mM MgCl_2_, and 0.005% [v/v] Tween 20) for 30 s.

For experiments in Figure 7C, DNA-coated tips were dipped into 300 µL of restriction solution (266 µL of water, 30 µL of 10× buffer CutSmart [NEB], and 3 µL of BamHI-HF restriction enzyme [20,000 units/mL]) for 2 hr at 37°C. As a result, closed DNA on the BLI surface was cleaved to generate a free DNA end.

For experiments in Figure 5—figure supplement 4C, purified ParB (Q35C) was incubated with 1 mM CTPɣS in a binding buffer (100 mM Tris-HCl pH 7.4, 100 mM NaCl, 1 mM MgCl_2_) for 30 min before BMOE was added to 1 mM. DTT was then added to the final concentration of 1 mM to quench the reaction. Subsequently, crosslinked ParB (Q35C) was buffer-exchanged into a storage buffer (100 mM Tris-HCl pH 8.0, 300 mM NaCl, and 10% glycerol) using 0.5 mL Zeba desalting columns (ThermoFisher). BLITZ assays were performed using 5 μM dimer concentration of crosslinked ParB (Q35C) ± 1 mM CTP.

All sensorgrams recorded during BLI experiments were analyzed using the BLItz analysis software (BLItz Pro version 1.2, Molecular Devices) and replotted in R for presentation. Each experiment was triplicated, standard deviations were calculated in Excel, and a representative sensorgram is presented in Figure 5—figure supplement 4, Figure 6—figure supplement 2, and Figure 7.

### Differential radical capillary action of ligand assay (DRaCALA) or membrane-spotting assay

Purified *C. crescentus* ParB-His_6_ (WT and mutants, at final concentrations of 0.7, 1.5, 3.1, 6.2, and 12.5 µM) were incubated with 5 nM radiolabeled P^32^-α-CTP (Perkin Elmer), 30 µM of unlabeled CTP (ThermoFisher), and 1.5 μM of 22 bp *parS* DNA duplex in the binding buffer (100 mM Tris pH 8.0, 100 mM NaCl, and 10 mM CaCl_2_) for 10 min at room temperature. 4 μL of samples were spotted slowly onto a nitrocellulose membrane and air-dried. The nitrocellulose membrane was wrapped in cling film before being exposed to a phosphor screen (GE Healthcare) for 2 min. Each DRaCALA assay was triplicated, and a representative autoradiograph was shown. Data were quantified using Multi-Gauge software 3.0 (Fujifilm), the bound fraction were quantified as described previously (Roelofs et al., 2011). Error bars represent standard deviations from triplicated experiments.

### Measurement of CTPase activity by EnzChek phosphate release assay

CTP hydrolysis was monitored using an EnzCheck Phosphate Assay Kit (ThermoFisher). Samples (100 µL) containing a reaction buffer supplemented with an increasing concentration of CTP (0, 1, 5, 10, 50, 100, 500, and 1000 µM), 0.5 µM of 22 bp *parS* DNA, and 1 µM ParB (WT or mutants) were assayed in a Biotek EON plate reader at 25°C for 8 hr with readings every minute. The reaction buffer (1 mL) typically contained 740 μL Ultrapure water, 50 μL 20× reaction buffer (100 mM Tris pH 8.0, 2 M NaCl, and 20 mM MgCl_2_), 200 μL MESG substrate solution, and 10 μL purine nucleoside phosphorylase enzyme (one unit). Reactions with buffer only or buffer + CTP + 22 bp *parS* DNA only were also included as controls. The plates were shaken at 280 rpm continuously for 8 hr at 25°C. The inorganic phosphate standard curve was also constructed according to the manual. The results were analyzed using Excel and the CTPase rates were calculated using a linear regression fitting in Excel. Error bars represent standard deviations from triplicated experiments.

### In vitro crosslinking assay using a sulfhydryl-to-sulfhydryl crosslinker BMOE

A 50 µL mixture of 8 µM ParB mutants (with residues at specific positions in the NTD, DBD, or CTD substituted to cysteine) ± CTP (0–1000 µM) ± 0.5 µM DNA (a 22 bp linear DNA or a 3 kb circular *parS*/scrambled *parS* plasmid) was assembled in a reaction buffer (10 mM Tris-HCl pH 7.4, 100 mM NaCl, and 1 mM MgCl_2_) and incubated for 5 min at room temperature. BMOE (1 mM final concentration from a 20 mM stock solution) was then added, and the reaction was quickly mixed by three pulses of vortexing. SDS-PAGE sample buffer containing 23 mM β-mercaptoethanol was then added immediately to quench the crosslinking reaction. Samples were heated to 50°C for 5 min before being loaded on 12% Novex WedgeWell Tris-Glycine gels (ThermoFisher). Protein bands were stained with an InstantBlue Coomassie solution (Abcam) and band intensity was quantified using Image Studio Lite version 5.2 (LI-COR Biosciences). The crosslinked fractions were averaged, and their standard deviations from triplicated experiments were calculated in Excel.

For the experiment described in lane 8 of Figure 5C,D and Figure 5—figure supplement 2, crosslinking reactions were performed as described above; however, the reaction was quenched using a quenching buffer (10 mM Tris-HCl pH 7.4, 100 mM NaCl, 1 mM MgCl_2_, and 2.3 mM β-mercaptoethanol) instead. Subsequently, 1 µL of a non-specific DNA nuclease (Benzonase, 250 units/µL, Merck) was added, and the mixture was incubated at room temperature for a further 10 min before SDS-PAGE sample buffer was added. Samples were heated to 50°C for 5 min before being loaded on 4–12% Novex WedgeWell Tris-Glycine gels (ThermoFisher).

For the experiments described in lane 8 of Figure 5—figure supplement 3A, crosslinking and quenching reactions were performed as described above before 1 µL of TEV protease (10 units/µL, ThermoFisher) was added. The mixture was incubated at room temperature for a further 30 min before SDS-PAGE sample buffer was added. Samples were heated to 50°C for 5 min before being loaded on 4–12% Novex WedgeWell Tris-Glycine gels.

For experiments described in lane 9 of Figure 5—figure supplement 3B, proteins were released from gel slices by a ‘crush & soak’ method. Briefly, 10 gel slices were cut out from unstained SDS-PAGE gels and transferred to a 2 mL Eppendorf tube. Gel slices were frozen in liquid nitrogen and were crushed using a plastic pestle. The resulting paste was soaked in 500 µL of soaking buffer (10 mM Tris-HCl pH 8, 100 mM NaCl, 1 mM MgCl_2_, and 1 µL of Benzonase [250 units/µL]), and the tube was incubated with rotation in a rotating wheel overnight. On the next day, the tube was centrifuged at 13,000 rpm for 5 min and the supernatant was transferred to a new 1.5 mL Eppendorf tube. The sample volume was reduced to ~50 µL using a SpeedVac vacuum concentrator before SDS-PAGE sample buffer was added in. The entire sample was loaded onto a single well of a 4–12% WedgeWell Tris-Glycine gel.

For experiments described in Figure 5—figure supplement 1, a circular *parS*-harboring plasmid was linearized at an unique HindIII site by HindIII-HF restriction enzyme. After restriction, the linearized DNA was extracted with phenol-chloroform and ethanol precipitated before being used in double-crosslinking experiments.

Polyacrylamide gels were submerged in an InstantBlue Coomassie solution (Abcam) to stain for protein or in a SYBR Green solution (ThermoFisher) to stain for DNA. Denatured samples were also loaded on 1% TAE agarose gels and electrophoresed at 120 V for 40 min at room temperature. Afterwards, agarose gels were submerged in a SYBR green solution to stain for DNA.

### Chromatin immunoprecipitation with deep sequencing (ChIP-Seq)

α-FLAG ChIP-seq experiments on formaldehyde-fixed *C. crescentus* cells, and the subsequent data analysis was performed exactly as reported previously (Tran et al., 2018).

For ChIP-seq experiments on fixed *E. coli* cells, cells harboring pKTN25-*cfp-parB* (WT) or pKTN25-*cfp-parB* (E102A) were grown in 50 mL LB at 30°C to mid exponential phase (OD_600_ ∼ 0.4, no IPTG was added). Subsequently, formaldehyde is added to a final concentration of 1% to fix the cells. All following steps are identical to ChIP-seq for *C. crescentus*, except that α-GFP antibody coupled to sepharose beads (Abcam) was used to immunoprecipitate CFP-tagged ParB–DNA complexes.

Each ChIP-seq experiment was duplicated using biological replicates. For a list of ChIP-seq experiments and their replicates in this study, see Supplementary file 1C.

### Immunoblot analysis

For western blot analysis, *C. crescentus* or *E. coli* cells were pelleted and resuspended directly in 1× SDS sample buffer, then heated to 95°C for 5 min before loading. Total protein was run on 12% Novex WedgeWell gels (ThermoFisher) at 150 V for separation. The same amount of total protein was loaded on each lane. Resolved proteins were transferred to PVDF membranes using the Trans-Blot Turbo Transfer System (BioRad) and probed with either a 1:5000 dilution of α-FLAG HRP-conjugated antibody (Merck) antibody or a 1:5000 dilution of α-GFP HRP-conjugated antibody (Abcam). Blots were imaged after incubation with SuperSignal West PICO PLUS Chemiluminescent Substrate (ThermoFisher) using an Amersham Imager 600 (GE Healthcare). Western blot experiments were duplicated using biological replicates.

### Fluorescence microscopy and image analysis

TLS3079 and TLS3080 were grown in M9 media supplemented with kanamycin (30 µg/mL) until OD_600_ ~ 0.1 prior to imaging. The expression of *cfp-parB (WT/E102A)* was induced with 0.25 mM IPTG in culture for 60 min before imaging. Imaging was performed using a wide-field epifluorescence microscope (Eclipse Ti-2E, Nikon) with a 63× oil immersion objective (NA 1.41), illumination from pE4000 light source, Hamamatsu Orca Flash 4.0 camera, and a motorized XY stage. Images were acquired using NIS-elements software (version 5.1). For imaging in the CFP channel*,* 435 nm excitation wavelength was used with 1 s exposure.

Images were analyzed using ImageJ, and plots were generated in GraphPad Prism 8.0. For extracting information on number of ParB foci per cell as well as intensity of ParB in foci, the following analysis pipeline was implemented: cell masks were generated in ImageJ using analyze particle function on thresholds applied to phase profiles. Separately, even background subtraction function was applied to fluorescence profiles, images were convolved (using ‘subtract background’ and ‘convolve’ functions in ImageJ), and regions of interest (ROIs) for foci were detected via an application of appropriate thresholds. The cell masks and ROIs thus detected were applied to the raw data (after background correction) to extract intensity information for each ROI as well as total cell fluorescence. ROI intensity was plotted as a ratio of intensity within a focus (*intensity_loc_*) normalized to total cell intensity (*intensity_total_*). Along with intensity measurement, number of foci per cell was also recorded. The pipeline was implemented in ImageJ using the following command:

n = roiManager("count");for (j = 0; j < n; j++){roiManager("Select", j);run("Analyze Particles...", "size = 3–10 circularity = 0.40–1.00 display summarize add");}

## Data Availability

The accession number for the sequencing data reported in this paper is GSE168968. Atomic coordinates for protein crystal structures reported in this paper were deposited in the RCSB Protein Data Bank with the accession number 6T1F and 7BM8. All of these sequencing and X-ray crystallography data are already open to the public. All other data generated or analyzed during this study are included in the manuscript. The following dataset was generated: LeTBK 2021A CTP-dependent gating mechanism enables ParB spreading on DNA in Caulobacter crescentusNCBI Gene Expression OmnibusGSE16896810.7554/eLife.69676PMC836738334397383 JalalASB PastranaCL TranNT StevensonCEM LawsonDM Moreno-HerreroF LeTBK 2020Crystal structure of the C-terminally truncated chromosome-partitioning protein ParB from Caulobacter crescentus complexed to the centromeric parS siteRCSB Protein Data Bank6T1F JalalASB PastranaCL TranNT StevensonCEM LawsonDM Moreno-HerreroF LeTBK 2021Crystal structure of the C-terminally truncated chromosome-partitioning protein ParB from Caulobacter crescentus complexed with CTP-gamma-SRCSB Protein Data Bank7BM8

## Additional files

Supplementary file 1. (A) Bacterial strains used in this study. (B) Plasmids, DNA, and protein sequences used in this study. (C) ChIP-seq datasets generated in this study.

Transparent reporting form

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676

ParB (L224C)

ParB (I304C)

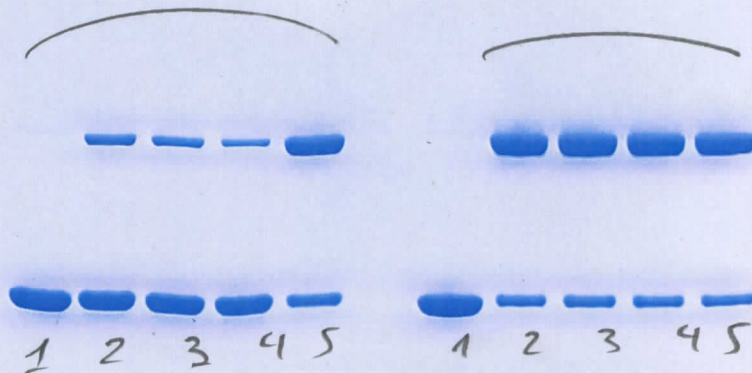

Lane #
same as
appeared
in figure.

1 = - BMCE
2 = + BMCE + Pr
3 = + BMCE + Pr + CTP

4 = + BMCE + Pr + parS
5 = + BMCE + Pr + parS + CTP

ParB (Q35C)

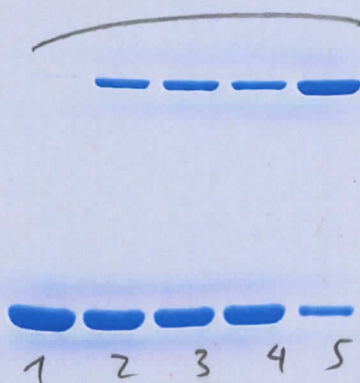

**Supplement:** Figure 5—source data 1.

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676

XX —
 X@35C —
 X@304C —

P_uB
 (A35C I304C)

LANE 1 2 3 4 5 6 7 8 9 10 11 12

→ Same
 as appeared
 in
 figure

12 11 10 9 8 7 6 5 4 3 2 1

Lane # : same as appeared
in figure

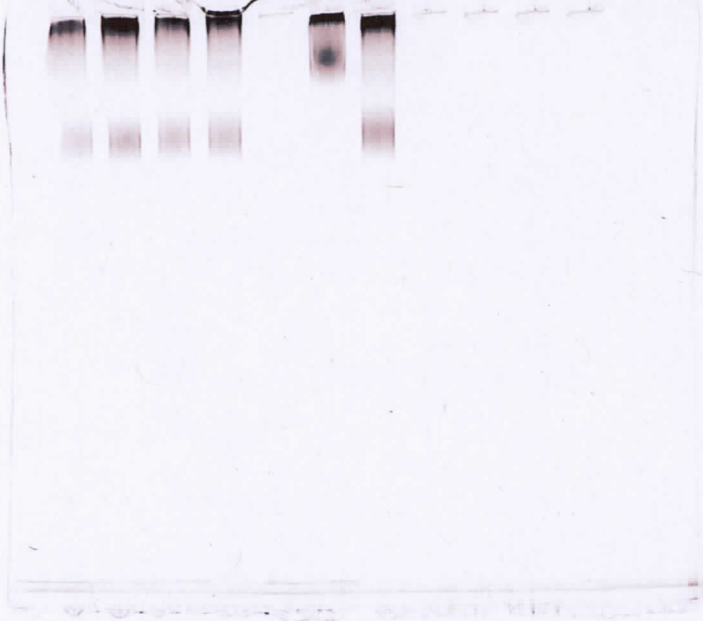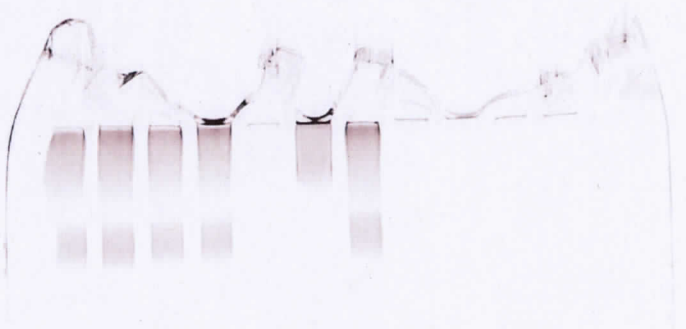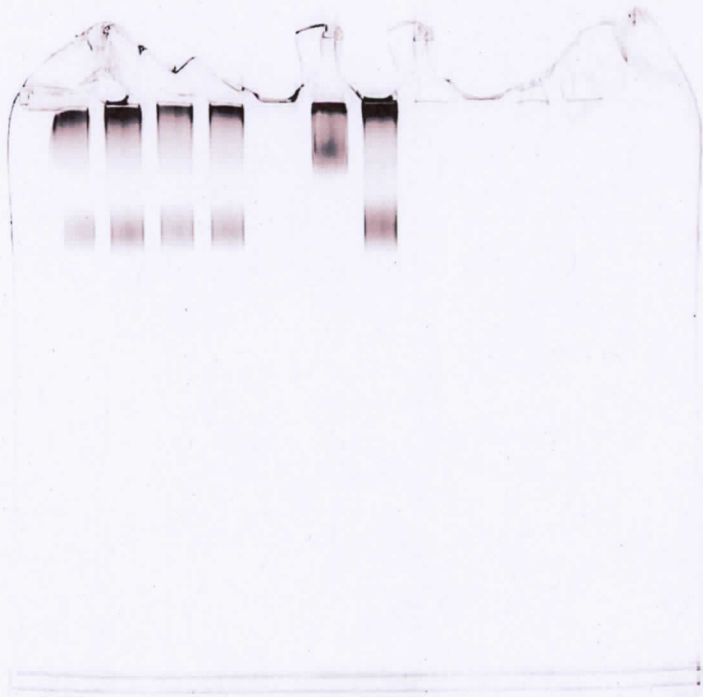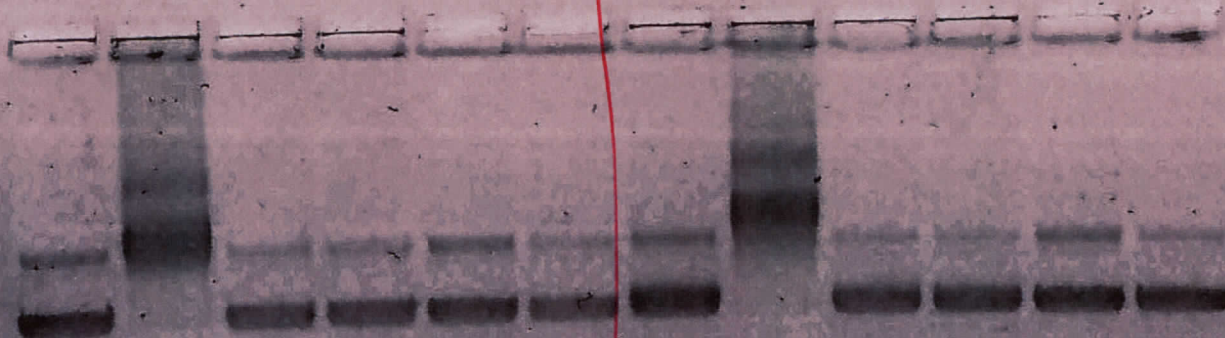

Lane # 6 7 9 10 11 12
same as appeared in figure.

**Supplement:** Figure 5—source data 1.

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676
**Supplement:** Figure 5—figure supplement 3—source data 1.

Pub(L224C T34C)

X~~30C~~
X~~214C~~

Pub
(L224C
T34C)

lane 1 2 3 4 5 6 7 8 9 →

lane 4
is appeared
in figure

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676
**Supplement:** Figure 5—figure supplement 3—source data 1.

Figure 5-
figure supp 3
(B)

Lanes # 1 2 3 4 5 6 7 9 ← as in figure

Lanes # 1 2 3 4 5 6 7 9 ← as in figure

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676

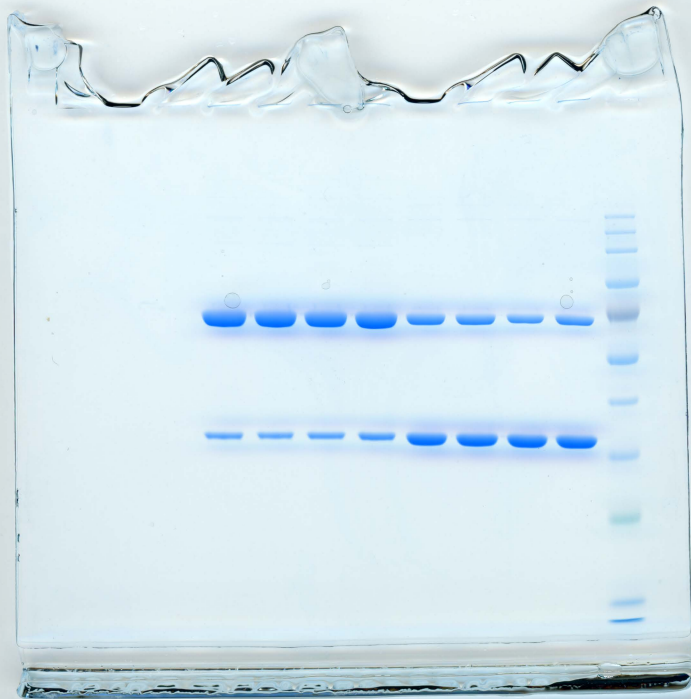

ParB (WT)

lanes# 1 to 8 from ladder, same as appeared in figure

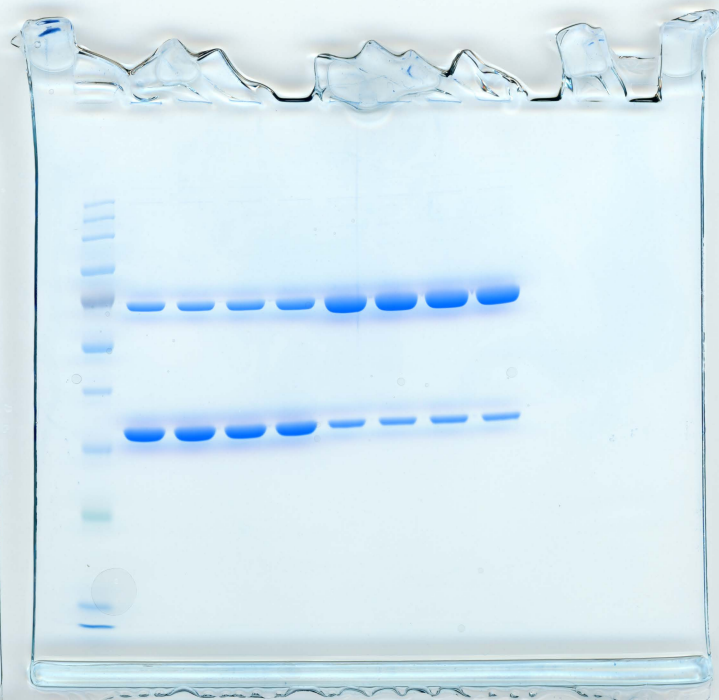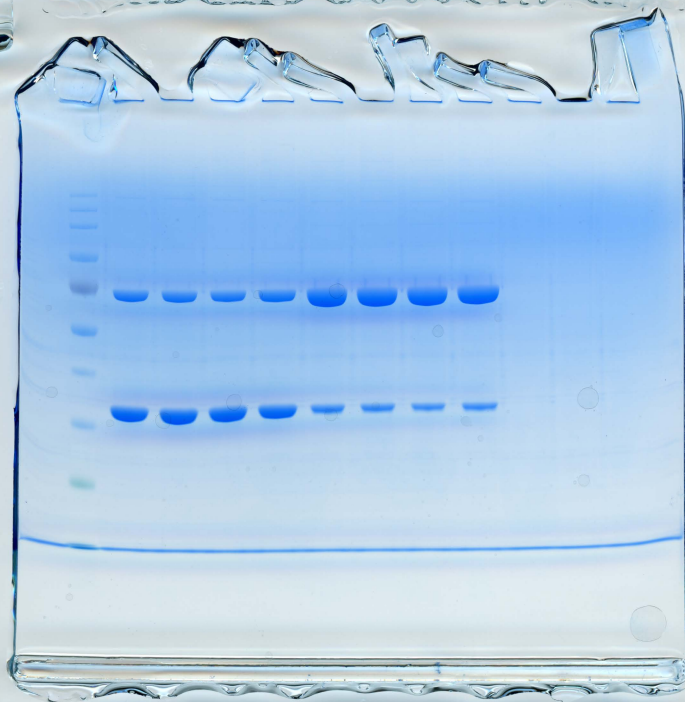

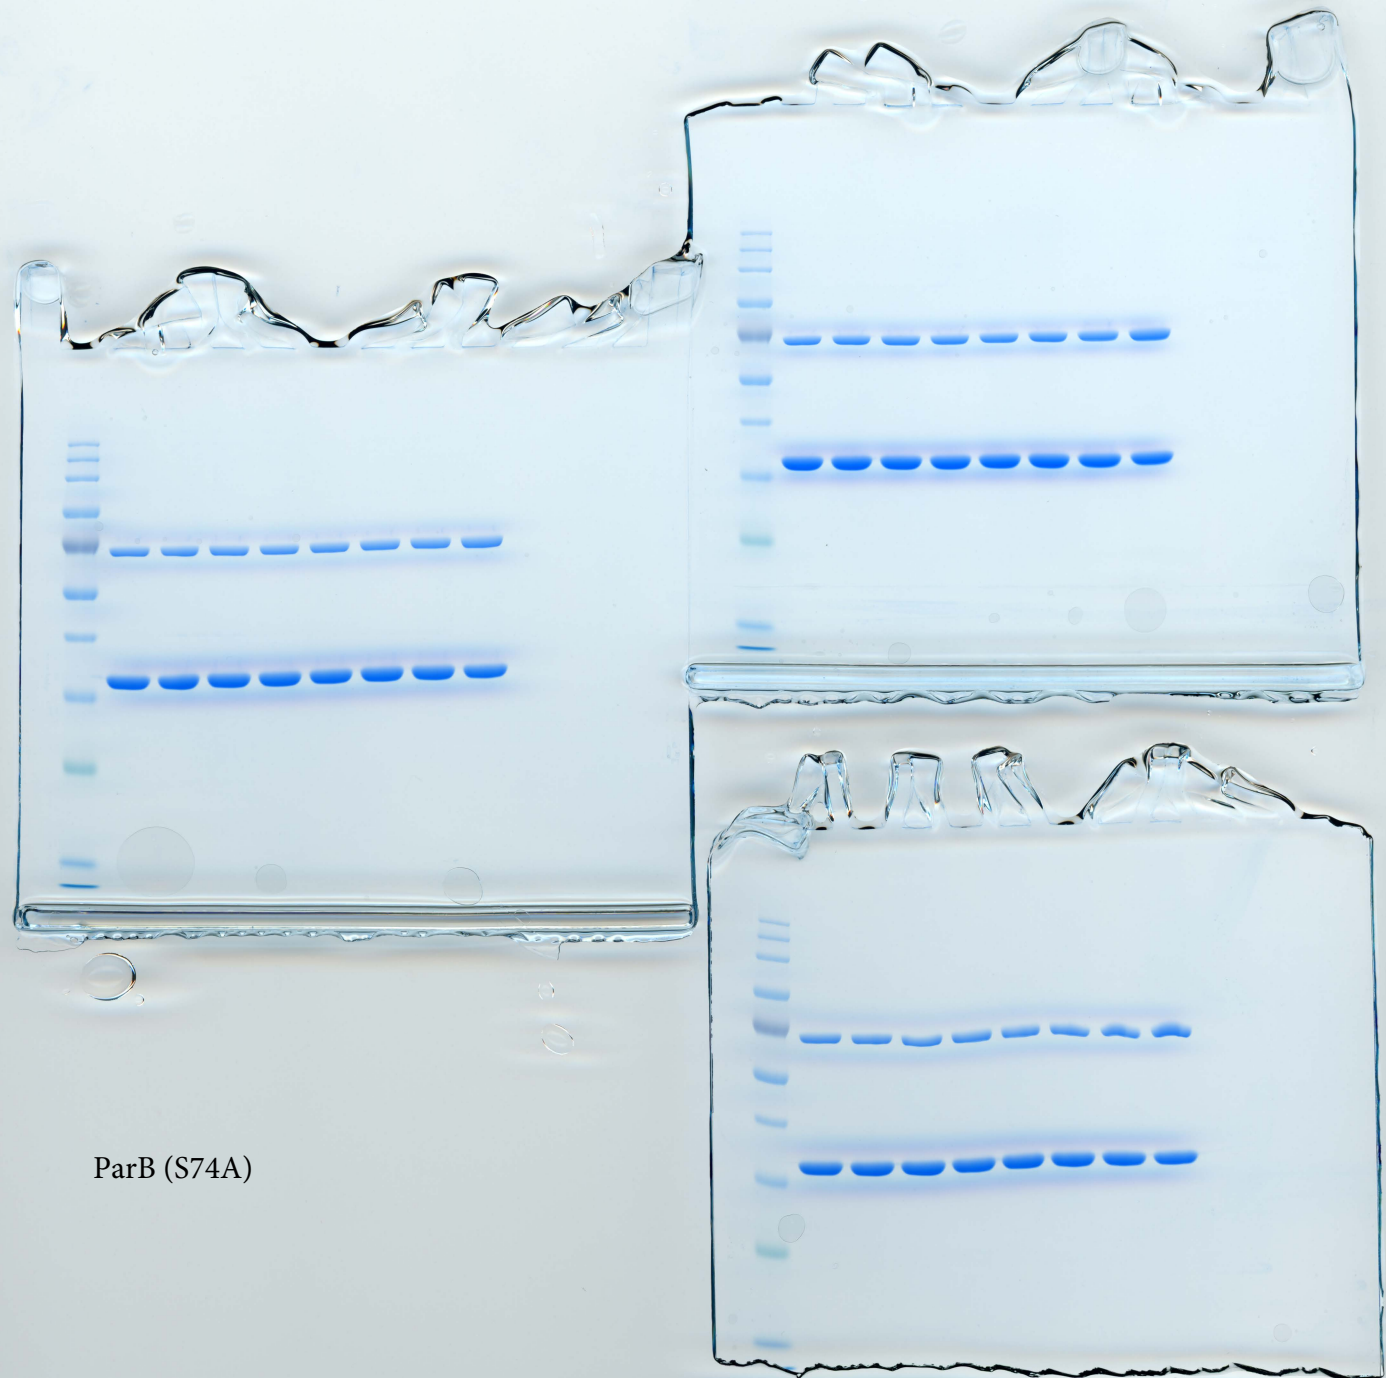

ParB (S74A)

ParB (Q82A)

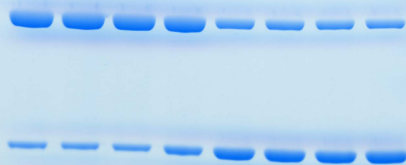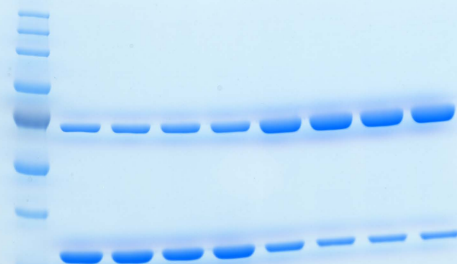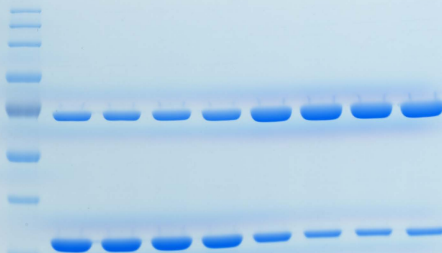

ParB (R139A)

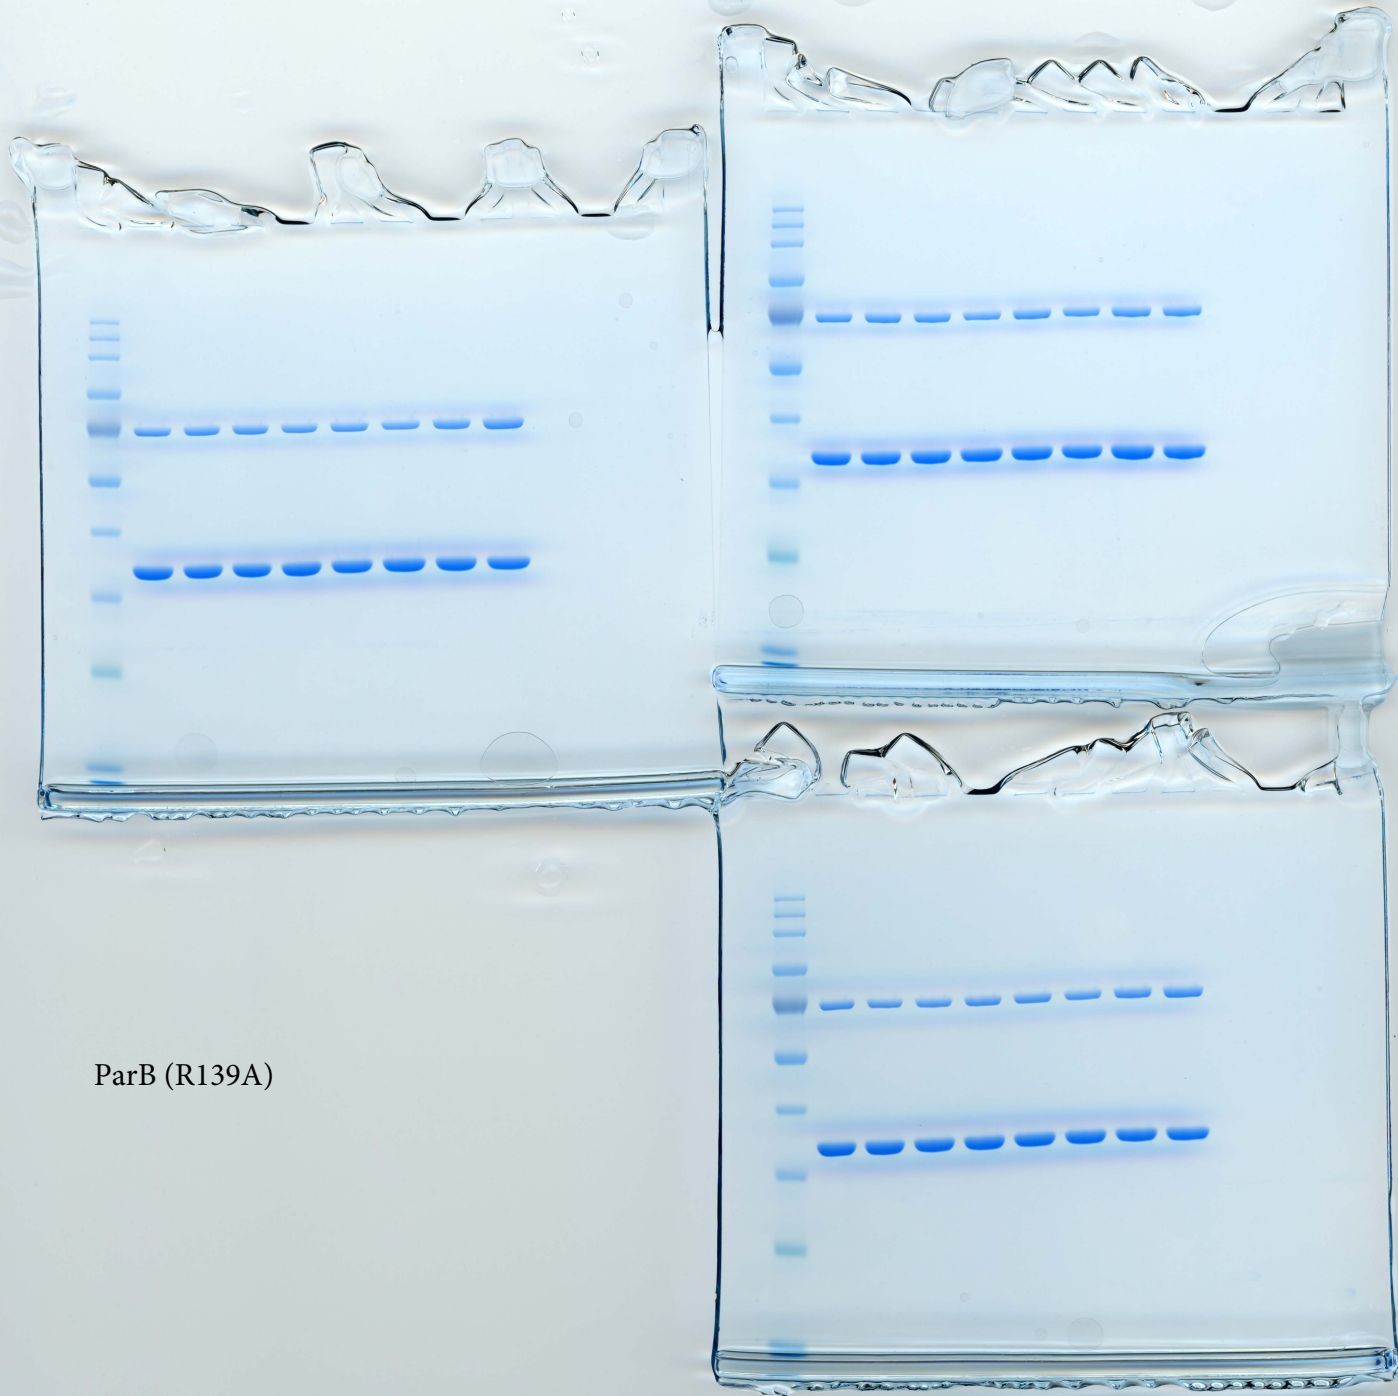

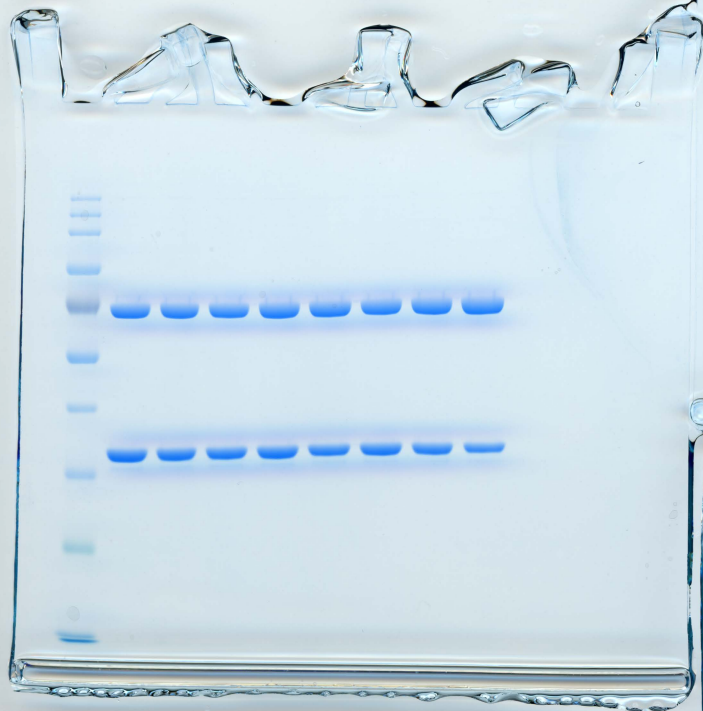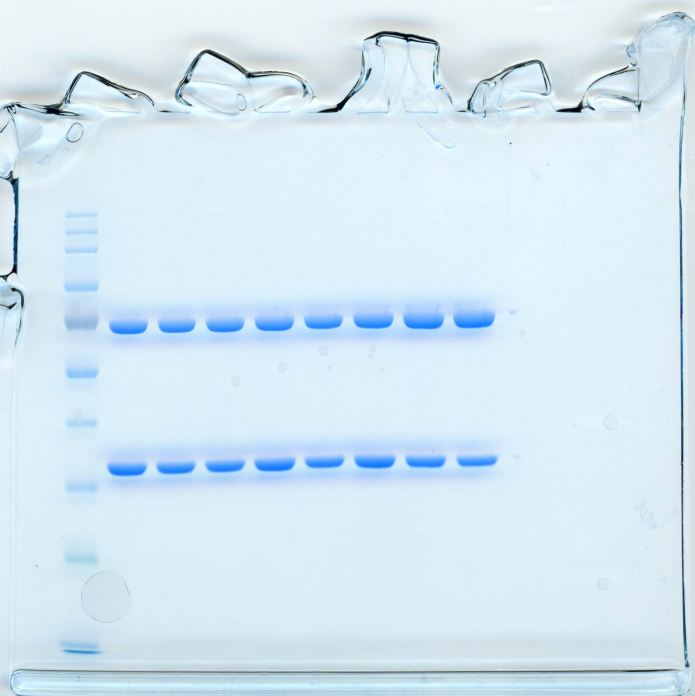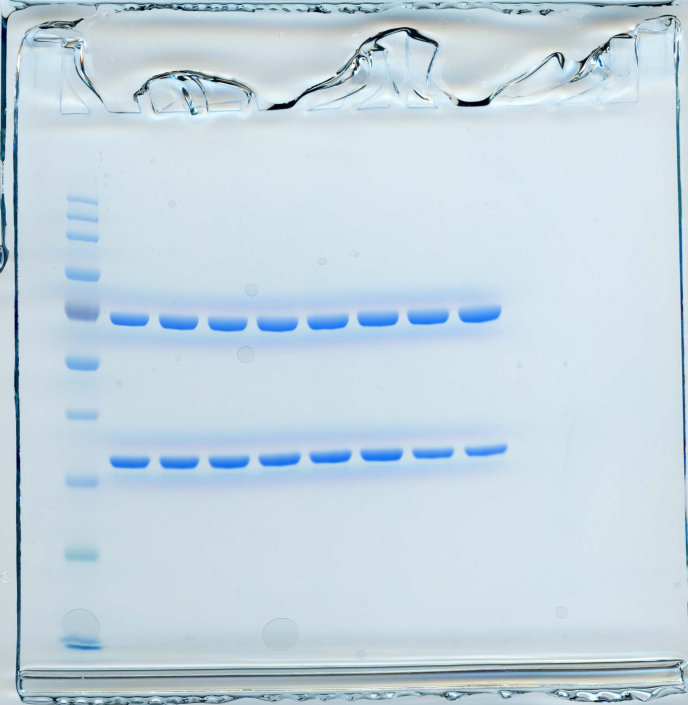

ParB (N136A)

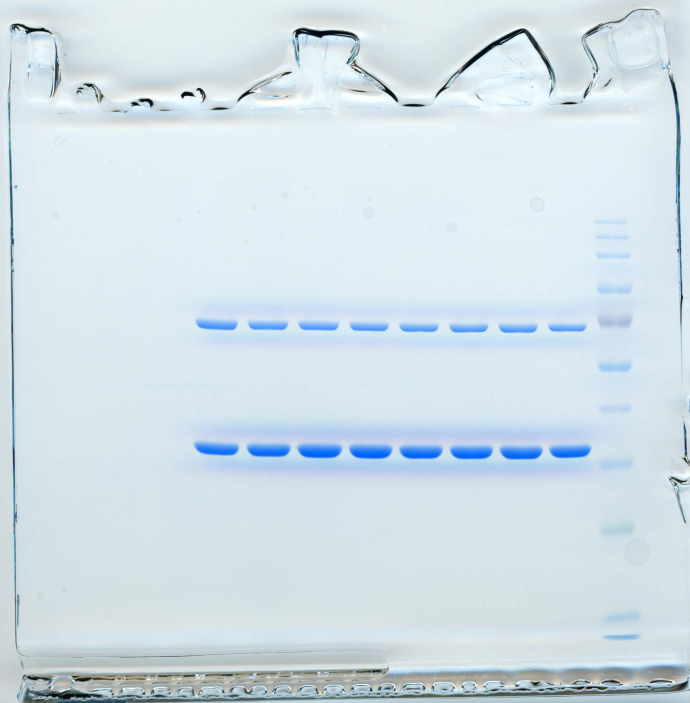

ParB (R103A)

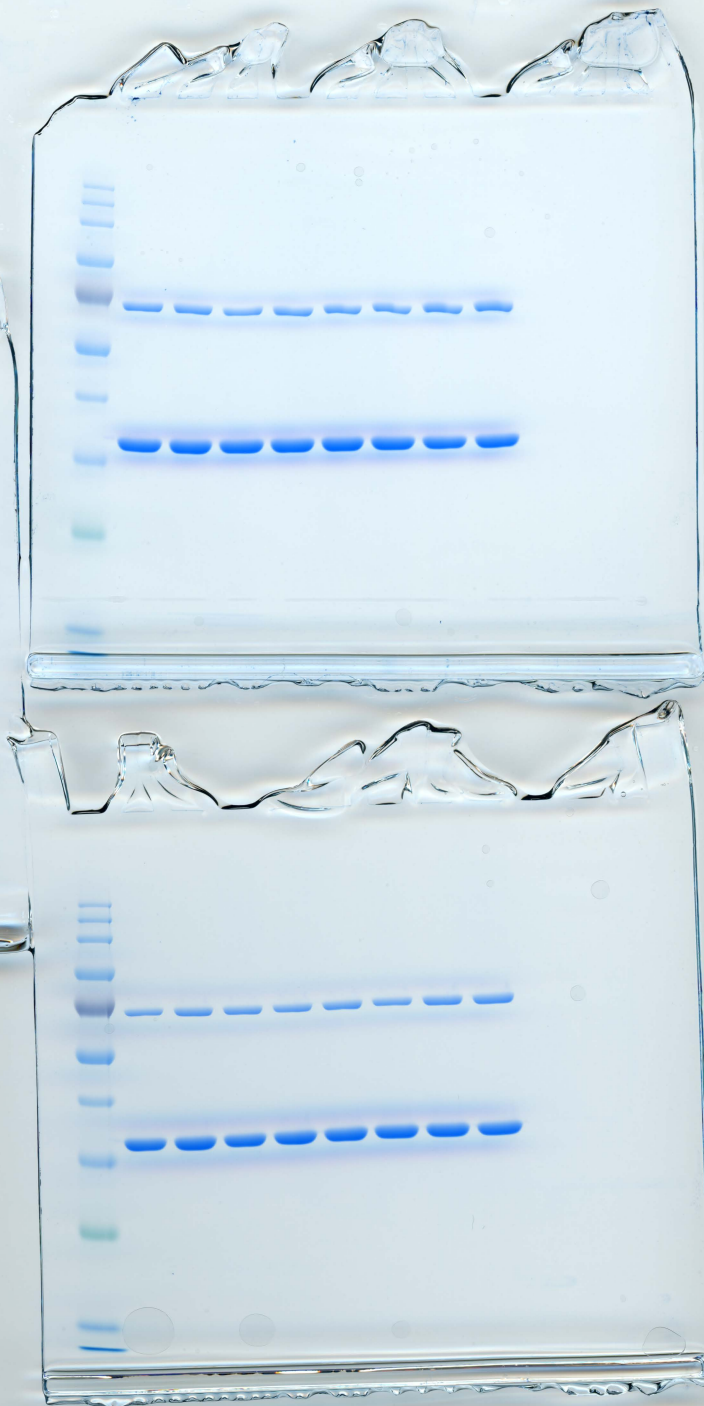

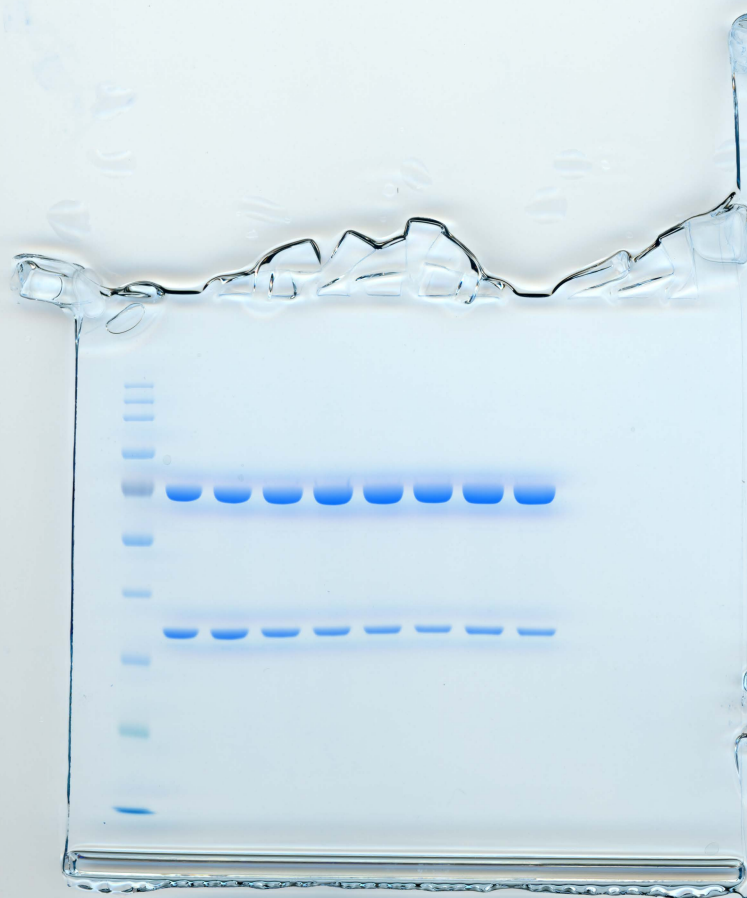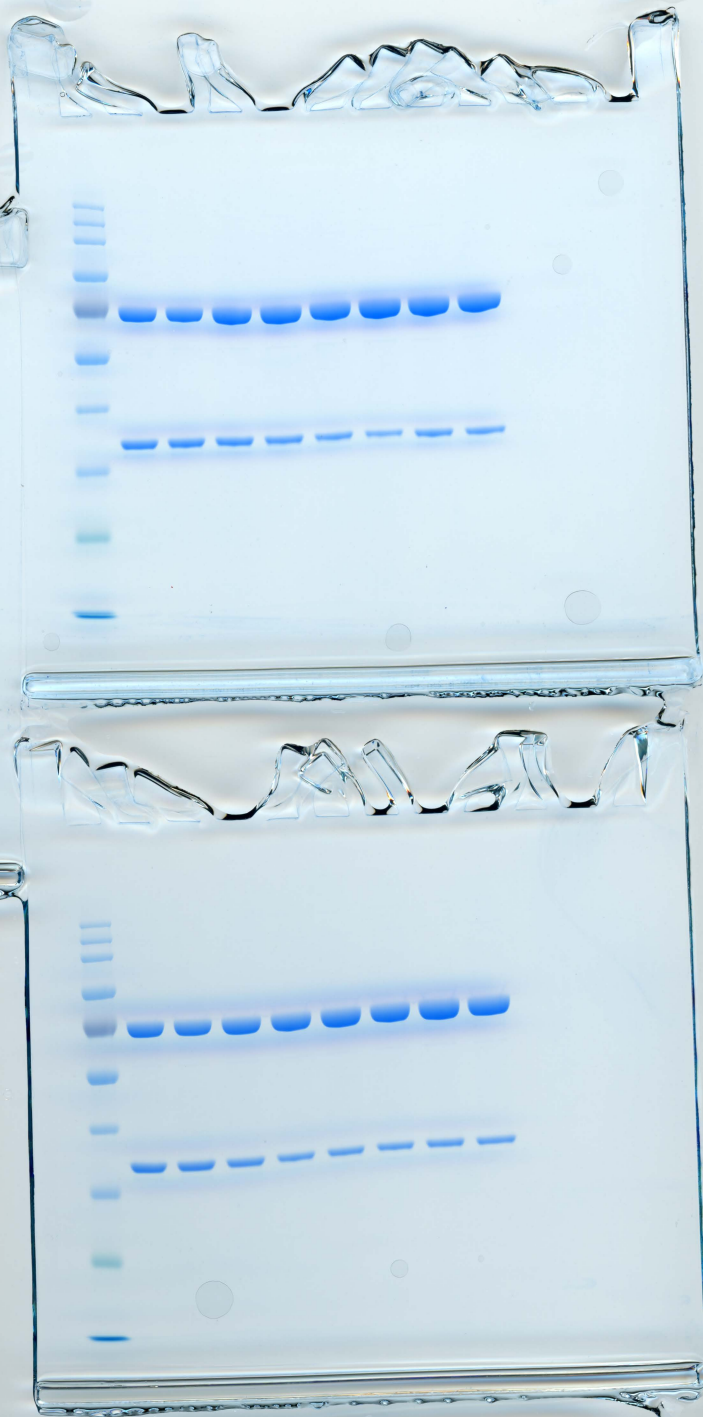

ParB(Q58A)

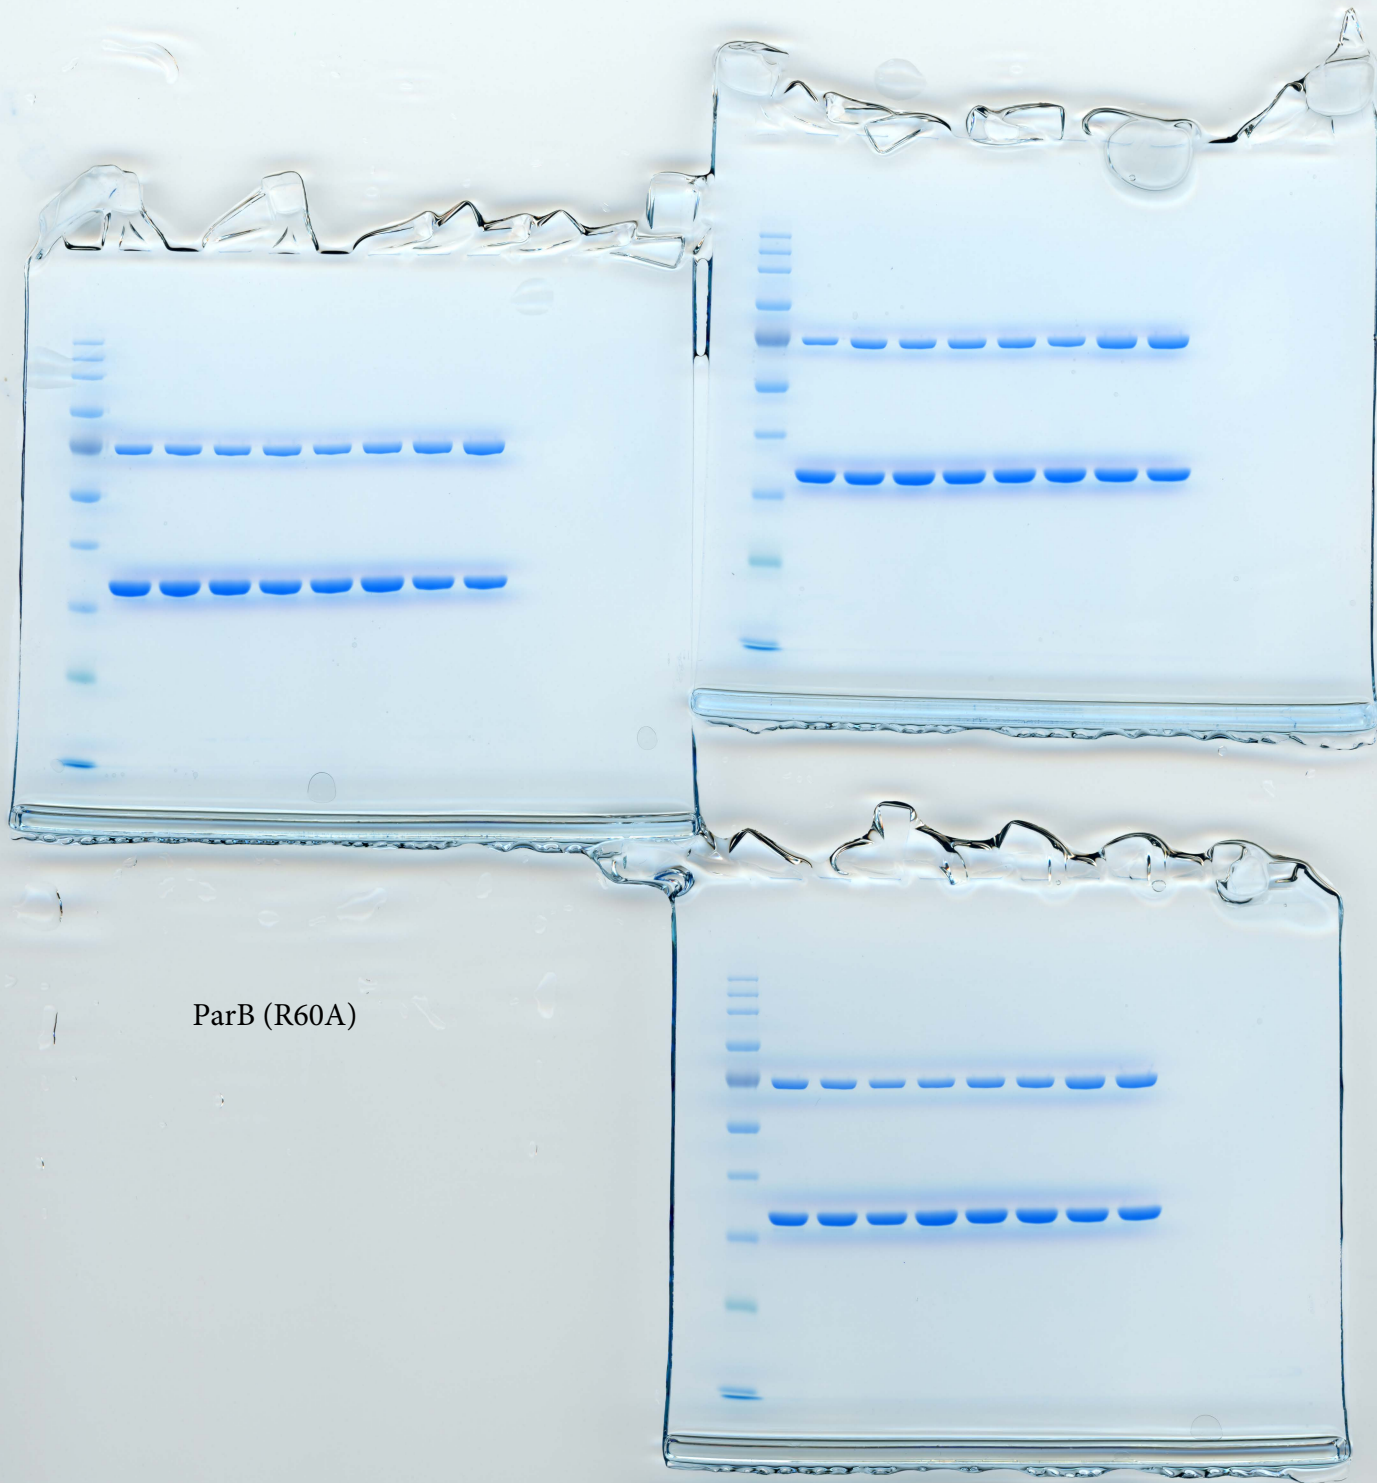

ParB (R60A)

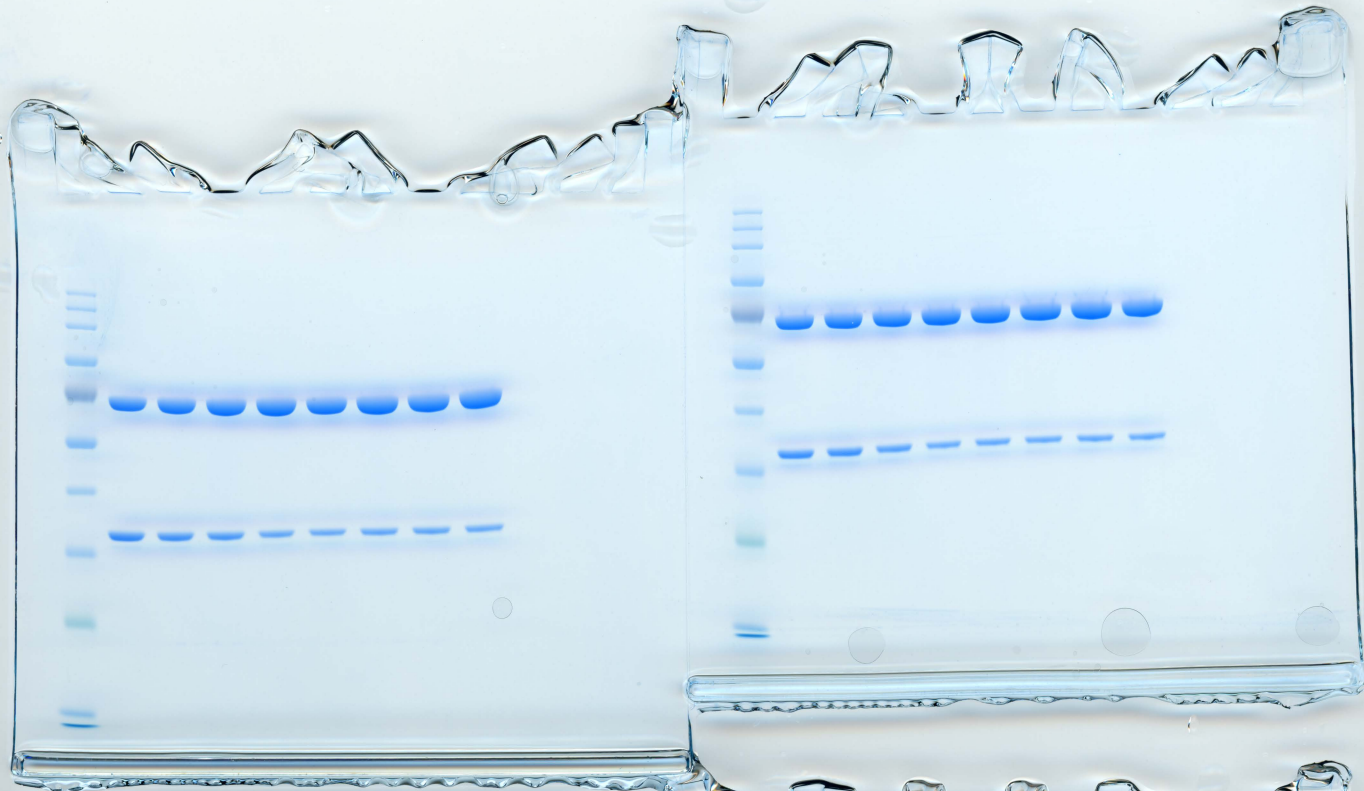

ParB (E135A)

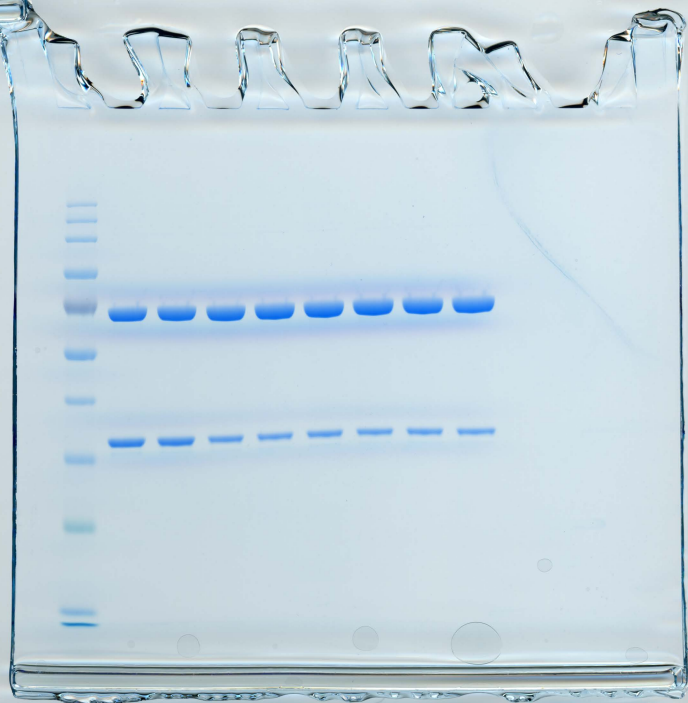

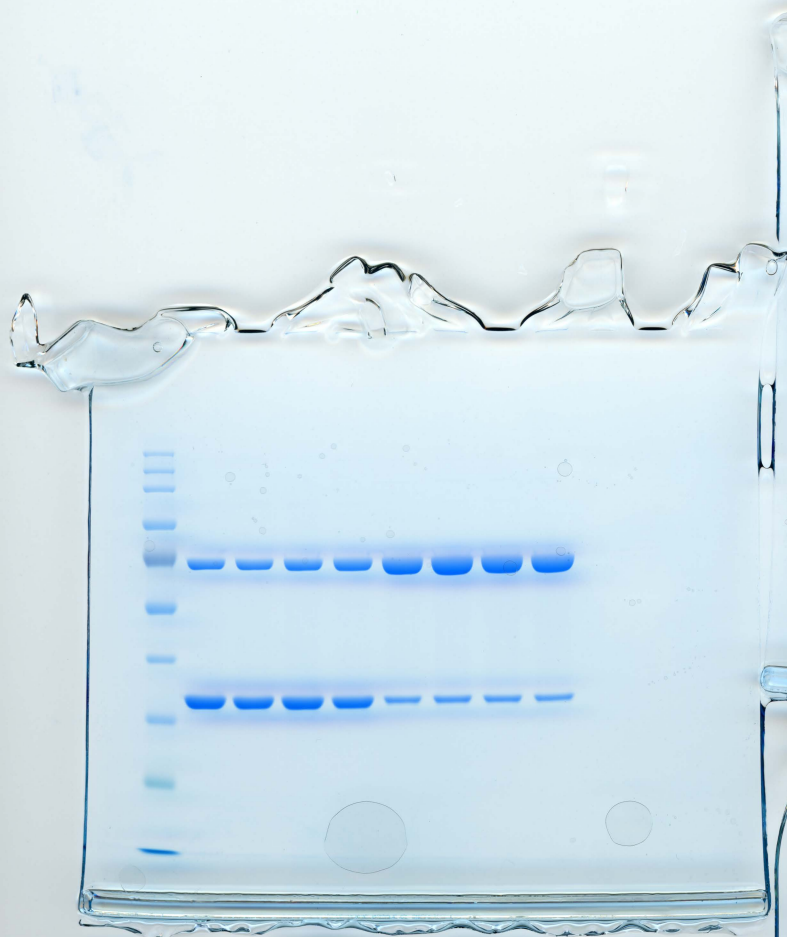

ParB(E102A)

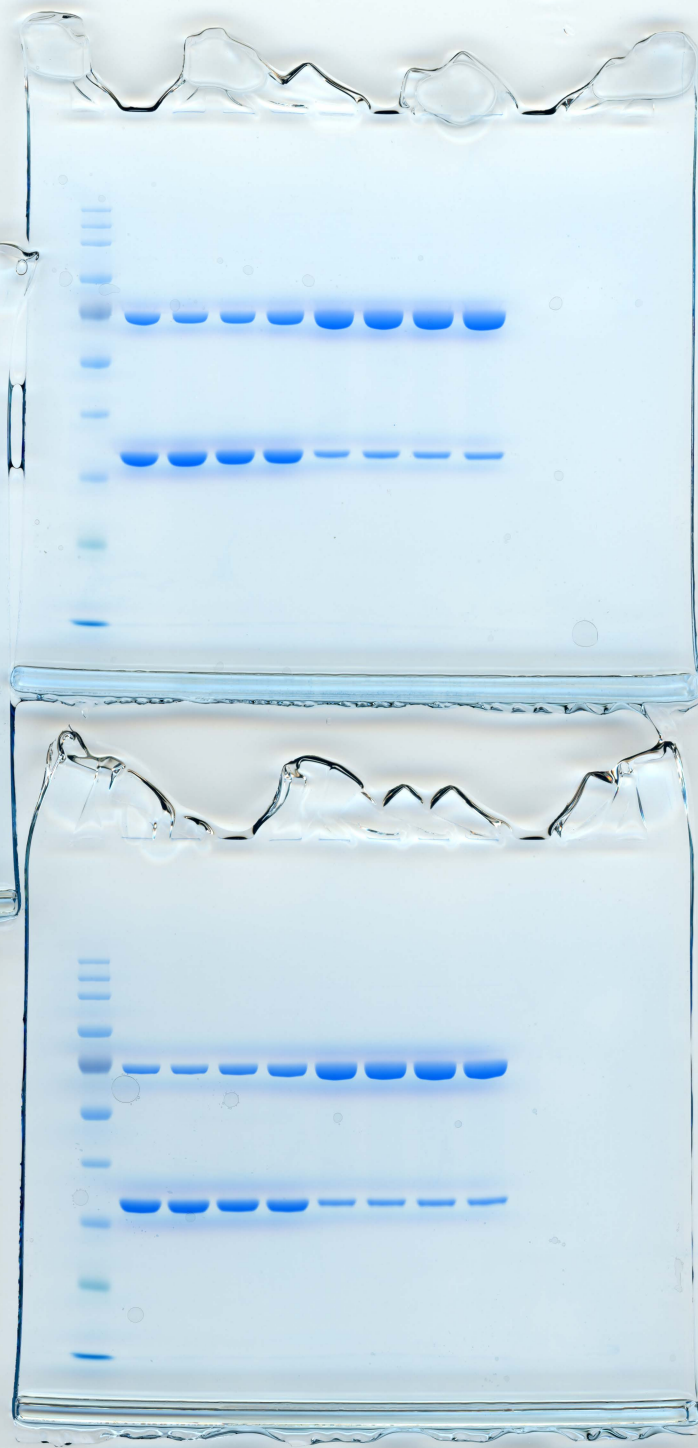

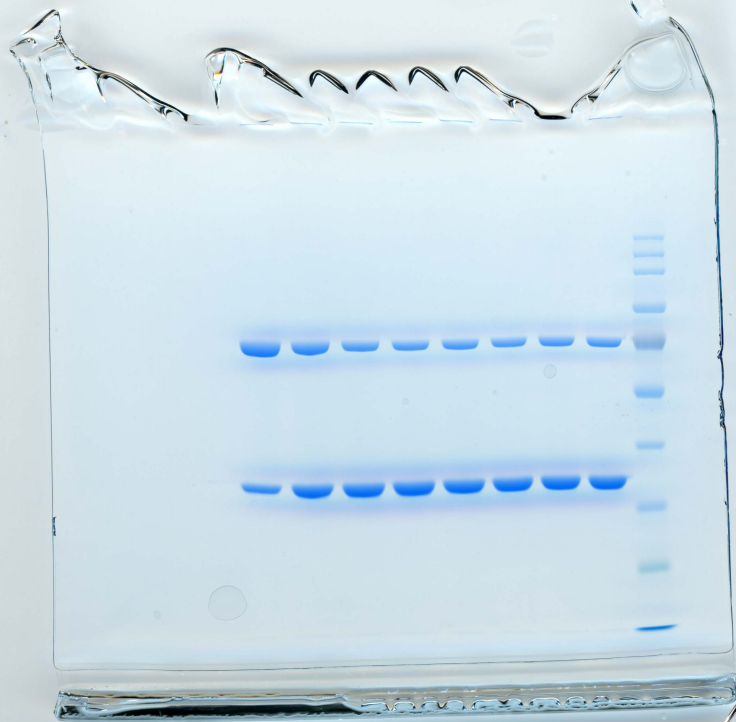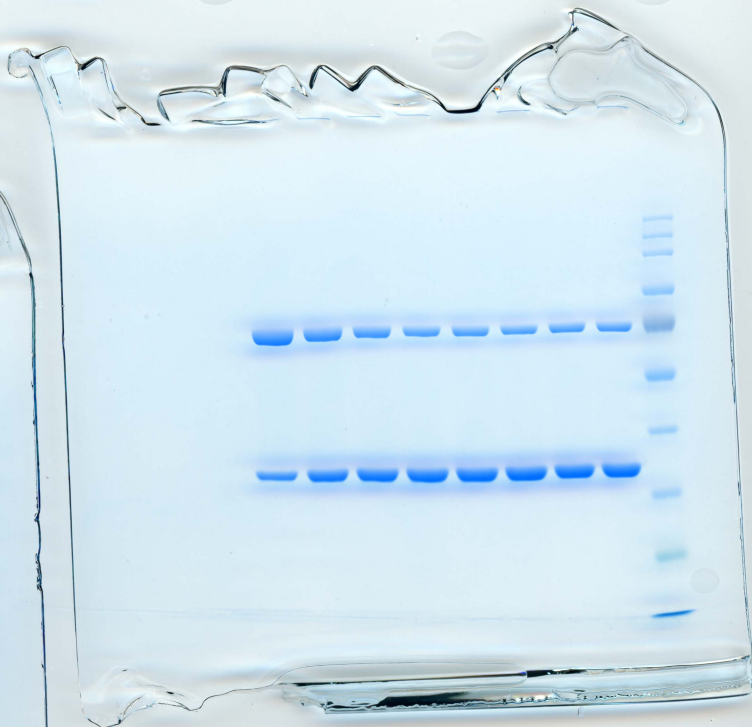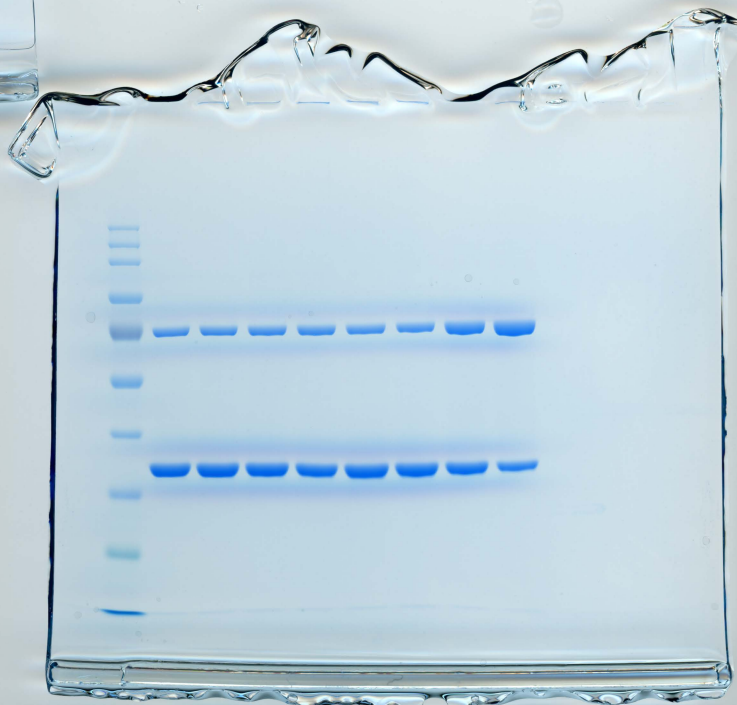

ParB(G79S)

ParB (R104A)

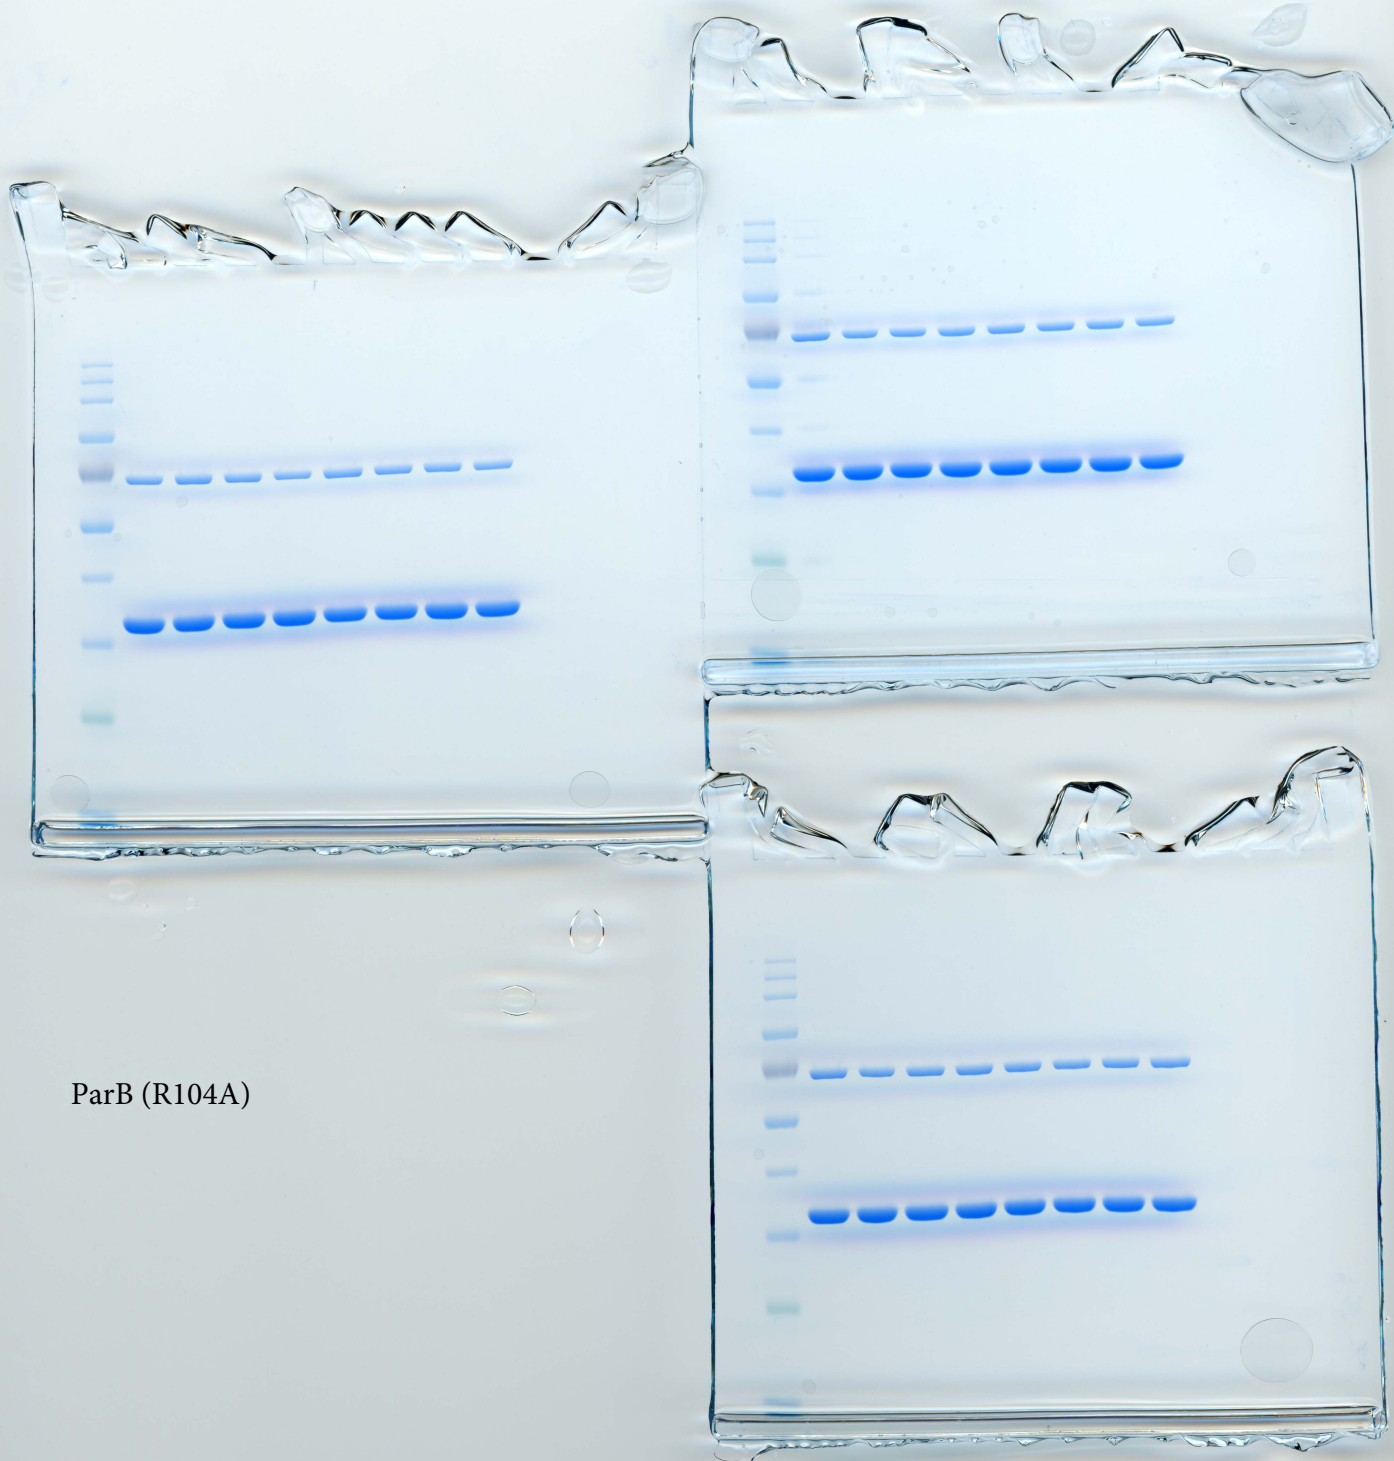

**Supplement:** Figure 6—figure supplement 1—source data 1.

# Supplementary material for: A CTP-dependent gating mechanism enables ParB spreading on DNA
**Source:** eLife. 2021 Aug 16;10:e69676. doi: 10.7554/eLife.69676
**Supplement:** Supplementary file 1.

**SUPPLEMENTARY FILE 1A. STRAINS**

| **Strains** | **Strains/descriptions** | **Source** |
| --- | --- | --- |
| AB1157 | *thr-1, ara-14, leuB6, Δ(gpt-proA)62, lacY1, tsx-33, supE44, galK2, rac-, hisG4(Oc), rfbD1, mgl-51, rpsL31, kdgK51, xyl-5, mtl-1, argE3 (Oc), thi-1, qsr-* | Yale *E. coli* Genetic Stock Center |
| DH5α | *E. coli* host for DNA cloning and propagation of plasmid | Le lab collection |
| Rosetta (DE3) | *E. coli* host for protein overexpression from an IPTG-inducible T7 promoter F^-^ *ompT hsdS*_B_(r_B_^-^ m_B_^-^) *gal dcm* (DE3) pRARE (chloramphenicol^R^) | Merck |
| CB15N | Wild-type synchronizable *Caulobacter crescentus* | Lab collection |
| MT148 | CB15N *parB*::P*_xyl_-parB mipZ::mipZ-yfp* | gift from Martin Thanbichler  (Thanbichler and Shapiro, 2006) |
| TLE3050 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (WT) | This study |
| TLE3051 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (S74A) | This study |
| TLE3052 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (Q82A) | This study |
| TLE3053 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (R139A) | This study |
| TLE3054 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (N136A) | This study |
| TLE3055 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (R103A) | This study |
| TLE3056 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (Q58A) | This study |
| TLE3057 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (R60A) | This study |
| TLE3058 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (E135A) | This study |
| TLE3059 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (E102A) | This study |
| TLE3060 | CB15N *parB*::P*_xyl_-parB van::P_van_*-1x*flag*-*parB* (G79S) | This study |
| TLE1146 | AB1157 *ygcE::260-bp parS*^3-4^*::apramycin^R^* | This study |
| TLE3077 | AB1157 + pKTN25-*cfp-parB* (WT) | This study |
| TLE3078 | AB1157 + pKTN25-*cfp-parB* (E102A) | This study |
| TLE3079 | TLE1146 + pKTN25-*cfp-parB* (WT) | This study |
| TLE3080 | TLE1146 + pKTN25-*cfp-parB* (E102A) | This study |
|  | BL21 Rosetta (DE3) + various pET21b-based protein overexpression vectors (see the plasmid list for the complete collection of protein overexpression plasmids) | This study |

**SUPPLEMENTARY FILE 1B. PLASMIDS, OLIGOS, AND PROTEIN SEQUENCES**

**SUPPLEMENTARY FILE 1C. ChIP-SEQ DATASET**

| **ChIP-seq datasets** | **GEO** |
| --- | --- |
| CB15N *parB::*P*_xyl_-parB van::*P*_van_-1xflag-parB* (WT), fixation with 1% formaldehyde, α-FLAG antibody (Sigma), ChIP fraction, replicate 1 | GSE168968, this study |
| CB15N *parB::*P*_xyl_-parB van::*P*_van_-1xflag-parB* (WT), fixation with 1% formaldehyde, α-FLAG antibody (Sigma), ChIP fraction, replicate 2 | GSE168968, this study |
| CB15N *parB::*P*_xyl_-parB van::*P*_van_-1xflag-parB* (E102A), fixation with 1% formaldehyde, α-FLAG antibody (Sigma), ChIP fraction, replicate 1 | GSE168968, this study |
| CB15N *parB::*P*_xyl_-parB van::*P*_van_-1xflag-parB* (E102A), fixation with 1% formaldehyde, α-FLAG antibody (Sigma), ChIP fraction, replicate 2 | GSE168968, this study |
| TLE3079 AB1157 *ygcE::260bp parS*^3-4^*::apramycin^R^ _­_*+ pKTN25-*cfp-parB* (WT), fixation with 1% formaldehyde, α-GFP antibody (Abcam), ChIP fraction, replicate 1 | GSE168968, this study |
| TLE3079 AB1157 *ygcE::260bp parS*^3-4^*::apramycin^R^ _­_*+ pKTN25-*cfp-parB* (WT), fixation with 1% formaldehyde, α-GFP antibody (Abcam), ChIP fraction, replicate 2 | GSE168968, this study |
| TLE3080 AB1157 *ygcE::260bp parS*^3-4^*::apramycin^R^ _­_*+ pKTN25-*cfp-parB* (E102A), fixation with 1% formaldehyde, α-GFP antibody (Abcam), ChIP fraction, replicate 1 | GSE168968, this study |
| TLE3080 AB1157 *ygcE::260bp parS*^3-4^*::apramycin^R^ _­_*+ pKTN25-*cfp-parB* (E102A), fixation with 1% formaldehyde, α-GFP antibody (Abcam), ChIP fraction, replicate 2 | GSE168968, this study |

How the deposited data were processed for this re-analysis (not part of the article)

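The data were 8 ChIP-seq libraries, 2 for each of FLAG-ParB (WT) and FLAG-ParB (E102A) in C. crescentus and of CFP-ParB (WT) and CFP-ParB (E102A) in E. coli. For each, the authors deposited the coverage of every base of the chromosome, in whole numbers of reads, not normalized. The submitters' processing notes name Bowtie and bedtools without versions, and the methods refer to an earlier report for the analysis; the genome builds are not given in the sources used here. The chromosome names and positions printed are those of the deposited coverage. No input or untagged control library was used here.

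Coverage was divided by its sum over the chromosome and is given as RPBPM, on the scale of Figure 8. Read length was taken from the autocorrelation of the steps in coverage, 101 bases in C. crescentus and 51 in E. coli, and the number of mapped reads is the sum of coverage divided by this length. Replicate libraries were compared over 1000 bp bins: the chi-square per bin was 1.33 for FLAG-ParB (WT), 1.14 for FLAG-ParB (E102A), 19.7 for CFP-ParB (WT) and 49.3 for CFP-ParB (E102A), each above the 1 that counting noise alone gives, and all 8 libraries were kept as separate samples. Of the C. crescentus chromosome 1.02% and of the E. coli chromosome 2.71% had no coverage in any of the 4 libraries of the host; 4 of the 6 rRNA genes lie mostly within these parts.

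Genes of C. crescentus were taken from the RefSeq table of assembly ASM2200v1 of strain NA1000. Its coordinates were checked against the deposited coverage: coverage was missing at rRNA genes of the table, and its last gene ends within the 4042929 bases of the deposited chromosome. They were used to average the signal over genes, to group genes by their place relative to parS and to name the genes at a region, and are not printed. E. coli genes are named only as drawn in Figure 8B. Without a genome sequence, near-matches of parS were not searched, parS sites were placed at maxima of the mean WT profile after smoothing over 25 bp, and gene groups and the regions deleted in AB1157 were not analysed in E. coli. Of the highly transcribed genes listed in advance, the table names 26 ribosomal protein genes and 2 atp genes, and none under the symbols rpoB, rpoC, tuf, fusA or groEL.

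Hosts were analysed apart, because chromosome, tag and antibody differ. Bins of 200 bp, windows of 200 bp at the parS maxima, the parB coding sequence, the regions drawn or shaded in Figure 8 and genes were compared with limma 3.58.1 in R 4.3.3 (trend and robust moderation) on log2(RPBPM + 0.02), so the log2 ratios with a test are on that scale, and values given as fold or times are plain ratios of mean RPBPM, apart from the mean over the parS maxima, which is taken back from its log2 ratio. Bins under 0.1 of the median bin were left out. Each window was fitted with windows of the same length tiled over the chromosome, and Benjamini-Hochberg adjustment covered all bins, all genes, or the named windows of a host. Neighbouring bins share fragments and are not independent, so counts of bins describe how much of the chromosome differs. Widths are the run of 200 bp bins around parS at or above 5 times the background, bridging gaps of up to 1 kb, with the background as the median bin more than 50 kb from parS. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

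The bin test was tested on simulated data with 200 changed bins. In the C. crescentus simulation with 20015 bins, 76% of bins changed by 0.5 on the log2 scale were recovered, 96% of those raised by 1 and 98% of those lowered by 1. In the E. coli simulation with 22597 bins, 6% of bins changed by 0.5, 68% of those raised by 1 and 80% of those lowered by 1 were recovered. A log2 change of 0.5 in a single E. coli bin was thus mostly not recovered in the simulation. Only 200 bins were changed there, whereas 22008 of 22597 bins passed the test in the E. coli data. The adjusted threshold was therefore stricter in the simulation, and its recovery rates do not carry over to the E. coli fit.

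Regions and genes named in the text follow a rule set before the data were examined: the parS sites and the genes drawn in Figure 8, the loci of the constructs, and in each host the 10 regions outside the parS region with the largest change among runs of adjacent bins that passed the test and changed the same way in every pair of libraries. The alternatives tried were bin size, pseudocount, filter, scaling to the background, moderation, the replicate number as a block, leaving out each library, other width thresholds, bridging and backgrounds, and, in place of the mean, the highest base within 250 bp of parS or in the parB coding sequence. The profile in 20 kb bins, the comparison over genes and the single highest bins far from parS were chosen after the data had been seen.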

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

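The test of the spread of the E102A to WT ratio in E. coli was set before its result was seen, and the tests of the parB block and its left side, the van locus, the 2 sides of parS in E. coli and the distance from the origin, as well as the 20 kb bins and the single highest bins, were chosen only after the values had been seen.

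In E. coli, CFP-ParB (E102A) signal lay above CFP-ParB (WT) signal far outside the region the paper draws. A stretch to the left was set as the run of adjacent 20 kb bins where the background-scaled ratio of E102A to WT was at least 2. It runs from 1540 kb to the drawn region at 2885 kb, 29.0% of the chromosome. The CFP-ParB (E102A) libraries held 42.5 ± 3.27% of their signal there (SD, n = 2) and the CFP-ParB (WT) libraries 10.5 ± 0.775%. The same libraries set the stretch, so higher E102A signal over background within it follows from the rule and is not a separate result. A larger copy number of this stretch in the E102A cells would multiply all bins alike, but the local spread of the log2 ratio over 1 kb bins was 1.84 times that outside the stretch, which argues against it as the whole cause. Unspecific recovery of DNA would raise both sides of parS, but 50 to 700 kb away the left side had 5.24 and 5.80 times the signal of the right side in the CFP-ParB (E102A) libraries and 0.675 times in each CFP-ParB (WT) library. A rearrangement of the chromosome in 1 of the strains and a difference between the 2 ParB variants in how far they move along the DNA to the left both remain open and were not tested.

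In C. crescentus, the extra FLAG-ParB (E102A) peak over parB has sharp edges that recur in FLAG-ParB (WT). The strains carry more than 1 copy of parB sequence, and reads from all copies are placed on the single parB of the reference; the block was 1.11 times the sum of the levels on its sides in FLAG-ParB (E102A), which is consistent with stacked copies as the source of its shape. The copies are the same in both strains, so they leave unexplained that the signal just left of the block, within parB, was higher in FLAG-ParB (E102A) by a log2 ratio of 2.48. Binding of ParB (E102A) within every copy of parB could also raise the signal at the van locus, where the highest log2 ratio among vanR, vanA and vanB was 0.14. The methods describe flag-parB as carried on a plasmid integrated at vanA. Coverage of plasmid sequence beside that copy is not in the data used, and reads of the copy itself fall on parB. The van genes therefore cannot settle whether the van copy was bound. What raises FLAG-ParB (E102A) signal to the left of the block remains open.

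Next to the drawn region of C. crescentus, FLAG-ParB (E102A) signal was slightly higher than FLAG-ParB (WT) signal on both sides: within 25 kb the log2 ratio was 0.29, with 0.318 ± 0.00349 RPBPM (SD, n = 2) against 0.257 ± 0.00790. A higher copy number around the replication origin, which lies near parS, would reach farther, and 50 to 200 kb away the log2 ratio was 0.05, which is 0.181 of that next to the region, over both sides together. On the right the ratio fell from 0.32 to 0.02, 0.0770 of its value, which argues against copy number as the whole cause there, and on the left from 0.25 to 0.08, 0.323 of its value, which is between the bounds set for the test and leaves copy number open. The signal in the 0.2 of the chromosome nearest the origin over that in the 0.2 nearest the terminus was 1.24 and 1.23 with FLAG-ParB (E102A) and 1.28 and 1.29 with FLAG-ParB (WT). The part from 4000 kb to the end of the chromosome, which holds the parS region and its left flank, was left out of this ratio. The lower values with FLAG-ParB (E102A) argue against more copies over the 0.2 nearest the origin as a whole. A gain limited to DNA close to the origin could be missed by this ratio, which compares medians and leaves out that part. Binding of ParB (E102A) farther from parS at a low level, as a difference between the variants, stays open and was not tested.

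Further signals, more than 50 kb from parS, lay at places the paper does not discuss. At 945801 to 946200 in C. crescentus, which overlaps xylX and CCNA_00867 and holds the xyl promoter region, FLAG-ParB (E102A) signal was 1.78 ± 0.220 RPBPM (SD, n = 2). FLAG-ParB (WT) signal was 0.418 ± 0.0220 there, a 4.25-fold difference. The strains carry a further copy of this promoter before parB, within the drawn region. Reads of that copy may be placed here, so the signal may in part or wholly come from beside parB. The highest FLAG-ParB (WT) bin more than 50 kb from parS, at 3764001 between CCNA_03609 and CCNA_03610, had 1.17 ± 0.0573 RPBPM, and 0.469 ± 0.0235 with FLAG-ParB (E102A). In E. coli, the highest CFP-ParB (E102A) bin more than 50 kb from parS, at 1609201, was 65.1-fold above CFP-ParB (WT), and the highest outside the stretch to the left of parS, at 1341601, was 26.1-fold above it. The highest CFP-ParB (WT) bin more than 50 kb from parS, at 3480201, had 4.62 ± 0.141 RPBPM, and 1.05 ± 0.0374 with CFP-ParB (E102A).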

How the results depend on the processing

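None of the alternatives compared in this part was chosen after its result was seen. Over 235 recomputed values, 184 kept their direction and call or moved by less than the replicate spread, 26 lost a call or fell out of 1.5 times the count, 24 widths moved and 1 value reversed. The cause of these changes was not tested. A width counted as moved when it differed by more than the SD of its 2 replicates. That SD was 0 for FLAG-ParB (WT), so a step from 8.2 to 8.0 kb also counted. In C. crescentus, the lower FLAG-ParB (E102A) signal at parS taken together and in the parS region, and the higher signal over parB, kept their call under every alternative run; in E. coli so did the lower CFP-ParB (E102A) signal at parS and the higher signal in the right shaded region. The share of the E. coli chromosome's signal in the parS region had a log2 ratio of -0.30 and depends on the scaling: it was 0.94 when scaled to the background, -0.30 without a passing test with no moderation (adjusted p = 0.0960), and -0.38 to -0.23 over the libraries left out in turn, where the call was lost without CFP-ParB (WT) replicate 2 or either CFP-ParB (E102A) replicate. Its adjusted p ran from 1.7e-05 to 0.273 over the alternatives. A library left alone in its group is assumed to vary like the others.

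Counts of bins depend on the number of bins and libraries. In C. crescentus, 997 higher and 544 lower bins became 0 and 0 in limma with no moderation across bins, with 2356 at an unadjusted p under 0.05, 375 to 711 higher and 231 to 323 lower with a library left out, and 277 lower in 1000 bp bins. In E. coli, 500 bp bins gave 2725 higher and 6156 lower and 1000 bp bins 1373 and 3109, because fewer bins were tested. In the simulation, 6% of E. coli bins changed by 0.5 on the log2 scale were recovered. Far fewer bins were changed there than passed the test in the data, so this rate does not carry over to the E. coli counts. The replicate numbers do not mark a shared day in the sources, and same-numbered libraries deviated together with a correlation over bins of 0.0460 in C. crescentus and 0.0795 in E. coli. With the replicate block, 1106 and 608 bins were higher and lower in C. crescentus and 6677 and 15287 in E. coli, and the calls for the E. coli parS region (log2 ratio -0.30, adjusted p = 0.214) and left shaded region (1.39, adjusted p = 0.0975) were lost.

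Widths depend on the threshold and, apart from that of FLAG-ParB (WT), on the bridging. At 2, 10 and 20 times the background, FLAG-ParB (WT) covered 10.1, 5.8 and 2.0 kb, CFP-ParB (WT) 49.7, 22.5 and 18.3 kb and CFP-ParB (E102A) 201.3, 125.2 and 51.5 kb, and FLAG-ParB (E102A) covered 13.5 and 0.2 kb at 2 and 10 times and gave no value at 20 times. Each width is the run holding the bin at parS sites 3 and 4. At 20 times, that FLAG-ParB (E102A) bin lay under the cut of 4.87 RPBPM, while the block over parB had 6.82 RPBPM. At 10% of the highest bin the widths were 8.0, 11.8, 3.8 and 22.4 kb for FLAG-ParB (WT), FLAG-ParB (E102A), CFP-ParB (WT) and CFP-ParB (E102A), and with the local background 8.0, 6.4, 23.6 and 127.7 kb. The 10% cut follows each library's own highest bin and was lower in RPBPM for E102A than for WT in both hosts. Without bridging, FLAG-ParB (E102A) covered 2.2 kb, CFP-ParB (WT) 24.9 kb and CFP-ParB (E102A) 118.7 kb; bridging up to 3 kb gave 356 kb for CFP-ParB (E102A), and 500 bp bins gave 8.25 kb for FLAG-ParB (WT). The width of FLAG-ParB (E102A) under the local background rests on the replicate, 8.4 and 4.4 kb. The settings of limma do not enter the ratio of the shaded regions within CFP-ParB (E102A) and were not run for it.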

Differences from the paper's values

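The comparison over genes was chosen after the data had been seen, and the widths and their alternatives were set before the data were examined. For CFP-ParB (WT) in E. coli the paper's reported extent is 5 kb, and the width at 5 times the background was 26.1 kb. For CFP-ParB (E102A) the paper's reported extent is 26 kb, and the width was 136.2 kb. The paper's text names no threshold for these extents. Of those alternatives, 10% of the library's highest bin gave widths within 1.5 times the paper's for both, 3.8 kb and 22.4 kb; 2, 10 and 20 times the background, no bridging, bridging up to 3 kb, the local background, 500 bp bins and each replicate alone did not.

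The title of Figure 8 states that ParB (E102A) does not occupy a more extended region than ParB (WT) in C. crescentus. At 5 times the background the widths were 8.9 ± 0.424 kb for FLAG-ParB (E102A) and 8.2 kb in both replicates of FLAG-ParB (WT), within 1.5 times of each other. On the left, where the run reaches over parB, it averaged 4.5 against 3.7 kb, and on the right 4.2 against 4.3 kb. The wider left side cannot be told apart from the extra peak over parB. At 2 times the background they were 13.5 ± 0.424 and 10.1 ± 0.141 kb, wider for FLAG-ParB (E102A) in both replicates. There the left side averaged 6.6 against 4.2 kb and the right side 6.7 against 5.7 kb. At 10% of the highest bin they were 11.8 ± 0.283 and 8.0 kb. This cut was lower for FLAG-ParB (E102A), 0.586 and 0.643 RPBPM against 1.29 and 1.28, so these 2 widths are not at an equal level. At 10 times the background the run holding parS sites 3 and 4 was 0.2 and 5.8 kb in both replicates. That run leaves out other FLAG-ParB (E102A) signal above this level, such as parS2 and parS7 at 11.4 and 12.0 times the background. With the local background, FLAG-ParB (E102A) covered 8.4 and 4.4 kb and FLAG-ParB (WT) 8.0 kb in both replicates. No bridging gave 2.2 and 8.2 kb, bridging up to 3 kb 8.9 and 8.2 kb, and 500 bp bins 8.5 and 8.25 kb. In the fit over genes, the 18 genes within 15 kb to the left of parS1 were all higher with FLAG-ParB (E102A). Among them are parB, which holds the extra peak, and parA beside it.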

Other observations

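The distances, the 20 kb bins and the comparison over genes were chosen after the data had been seen. A long stretch of CFP-ParB (E102A) signal lies to the left of the inserted parS sites. Going left from the drawn region, its mean was 1.23 ± 0.00625 RPBPM (SD, n = 2) in the first 50 kb, 0.411 ± 0.0116 from 100 to 200 kb, 0.206 ± 0.0217 from 700 to 1000 kb and 0.157 ± 0.00965 from 1000 to 1200 kb, or 38.3, 12.8, 6.42 and 4.88 times the library's background. Near the far end it rose again: from 1598401 to 1623800 it was 0.578 ± 0.0349 RPBPM, against 0.0473 ± 0.00469 with CFP-ParB (WT), and it ended within a part of the chromosome where CFP-ParB (WT) signal was also low, 0.571 times its background from 1485 to 1685 kb. Each of the 10 regions with the largest change outside the parS region lay in this stretch and was higher with CFP-ParB (E102A), by log2 ratios of 2.12 to 2.98. To the right of parS the CFP-ParB (E102A) signal was 2.52 times the background in the first 50 kb and 1.06 times from 50 to 100 kb. Separate from it, 3460 to 3480 kb had 0.443 ± 0.0115 RPBPM with CFP-ParB (E102A) and 0.260 ± 0.0157 with CFP-ParB (WT).

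In C. crescentus, of the 26 ribosomal protein genes measured, which are highly transcribed, 2 were higher with FLAG-ParB (E102A), rplP (log2 ratio 0.17) and rpsE (0.16), none was lower and 24 did not pass limma's test. Adjusted over the list alone 0 passed, and 5 had an unadjusted p under 0.05. The 2 atp genes in the table, atpA and atpD, had log2 ratios of 0.02 and 0.04 and did not pass. Of the 10 regions with the largest change outside the parS region, the first was the xyl promoter region and the other 9 were lower with FLAG-ParB (E102A), by log2 ratios of -0.79 to -0.59. Reads of the further copy of the xyl promoter before parB may be placed on the first region, so its signal need not lie outside the parS region. This order is by the mean over adjacent bins that passed the test, so that a single bin can differ more, such as that at 3764001 with 2.50-fold lower signal in FLAG-ParB (E102A). They include 3781201 to 3781600, which overlaps crfA and cztR, with 0.408 ± 0.0330 RPBPM for FLAG-ParB (WT) (SD, n = 2) and 0.224 ± 0.0119 for FLAG-ParB (E102A), the latter 0.922 times the background. Over all 4043 genes tested, 276 were higher and 156 lower with FLAG-ParB (E102A). Among the 17 genes to the right of parS7 within 15 kb, 13 were higher, with dnaA, the gene of the replication initiator, at a log2 ratio of 0.28 and dnaK, a chaperone gene, also at 0.28; qor was lower (-1.35).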
